# Synthetic lethality between *VPS4A* and *VPS4B* triggers an inflammatory response in colorectal cancer

**DOI:** 10.15252/emmm.201910812

**Published:** 2020-01-13

**Authors:** Ewelina Szymańska, Paulina Nowak, Krzysztof Kolmus, Magdalena Cybulska, Krzysztof Goryca, Edyta Derezińska‐Wołek, Anna Szumera‐Ciećkiewicz, Marta Brewińska‐Olchowik, Aleksandra Grochowska, Katarzyna Piwocka, Monika Prochorec‐Sobieszek, Michał Mikula, Marta Miączyńska

**Keywords:** CRC, ESCRT, immunogenic cell death, synthetic lethality, VPS4B, Autophagy & Cell Death, Cancer

## Abstract

Somatic copy number alterations play a critical role in oncogenesis. Loss of chromosomal regions containing tumor suppressors can lead to collateral deletion of passenger genes. This can be exploited therapeutically if synthetic lethal partners of such passenger genes are known and represent druggable targets. Here, we report that *VPS4B* gene, encoding an ATPase involved in ESCRT‐dependent membrane remodeling, is such a passenger gene frequently deleted in many cancer types, notably in colorectal cancer (CRC). We observed downregulation of *VPS4B* mRNA and protein levels from CRC patient samples. We identified *VPS4A* paralog as a synthetic lethal interactor for *VPS4B in vitro* and in mouse xenografts. Depleting both proteins profoundly altered the cellular transcriptome and induced cell death accompanied by the release of immunomodulatory molecules that mediate inflammatory and anti‐tumor responses. Our results identify a pair of novel druggable targets for personalized oncology and provide a rationale to develop VPS4 inhibitors for precision therapy of VPS4B‐deficient cancers.

## Introduction

Somatic copy number alterations are a key driving force in malignant transformation (Beroukhim *et al*, 2010). In particular, chromosomal deletions may affect 35% of the cancer genome (Beroukhim *et al*, 2010). Large deletions may include loss of a tumor suppressor locus, correlating with concomitant loss of hundreds of neighboring protein‐coding genes and other regulatory elements. However, it remains elusive whether and how these passenger alterations contribute to cancer development and progression. Nevertheless, passenger alterations may confer a weakness to cancer cells that could be exploited in cancer therapy using synthetic lethality‐based approaches.

A synthetic lethal interaction between two genes occurs when perturbation of either gene alone does not alter cell fitness but concomitant perturbation of both genes induces a lethal phenotype. This simple genetic concept underlies well‐established studies that characterize functional interactions between two or more genes. Cancer research now exploits this principle to develop new genotype‐specific anti‐cancer therapeutics (O'Neil *et al*, 2017). Using this approach, PARP inhibitors were introduced as a treatment option for patients with *BRCA1/2*‐mutated tumors (Lord & Ashworth, 2017). Continued efforts to develop the synthetic lethality concept for cancer research focus on targeting a non‐oncogenic alteration by identifying its second‐site synthetically lethal interactor gene. But, developing anti‐cancer therapies based on this concept urgently requires identifying and characterizing novel synthetic lethal partners.

Chromosome 18 carries both known and candidate tumor suppressor genes like the well‐characterized *DCC* [*Deleted in Colon Cancer Gene*], *SMAD2,* and *SMAD4* (Nguyen & Duong, 2018). Loss of heterozygosity (LOH) at the long arm of this chromosome (18q) can occur in colon (Ogunbiyi *et al*, 1998; Sheffer *et al*, 2009), pancreatic (Sunamura *et al*, 2004), lung (Takei *et al*, 1998), prostate (Kluth *et al*, 2016), and breast cancers (Huiping *et al*, 1998), as well as head and neck squamous cell carcinoma (Takebayashi *et al*, 2000). One gene localized on 18q is *VPS4B* (*Vacuolar Protein Sorting 4 Homolog B)*. Its protein product VPS4B is a ubiquitously expressed type I AAA^+^ (ATPases Associated with diverse cellular Activities) ATPase (Han & Hill, 2019). It cooperates with its highly homologous paralog VPS4A (encoded by the *VPS4A* gene on 16q) to disassemble and release the Endosomal Sorting Complex Required for Transport (ESCRT) machinery from intracellular membranes, which enables recycling of ESCRT subunits (Henne *et al*, 2013; Schoneberg *et al*, 2017; McCullough *et al*, 2018).

Endosomal Sorting Complex Required for Transport complexes drive membrane budding and scission at various intracellular compartments (Hurley, 2015) and contribute to a plethora of essential cellular processes, such as endocytic cargo sorting, autophagy, cytokinesis, exovesicle release, and repair of the nuclear envelope, the plasma membrane, and lysosomal membranes (reviewed in refs. Olmos & Carlton, 2016; Christ *et al*, 2017; Szymanska *et al*, 2018). In contrast to the well‐established roles of ESCRT components in cell biology, their contribution to tumorigenesis, if any, is less documented (Mattissek & Teis, 2014; Alfred & Vaccari, 2016; Gingras *et al*, 2017) and the underlying molecular mechanisms have been elucidated for only a few cases (Manteghi *et al*, 2016; Sadler *et al*, 2018). A large‐scale screening for cancer vulnerabilities within the Sanger's Project Score (Behan *et al*, 2019) and the DRIVE project (McDonald *et al*, 2017) revealed that some cancer cell lines are very sensitive to perturbed *VPS4A* expression. The authors of the latter report suggested the existence of a synthetic lethality between *VPS4A* and *VPS4B;* however, this hypothesis has not been experimentally verified.

Here, we investigated whether *VPS4B* expression is perturbed in cancer samples and whether *VPS4A* is a synthetic lethal partner for *VPS4B*. Our findings reveal a novel druggable target for further translational research toward personalized therapies for colorectal cancer (CRC) patients.

## Results

### *VPS4B* expression is deregulated in multiple cancer types, prominently in CRC

To study the extent of genetic changes at the *VPS4B* locus in different types of cancer, we mined The Cancer Genome Atlas (TCGA). The overview of Pan‐Cancer TCGA somatic copy number alteration dataset revealed about a 30% incidence of chromosome 18q LOH at the *VPS4B* locus (Fig 1A). Further analysis of individual cancer datasets showed frequent *VPS4B* deletion in several types of cancer with CRC being the most affected (Fig 1B). In line with previous reports on 18q LOH in CRC (Sheffer *et al*, 2009), an overall incidence of the *VPS4B* loss in the TCGA CRC dataset was ~70% with bi‐allelic deletion estimated at 2% (Fig 1C). In addition, the DNA copy number and mRNA levels of *VPS4B* were significantly correlated with a Pearson coefficient of 0.75. We next validated changes in *VPS4B* mRNA abundance using an independent set of CRC samples from our previous studies (Skrzypczak *et al*, 2010; Mikula *et al*, 2011). Using qRT–PCR analysis, we confirmed significantly downregulated *VPS4B* expression, which indicated that its mRNA levels decreased during progression from adenoma to adenocarcinoma (Fig 1D). In contrast, in the same samples, we detected no change in the level of *VPS4A* mRNA between normal colon, adenoma, and CRC (Fig EV1A).

**Figure 1:**
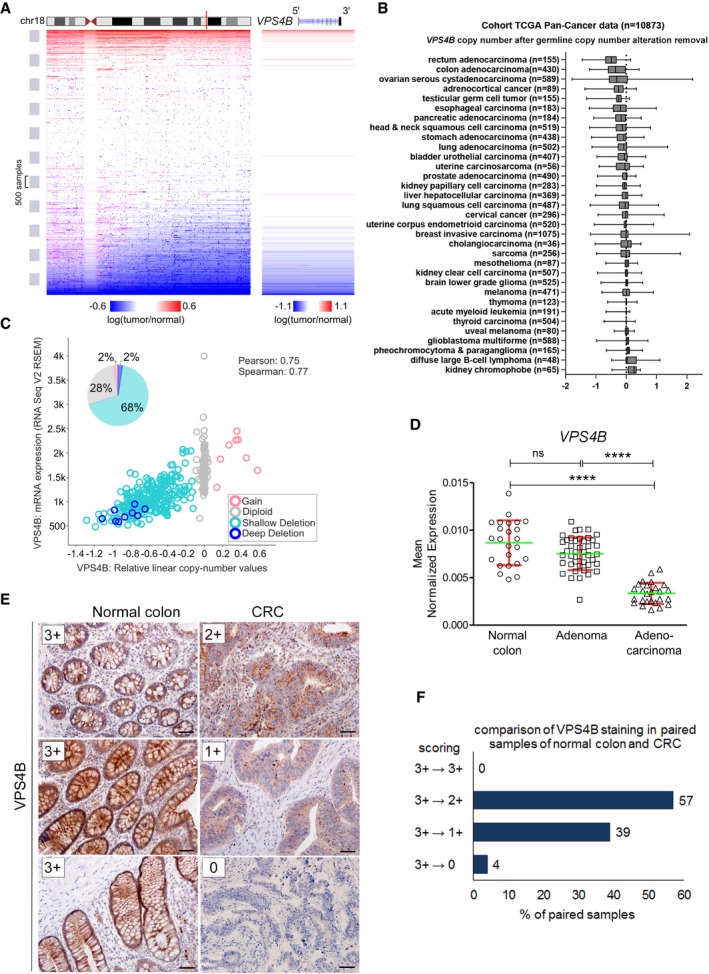
Expression of *VPS4B* is downregulated in CRC ALeft panel, a scheme of chromosome 18 copy number alterations depicting the distal long arm loss across TCGA Pan‐Cancer dataset. Vertical red line indicates the localization of *VPS4B*. Right panel, enlarged fragment of chromosome 18 showing frequent deletions of *VPSB* locus in cancer samples. Deletions are marked in blue, and amplified regions are marked in red. Both panels were generated with UCSC Xena browser (https://www.biorxiv.org/content/10.1101/326470v3).BAnalysis of *VPS4B* copy number alterations in TCGA Pan‐Cancer dataset. Cancer types were sorted according to the mean *VPS4B* copy number after removing germline values. The boxes denote the 25^th^ to 75^th^ percentile range, and the center lines mark the 50^th^ percentile (median). The whiskers reflect the largest and smallest observed values. *VPS4B* copy number alteration data were fetched using UCSC Xena browser.CScatter plot, analysis of *VPS4B* mRNA expression (number of transcripts per million) plotted against *VPS4B* copy number from TCGA CRC patient samples (*n* = 376); plot generated using cBioPortal (Gao *et al*, 2013). Pie chart, summary of all types of *VPS4B* copy number alterations based on the analysis of data from 615 CRC samples deposited in the Colorectal Adenocarcinoma (TCGA, Provisional) dataset on cBioPortal (http://www.cbioportal.org/).DqPCR analysis of *VPS4B* mRNA abundance in normal colon, adenoma, and CRC samples. Adenocarcinoma (*n* = 26); adenoma (*n* = 42); normal colon (*n* = 24). Green horizontal bars indicate means, and red whiskers indicate SD. Differences were analyzed using the Kruskal–Wallis test followed by Dunn's multiple comparison *post hoc* test; ns—non‐significant (*P* ≥ 0.05), ****P < 0.0001.EExamples of immunohistochemical staining of VPS4B in normal colon and matched CRC samples as an illustration of the scoring system used for the evaluation presented in (F). 3+—very intensive staining, 2+—medium‐intensive staining, 1+—weak staining, 0—no staining. Scale bar, 50 μm.FComparative analysis of VPS4B staining performed in 100 pairs of normal colon and matched CRC samples.Data information: The exact *P*‐values can be found in the source data for this figure.Source data are available online for this figure.

**Figure EV1:**
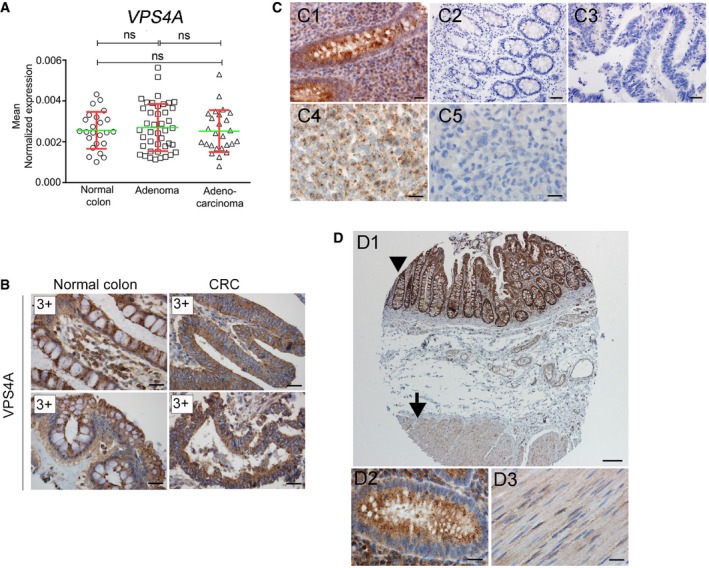
Evaluation of VPS4A and VPS4B protein abundance in human tissues and in CRC AqPCR analysis of *VPS4A* mRNA abundance in normal colon, adenoma, and CRC samples. Adenocarcinoma (*n* = 26); adenoma (*n* = 42); normal colon (*n* = 24). Green horizontal bars indicate means, and red whiskers indicate SD. Differences were analyzed using the Kruskal–Wallis test followed by Dunn's multiple comparison *post hoc* test; ns—non‐significant (*P* ≥ 0.05).BImmunohistochemistry (IHC) evaluation of VPS4A abundance in pairs of normal colon versus matched CRC samples (2 representative pairs out of 100 analyzed). 3+—very intensive staining. Scale bar, 20 μm.CSpecificity tests of VPS4B IHC staining using human tissues and mouse xenografts. C1—strong granular cytoplasmic staining in the mucosa of the appendix. C2, C3—negative staining in the appendix (C2) and CRC (C3) when primary antibody (anti‐VPS4B) was omitted. C4—granular cytoplasmic staining in the xenograft from wild‐type (*VPS4B* ^+/+^) HCT116 cells. C5—negative staining in the xenograft from HCT116 *VPS4B* ^−/−^ cells. Scale bars: C1, C4, and C5—20 μm; C2, C3—50 μm.DSpecificity tests of VPS4A IHC staining in various human tissues with high and low expression of *VPS4A*. D1—strong granular cytoplasmic staining in the mucosa of the appendix (arrowhead, and at a higher magnification in D2) and weak staining in the muscle (arrow, and at a higher magnification in D3). Scale bars: D1—200 μm; D2 and D3—20 μm.Data information: The exact *P*‐values can be found in Appendix Table S3.

To examine whether genetic alterations at the *VPS4B* locus corresponded to decreased VPS4B protein abundance in CRC, we performed immunohistochemistry (IHC) staining of both paralogs of *VPS4* in tissue microarrays covering one hundred pairs of matched human normal colon and treatment‐naïve primary CRC samples (Figs 1E and F, and EV1B). We evaluated the microarrays using a semi‐quantitative scoring method based on staining intensity (Fig 1E). Antibodies used for IHC staining had been previously tested and approved in The Human Protein Atlas project (https://www.proteinatlas.org/). We confirmed the specificity of the selected antibodies by staining normal human tissues with known high and low protein abundance of both *VPS4* paralogs (appendix and muscle, respectively) (Fig EV1C and D). As an additional validation of anti‐VPS4B antibody, we confirmed lack of VPS4B staining in mouse xenografts derived from HCT116 human CRC line with both *VPS4B* alleles inactivated by the CRISPR/Cas9 method (Fig EV1C4 and C5).

When analyzing the tissue microarrays, we found that the staining of VPS4B protein from analyzed pairs of matched cancer patient samples was not as intense as in normal colon (Fig 1F, 3+→3+). In most cases (57%), we observed a slightly decreased VPS4B staining in cancer samples (very intense in normal colon versus medium intense in CRC; 3+→2+). However, we observed a much more prominent decrease of VPS4B staining in CRC (3+→1+) in 39% of tissue pairs and did not detect VPS4B protein in 4% of CRC of tissue samples (3+→0). In contrast, VPS4A staining using the same collection of patient samples demonstrated equally high VPS4A protein abundance in all normal colon and CRC matched pairs (Fig EV1B).

Altogether, our analysis of TCGA databases revealed that the *VPS4B* allele is frequently lost in many cancer types, prominently in CRC. This genetic alteration correlates with decreased *VPS4B* mRNA and protein content in cancer tissues that we demonstrated using our collections of CRC patient samples.

### *VPS4A* is a synthetic lethal partner for *VPS4B*

VPS4A and VPS4B are the only enzymes among the ESCRT subunits and represent a bottleneck for ESCRT‐mediated processes, as no other known ATPases can substitute for their activity. Given our observed aberrations of the *VPS4B* locus in CRC, we hypothesized that *VPS4B* and its paralog *VPS4A* were synthetic lethal interactors. Initially, we chose an *in vitro* system of a near diploid HCT116 cell line, a human epithelial colorectal carcinoma in which the copy number of *VPS4* paralogs is not altered according to the Cancer Cell Line Encyclopedia dataset (CCLE, https://portals.broadinstitute.org/ccle). We assessed its viability upon single RNAi‐mediated depletion of VPS4A or VPS4B, as well as simultaneous depletion of VPS4A and VPS4B (referred to as VPS4A+B). We verified high knockdown efficiency and specificity of siRNAs (two or three independent sequences per target) by measuring mRNA and protein abundance of both paralogs (Fig EV2A and B). Despite the sequence similarity between VPS4A and VPS4B, we could efficiently silence the expression of a single *VPS4A* or *VPS4B* paralog or both. 

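The mRNA of both paralogs was counted by RNA sequencing in HCT116 cells, a human colorectal cancer cell line, 72 h after transfection. The data hold 4 libraries per condition, and 5 each for siCTRL#1 and siVPS4A#1. Cells of the siVPS4A+B#1 condition received siVPS4A#2 with siVPS4B#1, and cells of the siVPS4A+B#2 condition received siVPS4A#1 with siVPS4B#2. VPS4A, listed as NM_013245, lies on the plus strand of chromosome 16 of GRCh37 from 69345253 to 69360842. It had 248 ± 55.4 (SD, n = 4) TMM-normalized reads per 1000000 in non-transfected (NT) cells and 189 ± 13.8 (SD, n = 5) in siCTRL#1-transfected cells. Transfection with siVPS4A#1 left 4.03 ± 4.18 (SD, n = 5) reads per 1000000, or 1.63% of the NT mean. The siVPS4A#2 duplex left 7.82 ± 2.16 (SD, n = 4), or 3.16%. After combined silencing, 20.1 ± 10.6 (SD, n = 4) reads per 1000000 remained with siVPS4A+B#1 and 5.06 ± 1.98 (SD, n = 4) with siVPS4A+B#2, or 8.11% and 2.04% of the NT mean. VPS4B, listed as NM_004869, lies on the minus strand of chromosome 18 from 61056423 to 61089716. It had 22.1 ± 5.38 (SD, n = 4) reads per 1000000 in NT cells and 20.5 ± 3.52 (SD, n = 5) in siCTRL#1-transfected cells. Each gene was amplified with its own primers, so the reads of VPS4B and VPS4A do not show which mRNA was more abundant. After siVPS4B#1 transfection 0.43 ± 0.332 (SD, n = 4) reads per 1000000 remained, and after siVPS4B#2 transfection 1.06 ± 0.354 (SD, n = 4), or 1.95% and 4.81% of the NT mean. With siVPS4A+B#1 the remainder was 0.543 ± 0.338 (SD, n = 4), and with siVPS4A+B#2 it was 1.3 ± 0.318 (SD, n = 4), or 2.46% and 5.86%. These VPS4B values rest on 1 to 7 reads per library with siVPS4B#1 and on 6 to 16 with siVPS4B#2, against a floor of 3 reads. Each silenced condition differed from each of the 2 controls in an exact permutation test on log2 values, 2-sided, with the smallest p each design allows, 0.0286 for 4 libraries against 4 and 0.00794 for the larger groups (0.0471 and 0.0247 after Benjamini-Hochberg adjustment over 28 tests). Among the siVPS4A#1 libraries, VPS4A ranged from 1.65 to 3.51 reads per 1000000 apart from the library labelled siVPS4A#1 replicate 2, which had 11.4. With DESeq2's variance-stabilizing transformation, an alternative chosen after seeing the data, normalized counts of VPS4B after siVPS4B#1 transfection were 13.3 in place of 3.3.

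**Figure D1:**
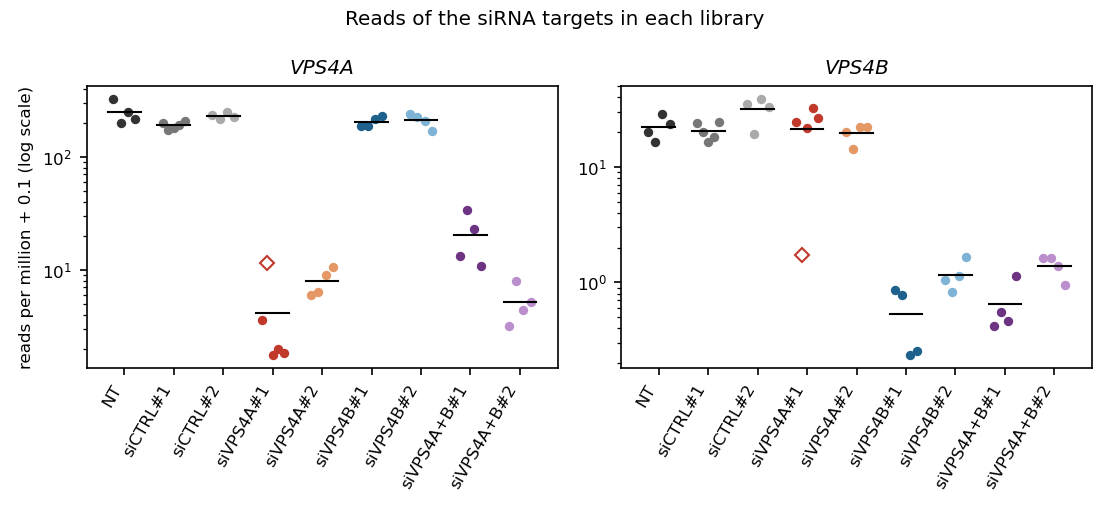
TMM-normalized reads per 1000000 of VPS4A (left) and VPS4B (right) in each library, plus 0.1, on a log axis, by siRNA condition. Points are libraries, horizontal lines are means over n = 4 or 5, and the open diamond is the library labelled siVPS4A#1 replicate 2, which sits at 11.4 reads per 1000000 for VPS4A and 1.61 for VPS4B.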

We revealed that loss of expression of one paralog did not affect the mRNA or protein level of the other (Fig EV2A and B). This suggests that cells with compromised expression of one *VPS4* paralog possess no compensatory mechanisms and show no cross‐destabilization of the remaining paralog. These results, together with the data showing no correlation between *VPS4A* and *VPS4B* mRNA and protein levels in patient samples (Figs 1D and EV1A; Figs 1F and EV1B, respectively), indicate that the regulation of gene expression and protein stability of both paralogs occurs independently.

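In the same libraries, VPS4B had 21.2 ± 11.6 (SD, n = 5) reads per 1000000 after siVPS4A#1 transfection and 19.5 ± 3.68 (SD, n = 4) after siVPS4A#2 transfection. With siVPS4A#1 its log2 fold change was -0.55 against NT (standard error 0.36, limma with Benjamini-Hochberg adjustment, adjusted p = 0.261) and -0.34 against siCTRL#1 (adjusted p = 0.475). With siVPS4A#2 the log2 fold changes were -0.16 and 0.05 (limma adjusted p = 0.849 and 0.998). The exact permutation p-values of these 4 comparisons were 0.937, 0.96, 0.457 and 0.675. The mean of the 4 log2 fold changes, -0.25, changed its direction to 0.08 without the libraries of replicate 2. Among these, the library labelled siVPS4A#1 replicate 2 held a single VPS4B read where the other siVPS4A#1 libraries predict 18.8 at its depth. When that library alone was left out, an alternative chosen after seeing the data, the mean was 0.06 and the log2 fold change of VPS4B between siVPS4A#1 and siCTRL#1 was 0.27. VPS4A had 204 ± 20.9 (SD, n = 4) reads per 1000000 after siVPS4B#1 transfection and 209 ± 29.6 (SD, n = 4) after siVPS4B#2 transfection. Its log2 fold changes against NT were -0.26 and -0.23 (limma adjusted p = 0.564 and 0.657), and against siCTRL#1 they were 0.05 and 0.08 (0.933 and 0.909). The exact permutation p-values of these differences of VPS4A were 0.143, 0.314, 0.238 and 0.246. The second non-targeting duplex, siCTRL#2, gave 31.6 ± 8.5 (SD, n = 4) reads per 1000000 of VPS4B, or 143% of the NT mean (exact permutation test, p = 0.143, and 0.0635 against siCTRL#1). VPS4A was higher with siCTRL#2 than with siCTRL#1 by 0.29 on the log2 scale (exact permutation test, p = 0.0159, 0.0445 after Benjamini-Hochberg adjustment over the 28 tests) and lay at -0.08 against NT (exact permutation test, p = 0.771). In limma the first of these had an adjusted p of 0.634. These permutations do not use the replicate numbers. Between libraries with the same replicate number, VPS4B was higher with siCTRL#2 than in NT cells in 4 of 4 pairs and lower with siVPS4A#2 than in NT cells in 4 of 4 pairs (exact test by flipping the signs of pairs, chosen after seeing the data, p = 0.125 for both, the smallest that 4 pairs allow). Against siCTRL#1 in place of NT it was higher with siCTRL#2 in 3 of 4 pairs and lower with siVPS4A#2 in 2 of 4 (exact test by flipping the signs of pairs, p = 0.25 and 1). With siVPS4A#1, VPS4B was higher than with siCTRL#1 in 4 of 5 pairs, the lower pair being that of replicate 2. It was higher than in NT cells in 2 of 4 pairs. VPS4A was higher with siCTRL#2 than with siCTRL#1 in 4 of 4 pairs (exact test by flipping the signs of pairs, p = 0.125). A small change of VPS4B with siCTRL#2, siVPS4A#1 or siVPS4A#2 is neither shown nor excluded.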

**Figure EV2:**
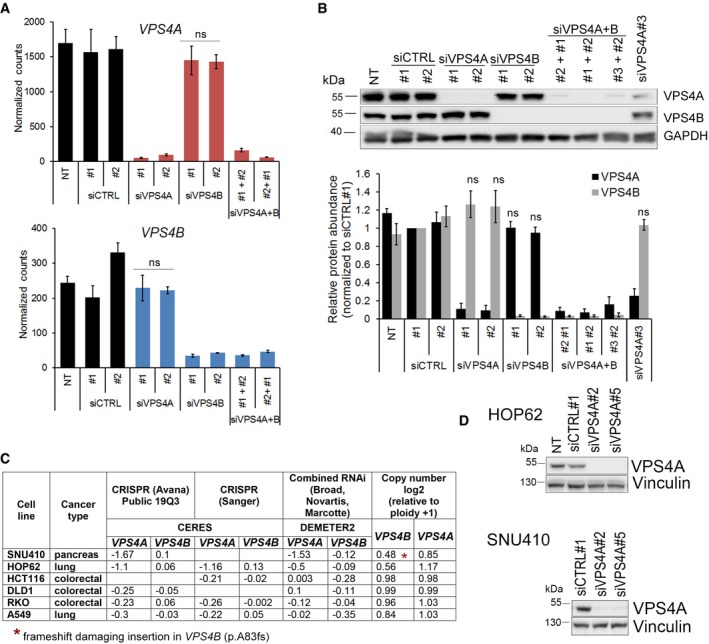
Analyses of *VPS4A* and *VPS4B* mRNA and protein abundance in HCT116 cells and the dependencies between both genes in different cell lines AmRNA levels of *VPS4A* (upper panel) and *VPS4B* (lower panel) in HCT116 cells 72 h upon siRNA transfection. For VPS4A or VPS4B depletion, two different duplexes (#1 or #2) of siVPS4A or siVPS4B were used. For simultaneous VPS4A+B depletion, various combinations of siVPS4A and siVPS4B duplexes were used. Two different duplexes of siCTRL (#1 or #2) were used as non‐targeting controls. NT—non‐transfected. Values represent normalized counts after including variance normalized transformation performed by the DESeq2 package for RNA‐Seq data analysis. Data are means of four independent experiments ± SEM. Two‐tailed unpaired *t*‐test; ns—non‐significant (*P* ≥ 0.05).BUpper panel, representative immunoblotting analysis of VPS4A and VPS4B abundance in lysates of HCT116 cells collected 72 h after transfection as in (A). GAPDH was used as a loading control. Lower panel, densitometry analysis of VPS4A and VPS4B abundance based on immunoblotting analysis as shown in the upper panel. NT—non‐transfected. Data are means of four independent experiments ± SEM. Wilcoxon signed rank test; ns—non‐significant (*P* ≥ 0.05).CCorrelation between dependency scores and *VPS4B* copy number for selected cancer cell lines from the DepMap portal dataset (https://depmap.org/portal/). According to the portal, a lower score (below −0.5) means that a gene is more likely to be dependent in a given cell line. A score of 0 is equivalent to a gene that is not essential, whereas a score of −1 corresponds to the median of all common essential genes.DImmunoblotting analysis of *VPS4A* silencing efficiency in HOP62 and SNU410 cell lines. Lysates were prepared 6 days after siRNA transfection with non‐targeting (siCTRL#1) or *VPS4A*‐targeting (siVPS4A#2 or #5) duplexes. Vinculin was used as a loading control.Data information: The exact *P*‐values can be found in Appendix Table S3.

Using a short‐term viability assay and a long‐term colony formation assay, we demonstrated that single depletion of VPS4A or VPS4B did not affect HCT116 growth *in vitro* (Fig 2A and B). However, simultaneous depletion of VPS4A+B significantly reduced HCT116 viability as indicated by decreased proliferation and colony growth. Moreover, we observed similar effects in other CRC cell lines, such as RKO, SW480, and DLD‐1, each harboring various cancer driver mutations. We found impaired cell viability of these lines only when expression of both *VPS4* paralogs was silenced simultaneously (Fig 2C).

**Figure 2:**
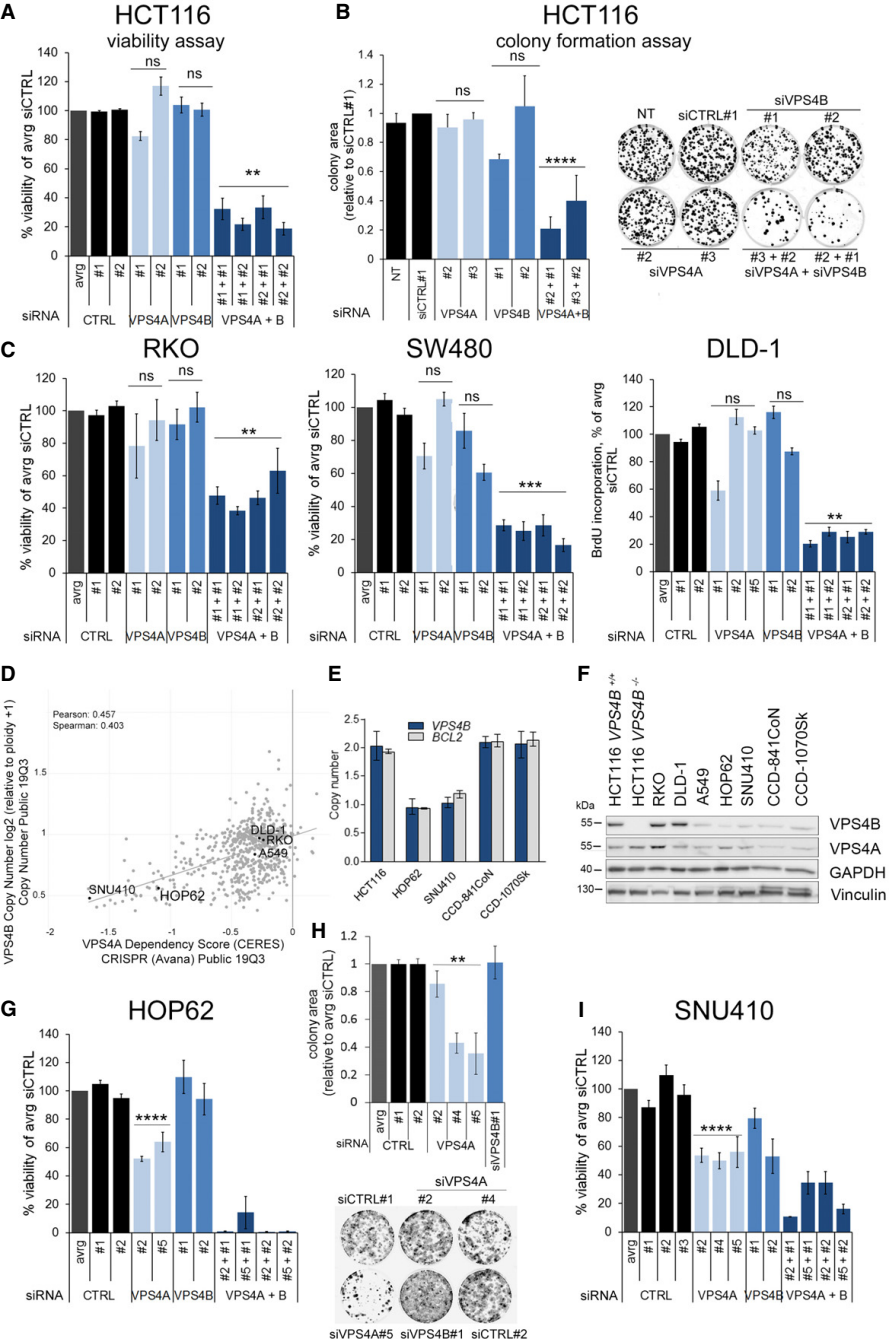
Synthetic lethality between *VPS4A* and *VPS4B* inhibits growth of CRC lines *in vitro* AAnalysis of viability of HCT116 cells assessed 96 h after transfection with independent non‐targeting siRNA (two different duplexes used, siCTRL#1 or #2) or targeting *VPS4A* (duplexes #1 or #2), *VPS4B* (duplexes #1 or #2), or both *VPS4* (various combinations of siVPS4A+siVPS4B duplexes). Data are means of three independent experiments ± SEM. All values were normalized, averaged (avrg) viability of siCTRL#1‐ and #2‐transfected cells was set as 100%, the Kruskal–Wallis test followed by Dunn's multiple comparison *post hoc* test; ns—non‐significant (*P* ≥ 0.05), **P < 0.01.BLeft panel, analysis of clonogenic growth of HCT116 cells assessed 15 days after transfection with non‐targeting (siCTRL#1), *VPS4A*‐ or/and *VPS4B*‐targeting siRNAs used in various duplex combinations as indicated. Right panel, images of HCT116 clones taken at the day of clonogenic growth assessment. Data are means of three independent experiments ± SEM. NT—non‐transfected. All values were normalized, and clonogenic growth of siCTRL#1‐transfected cells was set as 1. One‐sample *t*‐test; ns—non‐significant (*P* ≥ 0.05), ****P < 0.0001.CViability of RKO and SW480 cells assessed as in (A), growth of DLD‐1 cells assessed in BrdU incorporation assay 96 h after siRNA transfection. Various independent non‐targeting (siCTRL#1 or #2) and *VPS4A*‐ or *B‐*targeting siRNA duplexes were used (#1, #2, #5 or #1, #2, respectively). All values were normalized, and averaged (avrg) viability of siCTRL#1‐ and #2‐transfected cells was set as 100%. Data are means of three independent experiments ± SEM. The Kruskal–Wallis test followed by Dunn's multiple comparison *post hoc*; ns—non‐significant (*P* ≥ 0.05), **P < 0.01, ***P < 0.001.D
*VPS4B* copy number and dependency scores of selected cancer cell lines obtained in CRISPR/Cas9 and RNAi screens deposited in the DepMap portal (https://depmap.org/portal/).E
*VPS4B* copy number status estimated across different cell lines using TaqMan assay. The error bars represent the minimal and maximal copy number in a given triplicate readout. The *BCL2* gene localized on 18q in the close vicinity to *VPS4B* was analyzed as a control.FVPS4B and VPS4A protein abundance in selected normal and cancer cell lines analyzed by immunoblotting. Vinculin and GAPDH were used as loading controls.GAnalysis of viability of HOP62 lung cancer cells assessed 144 h after transfection with independent non‐targeting siRNA (two different duplexes used, siCTRL#1 or #2) or targeting *VPS4A* (duplexes #2 or #5), *VPS4B* (duplexes #1 or #2), or both *VPS4* (various combinations of siVPS4A+siVPS4B duplexes). Data are means of four independent experiments ± SEM. All values were normalized, and cell viability of averaged (avrg) siCTRL#1‐ and #2‐transfected cells was set as 100%. Two‐tailed unpaired *t*‐test; ****P < 0.0001.HTop panel, analysis of clonogenic growth of HOP62 cells assessed 14 days after transfection with various siRNA duplexes as indicated. Bottom panel, images of HOP62 clones taken at the day of clonogenic growth assessment. Data are means of four independent experiments ± SEM. All values were normalized, and colony area of averaged (avrg) siCTRL#1‐ and #2‐transfected cells was set as 1. The Mann–Whitney *U*‐test; **P < 0.01.IAnalysis of viability of SNU410 pancreatic cancer cells assessed 168 h after transfection with independent non‐targeting siRNA (three different duplexes used, siCTRL#1, #2, or #3) or targeting *VPS4A* (duplexes #2, #4, or #5), *VPS4B* (duplexes #1 or #2), or both *VPS*4 (various combinations of siVPS4A+siVPS4B duplexes). Data are means of three independent experiments ± SEM. All values were normalized, cell viability of averaged (avrg) siCTRL#1‐, #2‐, and #3‐transfected cells was set as 100%. Two‐tailed unpaired *t*‐test; ****P < 0.0001.Data information: The exact *P*‐values can be found in the source data for this figure.Source data are available online for this figure.

To confirm the synthetic lethality between *VPS4A* and *VPS4B,* we wished to use a non‐engineered cancer cell line with low *VPS4B* expression. To identify such an *in vitro* model, we took advantage of datasets from the Dependency Map (DepMap) portal (https://depmap.org/portal/), updated in the course of revision of this manuscript. This portal systematically catalogs genetic vulnerabilities in human cancer models identified in genome‐scale CRISPR/Cas9 and RNAi screens performed within the Broad's Project Achilles (Broad Institute, USA), the Novartis's Project DRIVE (Novartis Institutes for Biomedical Research, Switzerland), and the Sanger's Project Score (Wellcome Sanger Institute, UK). According to DepMap, *VPS4A* and *VPS4B* are “strongly selective genes”; i.e., certain cell lines are vulnerable to the perturbed expression of these genes. Further genetic analyses revealed that cell lines that were the most vulnerable to VPS4A depletion had a decreased copy number of the *VPS4B* gene (Fig 2D). Among them, for our experiments we chose HOP62 and SNU410 cell lines (lung and pancreatic cancer, respectively). These cell lines had been tested in at least two independent screens consistently reaching low *VPS4A* dependency score (CERES or DEMETER2 lower than −0.5 where score of −1 corresponds to the median value of all common essential genes) and relatively high *VPS4B* dependency score (CERES or DEMETER2 higher than −0.5, score of 0 is equivalent to a gene that is not essential; Fig EV2C). We confirmed a decreased *VPS4B* copy number and low VPS4B protein abundance in both selected cell lines (Fig 2E and F). When expression of *VPS4A* was silenced, these lines exhibited significantly suppressed cell viability and in case of HOP62 also clonal growth (SNU410 cells were not clonogenic) (Fig 2G–I), thus providing an independent validation of the DepMap screening data.

Cumulatively, our data uncovered *VPS4A* and *VPS4B* are novel synthetic lethal interactors, whose mRNA and protein levels undergo independent regulation. The synthetic lethal phenotype demonstrated in various human CRC lines indicates that concomitant loss of *VPS4A* and *VPS4B* expression is deleterious for cells grown *in vitro* independent of their genetic background. Moreover, cancer cells with low expression of *VPS4B* are sensitized to depletion of VPS4A.

### VPS4A depletion inhibits growth of VPS4B‐deficient CRC cells *in vivo*

Synthetic lethality observed in *in vitro* settings (such as monolayer growth in cell culture) may occasionally be modified or even rescued in a more complex *in vivo* environment where tumor grows in a three‐dimensional space and interact with stroma (Ryan *et al*, 2018). So, we used a mouse xenograft model to reproduce the synthetic lethality between *VPS4A* and *VPS4B*. For this long‐term analysis, we generated a CRISPR/Cas9 engineered HCT116 line with knockout of *VPS4B* (HCT116 *VPS4B* ^−/−^). Sequence analysis of PCR products covering *VPS4B* revealed a frameshift mutation in exon 3 of two clones: 1C5 and 2B3 (Fig EV3A). Further IHC and immunoblotting analysis confirmed lack of VPS4B protein in both clones (Figs EV1C4, C5, and EV3A). In agreement with the data on RNAi‐mediated silencing of *VPS4B* (Fig 2A and B), neither growth rate *in vitro* nor *in vivo* (as xenografts in mice) was affected in HCT116 VPS4B^−/−^ clones in comparison with the parental HCT116 VPS4B^+/+^ line (Fig EV3B and C). Importantly, we could recapitulate the synthetic lethality between *VPS4A* and *VPS4B* in an *in vitro* assay upon transfection of HCT116 *VPS4B* ^−/−^ cells by siRNA targeting *VPS4A* (Fig EV3D).

**Figure EV3:**
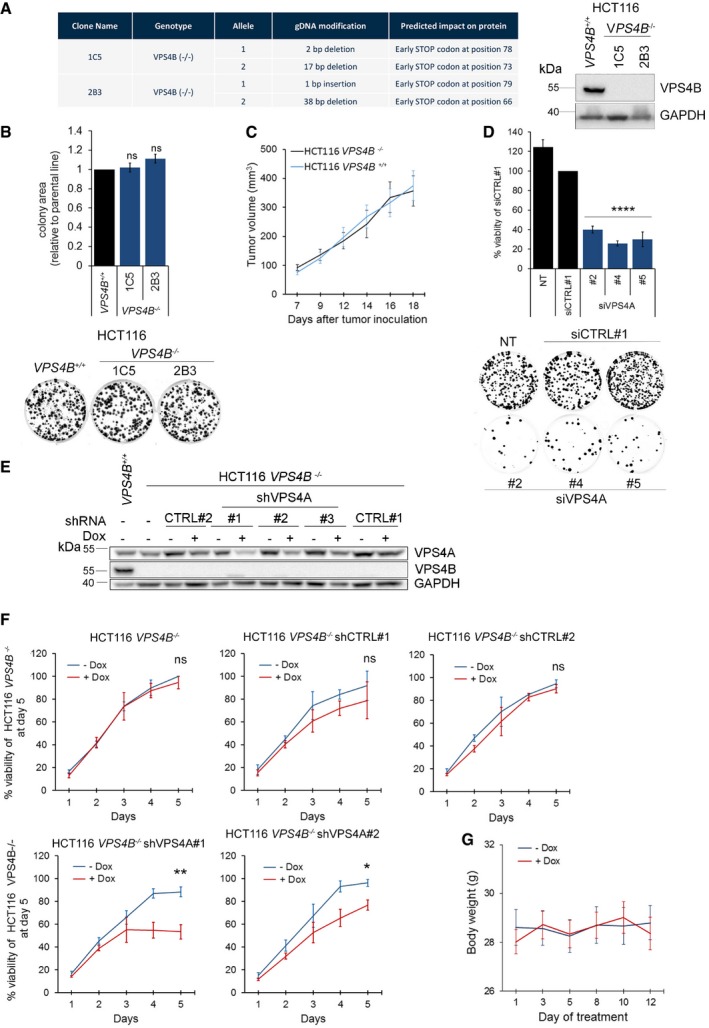
Characterization of HCT116 *VPS4B* ^−/−^ cell line and engineering of HCT116 VPS4B^−/−^ cells with doxycycline (Dox)‐inducible *VPS4A*‐targeting shRNA expression (HCT116 *VPS4B* ^−/−^ shVPS4A) for *in vivo* studies ALeft panel, PCR sequencing analysis verifying bi‐allelic *VPS4B* knockout in two CRISPR/Cas9 engineered clones derived from the HCT116 *VPS4B* ^+/+^ parental line. Right panel, immunoblotting analysis of VPS4B in cell lysates of these clones.BComparison of clonal growth of isogenic HCT116 lines: parental *VPS4B* ^+/+^ and *VPS4B* ^−/−^. Upper panel, analysis of colony area of parental HCT116 *VPS4B* ^+/+^ cells and *VPS4B* ^−/−^ clones assessed in the colony formation assay. Data are means of five independent experiments. Values were normalized to the colony area of parental HCT116 *VPS4B* ^+/+^ cells that was set as 1. Error bars are SEM. One‐sample *t*‐test; ns—non‐significant (*P* ≥ 0.05). Lower panel, representative images of clonal growth of parental and *VPS4B* ^−/−^ HCT116 cells that were used for the quantification presented on the top.CAnalysis of the tumor growth in mice bearing parental HCT116 *VPS4B* ^+/+^ or *VPS4B* ^−/−^ xenografts. *n* = 3 mice for each group, each mouse bearing two tumors, ± SEM.DConfirmation of cell death of HCT116 *VPS4B* ^−/−^ cells upon VPS4A depletion. Upper panel, viability of HCT116 *VPS4B* ^−/−^ assessed 72 h after siVPS4A transfection (three independent siVPS4A duplexes #2, #4, and #5 were used). Non‐transfected (NT) or siCTRL#1‐transfected cells served as viability controls. Data are means of four independent experiments. Values were normalized to the viability of siCTRL#1‐transfected cells that was set as 100%. Error bars are SEM. One‐sample *t*‐test; ****P < 0.0001. Lower panel, representative images of HCT116 *VPS4B* ^−/−^ clones grown for 15 days after siCTRL#1 or siVPS4A transfection. NT—non‐transfected cells.EImmunoblotting analysis of VPS4A abundance in lysates of HCT116 *VPS4B* ^−/−^ shVPS4A clones (#1 to #3, each bearing an independent *VPS4A‐*targeting shRNA construct). To induce shRNA expression, doxycycline (Dox) was administered to the cell culture medium (1 μg/ml) 3 days before cell lysis. Lysates of doxycycline‐treated and non‐treated HCT116 *VPS4B* ^−/−^ shCTRL clones (#1 and #2, each bearing an independent non‐targeting shRNA construct) were loaded as controls. Lysates from HCT116 *VPS4B* ^+/+^ cells were used to control VPS4A and VPS4B protein detection. GAPDH served as a loading control.FComparison of the growth rate of HCT116 *VPS4B* ^−/−^ line and its derivative clones bearing different shVPS4A (#1 and #2) or shCTRL (#1 and #2) constructs cultured in the presence (+Dox) or absence (−Dox) of doxycycline. Data are expressed as the percentage of the viability of HCT116 *VPS4B* ^−/−^ cultured in the absence of doxycycline at day 5 (set as 100%). Values are means of three independent experiments. Error bars are SEM. Two‐tailed unpaired *t*‐test; ns—non‐significant (*P* ≥ 0.05), *P < 0.05; **P < 0.01.GMonitoring of body weight of mice bearing engrafted HCT116 *VPS4B* ^−/−^ shVPS4A#1 cells. Day 1 indicates the first day of doxycycline administration (+Dox) to the drinking water of mice. Data represent the means of body weight of 9 mice used in each experimental condition. Error bars are SEM.Data information: The exact *P*‐values can be found in Appendix Table S3.

Next, we transduced HCT116 *VPS4B* ^−/−^ clone 2B3 by lentiviral constructs bearing doxycycline‐inducible shRNAs targeting *VPS4A* mRNA (HCT116 *VPS4B* ^−/−^ shVPS4A#1, #2, #3) or generated control cell lines using constructs bearing non‐targeting shRNA sequences (HCT116 *VPS4B* ^−/−^ shCTRL#1, #2). Of the three shVPS4A sequences tested, sequence #1 was the most efficient in decreasing VPS4A protein level upon doxycycline induction (Fig EV3E), thus leading to the synthetic lethality that limited viability of HCT116 *VPS4B* ^−/−^ cells *in vitro* (Fig EV3F). So, we selected HCT116 *VPS4B* ^−/−^ shVPS4A#1 cells (hereafter referred to as HCT116 *VPS4B* ^−/−^ shVPS4A) for further *in vivo* studies.

We decided to induce synthetic lethality in mice after tumors reached a certain size rather than at the time of xenotransplantation, since this approach better mimics a potential therapeutic intervention in patients with VPS4B‐deficient CRC tumors. So, we injected subcutaneously 5 × 10^6^ of HCT116 *VPS4B* ^−/−^ shVPS4A cells to immunocompromised NU/J mice. When tumors reached at least 150 mm^3^, we divided the animals into two groups in which one received doxycycline in drinking water to induce shRNA expression in the tumor cells (Fig 3A). Using this approach, we demonstrated that the induction of shVPS4A expression in xenografted HCT116 *VPS4B* ^−/−^ cells caused a significant retardation in tumor growth (Fig 3B). We also confirmed decreased VPS4A protein abundance in all but one xenograft samples derived from doxycycline‐fed mice (Fig 3C). We suspect that unchanged VPS4A protein level in this sample (#6) might result from a limited doxycycline availability for the growing xenograft (e.g., the mouse had drunk less water or the tumor was poorly vascularized). We further excluded a toxic effect of doxycycline alone on tumor growth or mouse metabolism because the body weight of all mice and the growth of xenografted HCT116 *VPS4B* ^−/−^ shCTRL#1 cells were similar in doxycycline‐treated and untreated animals (Figs 3D and EV3G).

**Figure 3:**
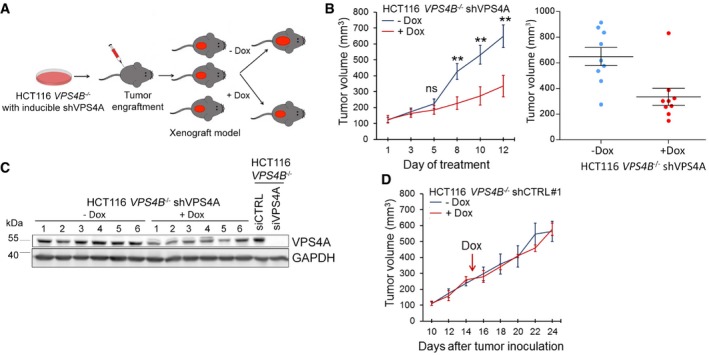
Synthetic lethality between *VPS4A* and *VPS4B* inhibits growth of CRC cells in a mouse xenograft model ASchematic illustration of xenograft experiments with HCT116 *VPS4B* ^−/−^ cells having doxycycline (Dox)‐inducible expression of shRNA targeting *VPS4A*.BLeft panel, growth of HCT116 *VPS4B* ^−/−^ shVPS4A cells as xenografts in mice in the presence or absence of doxycycline. Day 1 indicates the first day of doxycycline administration. *n* = 9 for each group, each mouse bearing one tumor, ± SEM. Two‐tailed unpaired *t*‐test; ns—non‐significant (*P* ≥ 0.05), **P < 0.01. Right panel, scatter plot representing end‐point volumes of single xenografts. Bars represent means ± SEM.CImmunoblotting analysis of VPS4A abundance in xenograft samples from untreated and doxycycline‐treated mice (6 separate xenograft samples for each group). Lysates of HCT116 *VPS4B* ^−/−^ cells transfected with control or *VPS4A‐*targeting siRNA marked VPS4A protein detection. GAPDH served as a loading control.DGrowth of HCT116 *VPS4B* ^−/−^ shCTRL#1 cells as xenografts in mice in the presence or absence of doxycycline. The arrow indicates the first day of doxycycline (Dox) administration. *n* = 2 mice for each group, each mouse bearing two tumors, ± SEM.The exact *P*‐values can be found in the source data for this figure.Source data are available online for this figure.

Thus, we confirmed that depleting VPS4A protein in CRC cells with compromised *VPS4B* expression inhibits tumor growth in mouse xenografts.

### Transcriptome of VPS4A+B‐depleted cells exhibits upregulated gene expression in inflammatory responses and programmed cell death pathways

We predicted that the lethal phenotype of VPS4A+B‐depleted cells might result from simultaneous perturbation of several ESCRT‐dependent processes. Among them, we analyzed endocytosis and cell cycle progression in HCT116 cells. In line with previous reports (Bishop & Woodman, 2000; Vietri *et al*, 2015; Mierzwa *et al*, 2017), we demonstrated that concomitant depletion of VPS4A+B perturbed the morphology (Fig EV4A) and function of the endocytic system (assayed by transferrin uptake, Fig EV4B) and caused G2/M cell cycle arrest due to impaired cytokinesis (Fig EV4C).

**Figure EV4:**
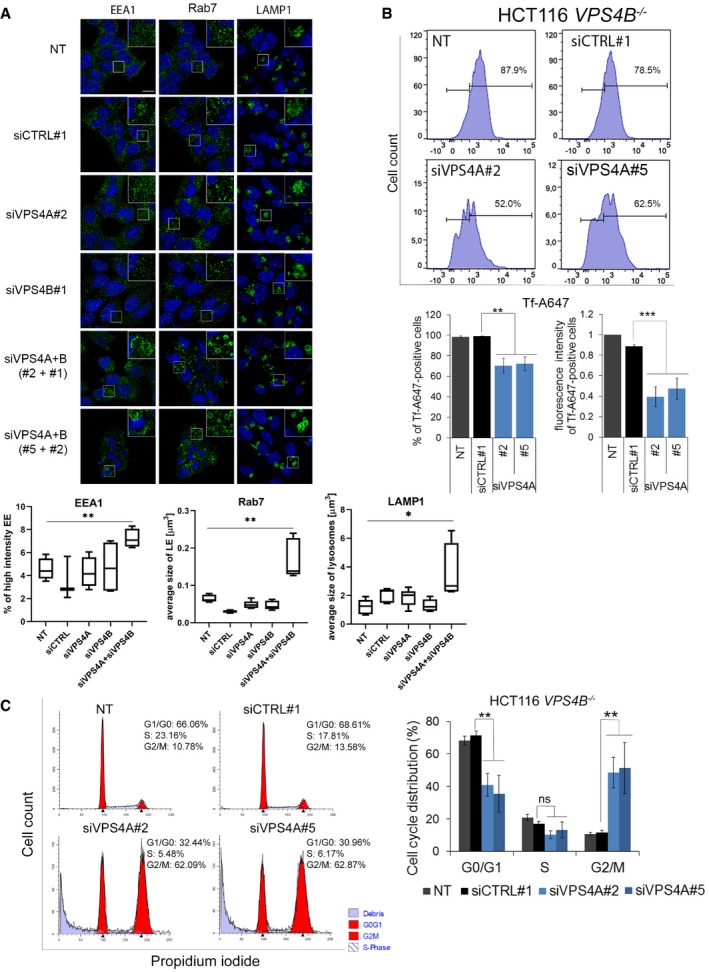
Inhibition of endocytosis and cell cycle progression upon simultaneous depletion of VPS4A and VPS4B AUpper panel, microscopy images of HCT116 cells collected 48 h after transfection with control (siCTRL#1) or *VPS4A‐* and/or *VPS4B*‐targeting siRNA (siVPS4A#2 or #5 and siVPS4B#1 or #2). EEA1, Rab7, and LAMP1 were used as markers of early endosomes (EE), late endosomes (LE), and lysosomes, respectively, and were visualized in green. Nuclei were stained with Hoechst 33342 (blue). NT—non‐transfected cells. Scale bar, 10 μm. Lower panel, quantified fluorescence signals from microscopy images. The boxes denote the 25^th^ to 75^th^ percentile range, the center lines mark the 50^th^ percentile (median) and the whiskers reflect the largest and smallest observed values in at least four z‐stacks from three independent experiments. The Welch *t*‐test (for EEA1 and Rab7) and the Mann–Whitney *U*‐test (for LAMP1); *P < 0.05; **P < 0.01.BUpper panel, example of flow cytometry analysis of AlexaFluor 647‐labeled transferrin (Tf‐A647) uptake by non‐transfected (NT) or siRNA (siCTRL#1 and siVPS4A#2 or #5) transfected HCT116 *VPS4B* ^−/−^ cells. Lower panel presents the percentage and mean fluorescence intensity of Tf‐A647‐positive cells. Data are means of four independent experiments ± SEM. Fluorescence intensity of non‐transfected Tf‐A647‐treated cells was set as 1. Statistical significance was assessed using the Mann–Whitney *U*‐test and *t*‐test. **P < 0.01; ***P < 0.001.CLeft panel, example of flow cytometry analysis of cell cycle phase distribution in HCT116 *VPS4B* ^−/−^ cells 72 h after transfection with control (siCTRL#1) or *VPS4A*‐targeting siRNA (siVPS4A#2 and #5). NT—non‐transfected. Graphs were generated using the ModFit program. Right panel, analysis of cell cycle phase distribution in HCT116 *VPS4B* ^−/−^ cells transfected with siRNA as indicated. Data are means of four independent experiments ± SEM. Statistical significance was assessed using the Mann–Whitney *U*‐test. ns—non‐significant (*P* ≥ 0.05); **P < 0.01.Data information: The exact *P*‐values can be found in Appendix Table S3.

To investigate any further mechanistic consequences of VPS4 depletion on cellular homeostasis, we performed RNA sequencing (RNA‐Seq) in HCT116 cells. 

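RNA from HCT116 cells was amplified with a panel of primers for human transcripts (Ion AmpliSeq Transcriptome) and sequenced on an Ion Proton instrument. The authors aligned the reads to the panel's transcripts with the Torrent Mapping Alignment Program, counted them with HTSeq-count and deposited, for 38 libraries, the share of each library's reads that fell on each of 12627 genes. The shares of a library sum to 1. Every low value was a whole multiple of the library's smallest step, which is 1 read, so the number of reads per gene was recovered from the shares. The total over the listed genes ranged from 669257 to 11035293 reads per library, with a median of 7560610. The lowest total belongs to the library labelled siVPS4A#1 replicate 2, and the other 37 libraries held at least 5090666 reads. Median totals per condition lay between 6494188 for siVPS4A+B#2 and 8279948 for NT. At the depths of those 37 libraries, a gene with 3 reads, taken as the floor, stands at most at 0.589 reads per 1000000, and such floors and intervals cover counting error only. The genes are listed by RefSeq identifiers of messenger RNAs. A symbol was found for 12474 of them in the RefSeq table and for 9 more in the paper's datasets, while 144 had none. Reads were scaled to reads per 1000000 with edgeR's TMM factors, which ranged from 0.868 to 1.106, and log2 values were taken after adding 1. Differences between conditions were tested on these values by limma with an intensity trend, with the replicate number as a block and with Benjamini-Hochberg adjustment over the 12627 genes. Libraries that share a replicate number shared part of their residual profile, with a mean Pearson r across genes of 0.143 over 145 pairs against -0.041 over 496 pairs with different numbers. This came from replicates 1 and 3 (0.255 and 0.265, 36 pairs each), while replicates 2 and 4 showed little of it (0.04 and 0.01, 36 pairs each). Genes are not independent replicates, and the correlations are given for comparison only.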

We used two independent siRNA sequences per target to silence *VPS4* paralogs individually or in combination, compared to non‐transfected cells and cells transfected with non‐targeting siRNA (siCTRL#1). 

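The libraries comprised 4 of NT cells, 5 of cells transfected with siCTRL#1, 4 with siCTRL#2, 5 with siVPS4A#1, and 4 each with siVPS4A#2, siVPS4B#1, siVPS4B#2, siVPS4A+B#1 and siVPS4A+B#2. On principal components of variance-stabilized expression, the 3 components that explained most variance took 44.9%, 16.7% and 8.81%. Along the first component the siVPS4A+B#1 libraries averaged 17.9 ± 3.73 (SD, n = 4) and the siVPS4A+B#2 libraries 21.8 ± 2.09 (SD, n = 4). The siVPS4A#1 libraries averaged 11.1 ± 8.82 (SD, n = 5), and the siVPS4A#2 libraries averaged -12.7 ± 0.333 (SD, n = 4). Silencing with siVPS4B#1 and siVPS4B#2 placed the libraries at 0.989 ± 1.41 (SD, n = 4) and -6.28 ± 1.21 (SD, n = 4). The profile of the library labelled siVPS4A#1 replicate 2 relative to the mean of the other 37 libraries had a Pearson r of -0.094 across 7342 genes with the mean of the other siVPS4A#1 libraries, and of 0.722 with the mean of siVPS4A+B#1. The other siVPS4A#1 libraries had an r of at least 0.619 with their own condition. That library is kept under its label throughout, and values drawn from siVPS4A#1 include it unless stated.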

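Each on-target condition was compared with NT and with siCTRL#1 over all 12627 genes, and a gene was called changed in a comparison at a fold change of at least 1.5 and an adjusted p under 0.05. With siVPS4A+B#1, 1605 genes were higher and 1486 lower than in NT cells, and 1341 were higher and 1201 lower than in siCTRL#1-transfected cells. With siVPS4A+B#2 the numbers were 1687 and 1821 against NT, and 1672 and 1862 against siCTRL#1. For siVPS4B#1, 2660 genes changed against NT and 1444 against siCTRL#1. For siVPS4B#2, 1738 and 706 genes changed. The 2 duplexes against VPS4A differed more, with 2759 and 2433 changed genes for siVPS4A#1 and with 803 and 9 for siVPS4A#2. The count for siVPS4A#1 against siCTRL#1 was 2781 without the library labelled siVPS4A#1 replicate 2, an alternative chosen after seeing the data. The controls themselves differed in 926 genes, of which 478 were higher after siCTRL#1 transfection. The count between the controls moved most with limma's treat, which tests for a fold change beyond 1.5 and left 23 genes.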

In our data analysis, we focused on genes whose expression was above 1.5‐fold and adjusted *P*‐value < 0.05 in all comparisons of two on‐target siRNAs with two control conditions (Appendix Fig S1A). 

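Combined silencing upregulated 503 genes in all 4 comparisons of siVPS4A+B#1 and siVPS4A+B#2 with NT and siCTRL#1 (limma with Benjamini-Hochberg adjustment), and 519 genes passed the same fold change at an unadjusted p under 0.05. Against both controls, siVPS4A+B#1 upregulated 918 genes and siVPS4A+B#2 upregulated 1048, and 76.2 genes would be shared if the lists were independent. The median over the 503 genes of the mean log2 fold change was 1.14, with a range from 0.64 to 5.28. Of the 503 genes, 479 belong to the 585 genes of Dataset EV1. In proportion, the count depended most on how the fold change was tested, with 95 genes when limma's treat required a fold change significantly above 1.5. With the duplexes averaged it rose to 1252. The 5 genes with the largest mean log2 fold change were BIRC3, CXCL8, CPA4, HMOX1 and TNFRSF9. CPA4 (NM_016352) rose by a mean log2 fold change of 5.06 (range 4.67 to 5.45), HMOX1 (NM_002133) by 4.77 (range 2.69 to 6.84) and TNFRSF9 (NM_001561) by 4.65 (range 4.20 to 5.10). The largest limma adjusted p of these 3 genes over the 4 comparisons was 1.34e-06, for TNFRSF9. All 8 libraries of combined silencing had more reads per 1000000 of each of the 3 genes than any NT or siCTRL#1 library. The same rule in the other direction gave 442 downregulated genes. Apart from VPS4A and VPS4B, the 3 that fell most were the histone genes H4C8, H2BC14 and H4C4, with mean log2 fold changes of -2.67, -2.62 and -2.31.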

We observed the strongest changes in gene expression exerted by combined silencing of *VPS4A+B* that induced transcription of 587 genes (Appendix Fig S1A, Dataset EV1). Knockdown of VPS4B alone upregulated expression of 58 genes (Appendix Fig S1A, Dataset EV2), while silencing of *VPS4A* did not induce any gene transcription (Appendix Fig S1A). These data correlate well with unchanged growth properties of cells with single depletion of one paralog (Fig 2A and B).

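Under the same rule, silencing of VPS4B upregulated 48 genes in all 4 comparisons, or 61 at an unadjusted p under 0.05, and 45 of the 48 are among the 58 genes of Dataset EV2. Against both controls, siVPS4B#1 upregulated 411 genes and siVPS4B#2 upregulated 138. The median over the 48 genes of the mean log2 fold change was 1.05, and the largest was 1.81. CASTOR1 (NM_001037666) had a mean log2 fold change of 1.81 (range 1.00 to 2.62, largest limma adjusted p = 0.000415) and was above all control libraries in 8 of 8 libraries. KRTAP2-3 (NM_001165252) followed with 1.81 (range 1.09 to 2.52, 0.0471) in 6 of 8 libraries, and ENPP5, CLIC3 and C1QTNF6 had means of 1.58, 1.58 and 1.50. KRTAP2-3 was no longer past the threshold in all 4 comparisons with DESeq2 in place of limma. VPS4B silencing downregulated 60 genes, among them VPS4B itself, H4C8, ASNS, PCK2 and RBBP8. For VPS4A, no gene was upregulated in all 4 comparisons, and the count at an unadjusted p under 0.05 was also 0. The 2 duplexes contributed unequally, since siVPS4A#1 upregulated 503 genes against both controls and siVPS4A#2 upregulated 0 (2 at an unadjusted p under 0.05). Without the library labelled siVPS4A#1 replicate 2, an alternative chosen after seeing the data, siVPS4A#1 upregulated 723 genes against both controls, and the number upregulated in all 4 comparisons was again 0. VPS4A was the gene downregulated in all 4 comparisons, with a mean log2 fold change of -5.18.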

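Directly compared with each other, the duplexes of a target also differed. Between siVPS4A#1 and siVPS4A#2, 2558 genes changed at a fold change of at least 1.5 and an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). Between siVPS4B#1 and siVPS4B#2 the count was 1682, and between siVPS4A+B#1 and siVPS4A+B#2 it was 1997. A median absolute log2 fold change over all genes of 0.12 separated siVPS4A#2 from siCTRL#1, against 0.28 for siVPS4A#1, 0.23 for siVPS4B#1, 0.20 for siVPS4B#2, 0.29 for siVPS4A+B#1 and 0.35 for siVPS4A+B#2. The paper observes the strongest changes after combined silencing, with its count of induced genes, and it relates the small number of changes after single depletion to the unchanged growth of those cells.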

To analyze the transcriptomic effects of simultaneous depletion of VPS4A+B, we first performed gene ontology (GO) analysis of biological processes taking into account the 587 upregulated genes after combined silencing of *VPS4A+B*. Our data revealed that among the top 15 gene signatures were inflammatory response (GO:0006954) (*P* < 0.0001) and positive regulation of programmed cell death (GO:0043068) (*P* = 0.0029) (Fig 4A). 

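The members of both terms were taken from Dataset EV3, and 350 genes annotated to the inflammatory response and 468 annotated to positive regulation of programmed cell death are among the 12627 genes tested, which served as background. Of the 503 genes upregulated by combined silencing, 50 belong to the inflammatory response, or 9.94% against 2.77% of the background. With 13.9 members expected, the odds ratio was 4.35 (one-sided Fisher's exact test, p = 2.27e-15). Positive regulation of programmed cell death holds 38 of the upregulated genes, or 7.55% against 3.71%, where 18.6 were expected (odds ratio 2.22, one-sided Fisher's exact test, p = 2.41e-05). Only these 2 terms were tested, so no rank among all terms is given. The odds ratio of the inflammatory response moved most, to 3.38, when the 585 genes of Dataset EV1 replaced the genes called here. Among the 48 genes upregulated by VPS4B silencing, 1 belongs to the inflammatory response and 2 to positive regulation of programmed cell death, against 1.33 and 1.78 expected (one-sided Fisher's exact test, p = 0.741 and 0.536). Among the 442 genes downregulated by combined silencing there were 8 and 11 members (Fisher's exact test, p = 0.927 and 0.941).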

In parallel, we performed gene set enrichment analysis (GSEA) for genes expressed in individual comparisons of combined VPS4A+B depletion versus control conditions. 

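Gene set enrichment for the members of both terms in Dataset EV3, with all genes ranked by log2 fold change (fgsea), gave normalized enrichment scores for the inflammatory response of 2.16 for siVPS4A+B#1 against NT, 2.15 for siVPS4A+B#1 against siCTRL#1, 2.00 for siVPS4A+B#2 against NT and 1.90 for siVPS4A+B#2 against siCTRL#1. The scores for positive regulation of programmed cell death in the same order were 1.64, 1.43, 1.78 and 1.41. The Benjamini-Hochberg adjusted p over these 8 tests was at most 2.35e-09 for the first term and at most 0.000485 for the second. These p-values come from permuting genes. Limma's camera sets the members against all other genes and was run with its default correlation between genes, not one estimated from the libraries. Its adjusted p for the inflammatory response was 0.011, 0.0439, 0.0626 and 0.167 in the same order. For positive regulation of programmed cell death it was 0.112, 0.247, 0.112 and 0.247. The mean log2 fold change of the 350 inflammatory response genes was 0.30, 0.23, 0.23 and 0.16, and that of the 468 cell death genes was 0.15, 0.09, 0.14 and 0.08. The lowest score of the first term moved most, to 1.60, when genes were ranked by the test statistic, and that of the second moved most, to 1.23, with library size in place of the TMM factors, an alternative chosen for these scores after seeing the data. Members changed in both directions. Of the inflammatory response genes, 98, 83, 77 and 77 were upregulated in the 4 comparisons in the same order, and 40, 38, 43 and 54 downregulated. The median over the members of the first term of the mean log2 fold change over the 4 comparisons was 0.09, and it was -0.03 when library size replaced the TMM factors, a scaling that moved the median of all genes in these comparisons by between -0.15 and -0.06.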

Consistently with the annotations found in GO analysis of biological process, GSEA revealed the presence of inflammatory responses and positive regulation of programmed cell death signatures in each comparison of on‐target siRNAs versus control condition (Appendix Fig S1B, for the Normalized Enrichment Score (NES) and False Discovery Rate (FDR) values refer to Appendix Table S1). 

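Hierarchical clustering was run on the 34 libraries of the 8 conditions other than siCTRL#2, with DESeq2's variance-stabilized expression, Euclidean distance and complete linkage. On the 350 inflammatory response genes, the smallest branch with all 8 siVPS4A+B libraries held those 8 libraries and no other. On the 468 genes of positive regulation of programmed cell death, that branch held 9 libraries, and the ninth was the library labelled siVPS4A#1 replicate 2. Without this library, an alternative chosen after seeing the data, the branch held 8. The branch for the second term moved most when log2 reads per 1000000 replaced the variance-stabilized values, where the smallest branch with the 8 siVPS4A+B libraries took in all 34.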

Hierarchical clustering of all samples on a set of genes linked to the inflammatory response and the cell death signature demonstrated that the branch of VPS4A+B‐depleted samples was clearly distinct from the remaining samples (Fig 4B, Dataset EV3). The inflammatory response heatmap contained a distinct cluster of genes encoding several cytokines, such as *CXCL2, CXCL8, IL18,* and NF‐κB signaling components, like *NFKBIA, TNFAIP3*, and *BIRC3* whose expression was strongly upregulated after combined VPS4A+B depletion (Fig 4B). 

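All 6 genes were upregulated in all 4 comparisons of combined silencing. CXCL8 (NM_000584, chromosome 4 of GRCh37, 74606236 to 74609433) had 2.12 ± 1.63 (SD, n = 4) TMM-normalized reads per 1000000 in NT cells and 3.32 ± 0.264 (SD, n = 5) in siCTRL#1-transfected cells. It rose to 246 ± 90.2 (SD, n = 4) with siVPS4A+B#1 and to 89.2 ± 21.6 (SD, n = 4) with siVPS4A+B#2. Its log2 fold change averaged 5.25 over the 4 comparisons (range 4.17 to 6.34, largest limma adjusted p = 6.7e-06). BIRC3 (NM_182962, chromosome 11, 102188215 to 102210134) had 3.28 ± 0.81 (SD, n = 4) and 8.83 ± 1.17 (SD, n = 5) reads per 1000000 in the controls, and 274 ± 92.4 (SD, n = 4) and 265 ± 40 (SD, n = 4) after combined silencing. Its mean log2 fold change was 5.28 (range 4.60 to 5.97, largest limma adjusted p = 5.55e-08). CXCL2 (NM_002089, chromosome 4, 74962757 to 74964913) rose from 1.05 ± 0.317 (SD, n = 4) and 1.5 ± 0.668 (SD, n = 5) to 8.45 ± 2.64 (SD, n = 4) and 7.77 ± 1.58 (SD, n = 4), a mean log2 fold change of 1.97 on log2 values after adding 1. NFKBIA (NM_020529) had a mean log2 fold change of 1.87 (range 1.77 to 1.97), TNFAIP3 (NM_006290) of 1.63 (range 0.99 to 2.27) and IL18 (NM_001562) of 1.55 (range 1.10 to 2.00), with a largest limma adjusted p of 3.82e-06, 0.0185 and 0.000229. Each of the 6 genes was above every NT and siCTRL#1 library in 8 of 8 libraries of combined silencing, except TNFAIP3, in 7 of 8. TNFAIP3 was not past the threshold in all 4 comparisons when replicate 1, 3 or 4 was left out. None of the 6 was upregulated in all 4 comparisons of VPS4B or of VPS4A silencing. For VPS4A this could hardly be otherwise, since siVPS4A#2 upregulated 0 genes against both controls. The siVPS4A#1 values include the library labelled siVPS4A#1 replicate 2, with 304 reads per 1000000 of CXCL8 and 274 of BIRC3, where the highest of the other siVPS4A#1 libraries had 4.43 and 10.9. A single CXCL8 value in NT cells (4.55) and another with siVPS4A+B#2 (56.9) lay apart from the other replicates.

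**Figure D2:**
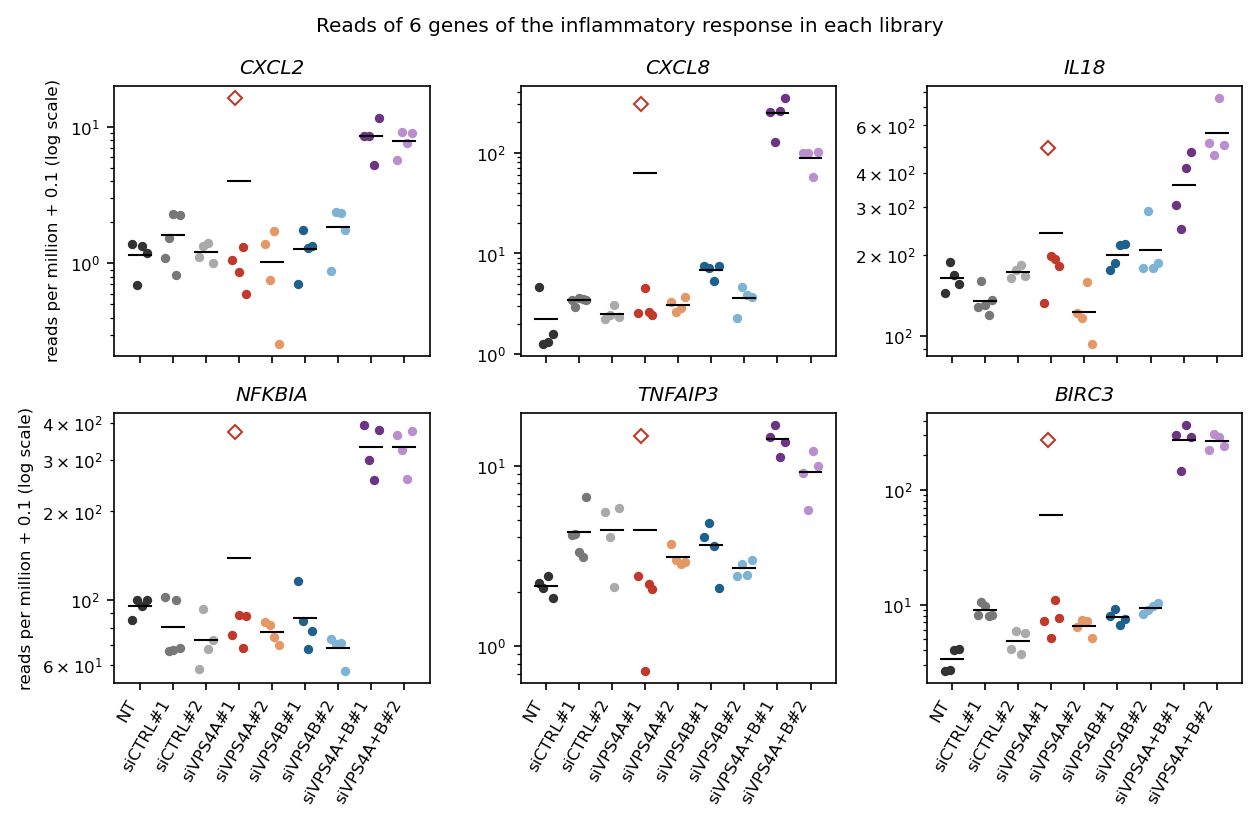
TMM-normalized reads per 1000000 of the 6 genes in each library, plus 0.1, on log axes, by siRNA condition. Points are libraries, horizontal lines are means over n = 4 or 5, and the open diamond is the library labelled siVPS4A#1 replicate 2, which lies among the libraries of combined silencing or above them for all 6 genes.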

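BAK1 (NM_001188, chromosome 6 of GRCh37, 33540324 to 33548070) had 25.8 ± 4.46 (SD, n = 4) reads per 1000000 in NT cells and 37.6 ± 7.18 (SD, n = 5) in siCTRL#1-transfected cells, against 76.6 ± 14.5 (SD, n = 4) with siVPS4A+B#1 and 98.6 ± 16.4 (SD, n = 4) with siVPS4A+B#2. Its log2 fold change averaged 1.45 over the 4 comparisons (range 1.00 to 1.89, largest limma adjusted p = 5.07e-06). BIK (NM_001197, chromosome 22, 43506756 to 43525718) rose from 18 ± 3.64 (SD, n = 4) and 20.5 ± 5.25 (SD, n = 5) reads per 1000000 to 38.6 ± 4.74 (SD, n = 4) and 56.4 ± 14.2 (SD, n = 4), with a mean log2 fold change of 1.29 (largest limma adjusted p = 0.000206). BCL2L11 (NM_138621, chromosome 2, 111876955 to 111926021) rose from 15.4 ± 1.46 (SD, n = 4) and 20.2 ± 3.04 (SD, n = 5) to 33.4 ± 7.01 (SD, n = 4) and 35.4 ± 8.09 (SD, n = 4), with a mean log2 fold change of 0.93 (largest limma adjusted p = 0.000234). BAK1 and BIK were above every library of both controls in 8 of 8 libraries, and BCL2L11 in 7 of 8. BCL2L11 was not past the threshold in all 4 comparisons when library size replaced the TMM factors. These genes also responded to single duplexes. BAK1 was upregulated in 3 of the 4 comparisons of VPS4B silencing and in 3 of the 4 comparisons of VPS4A silencing, where its mean log2 fold changes were 0.73 and 0.98. BIK was upregulated in 2 of the 4 comparisons of VPS4A silencing, with 46.8 ± 10.6 (SD, n = 5) reads per 1000000 after siVPS4A#1 transfection and 18.5 ± 1.87 (SD, n = 4) after siVPS4A#2 transfection.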

Consistent with the cell death signature, we found increased transcription of *BAK1, BIK*, and *BCL2L11* after combined VPS4A+B knockdown (Fig 4B).

**Figure 4:**
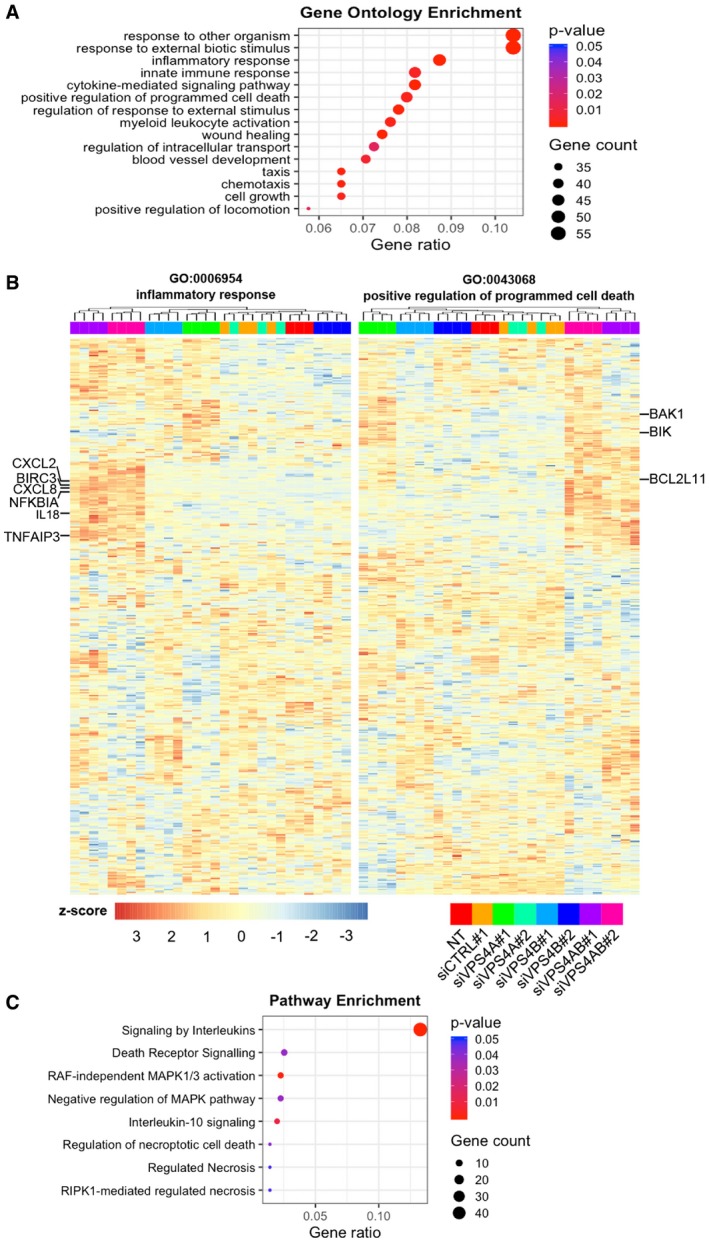
Combined knockdown of VPS4 proteins in HCT116 cells induces alterations in the transcriptome AGene ontology (GO) analysis of biological processes for transcriptionally upregulated genes (≥ 1.5‐fold; adjusted *P*‐value < 0.05) after combined *VPS4A+B* silencing using the enrichGO function from clusterProfiler.BHeatmap visualizing expression of genes related to inflammatory response (left panel) and positive regulation of cell death (right panel) generated from the GO analysis of biological processes across different transfection conditions with at least three biological replicates.CSelected pathways related to inflammatory response and programmed cell death among transcriptionally upregulated genes after combined *VPS4A+B* silencing were identified using the enrichPathway function from ReactomePA.

In order to determine the signaling pathways associated with inflammatory and cell death signatures after combined *VPS4A+B* silencing, we conducted a pathway network analysis using the Reactome Database. As shown in Fig 4C, our analysis of differentially expressed genes indicated an enrichment of annotations related to signaling of interleukins and death receptors, as well as regulation of necroptosis.

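The pathway database was not used here. Of 17 genes of RIPK1 signaling and death receptors, 15 are among the genes with values. Combined silencing upregulated 4 of the 15 in all 4 comparisons, namely BIRC2, BIRC3, CFLAR and TNFRSF10A, also when p was adjusted over the 15 genes alone, and downregulated 0. BIRC2 (NM_001166) had a mean log2 fold change of 1.15 (range 0.82 to 1.48, largest limma adjusted p = 0.0263), CFLAR (NM_003879) of 0.90 (range 0.86 to 0.93, 0.0016) and TNFRSF10A (NM_003844) of 0.92 (range 0.89 to 0.94, 3.83e-06). Each of these 3 genes was above all control libraries in 8 of 8 libraries. The median over the 15 genes of the mean log2 fold change was 0.60, above that of all 10000 random lists of the same size. Neither VPS4B nor VPS4A silencing upregulated any of the 15 genes in all 4 comparisons. For VPS4A this could hardly be otherwise, since siVPS4A#2 upregulated 0 genes against both controls. The median was 0.14 after VPS4B silencing and 0.22 after VPS4A silencing, above 93.9% and 99.9% of the random lists. Against NT and siCTRL#1 it was 0.385 and 0.388 with siVPS4A#1, all libraries included, and 0.041 and -0.055 with siVPS4A#2. The list is thus not raised by combined silencing alone.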

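Whether combined silencing did more than the sum of single silencing with the same duplexes was tested as an interaction, with siVPS4A#2 and siVPS4B#1 for siVPS4A+B#1 and with siVPS4A#1 and siVPS4B#2 for siVPS4A+B#2, all against siCTRL#1. The interaction was positive, with a fold change of at least 1.5 and an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), for 257 genes with siVPS4A+B#1 and for 732 genes with siVPS4A+B#2, and for 107 genes with both. It was negative with both for 30 genes. Of the 503 genes upregulated by combined silencing, 73 were among the 107, and 387 had a positive estimate with both duplex pairs. These genes were chosen as high with both pairs against siCTRL#1, which also enters both estimates. The choice favours a positive sign, so the count of 387 decides nothing by itself. For BIRC3 the interaction was 5.45 on the log2 scale with siVPS4A+B#1 (limma adjusted p = 0.000146) and 3.90 with siVPS4A+B#2 (0.000718). For CXCL8 it was 5.20 (0.00205) and 3.21 (0.0233), for NFKBIA 2.04 (0.00205) and 1.81 (0.00144), and for TNFAIP3 2.04 (0.0153) and 1.86 (0.00869). CXCL2 passed with siVPS4A+B#1 alone (2.57, 0.00734, and 1.46, 0.0743), as did BIK (1.00, 0.0482, and 0.18, 0.738), and IL18 passed with neither (1.00, 0.0856, and 0.75, 0.108). For BAK1 the interaction was -0.01 (0.987) and 0.002 (0.997), and for BCL2L11 0.47 (0.271) and 0.49 (0.116). In proportion, the count of 107 moved most with limma's treat, which left 2 genes. The siVPS4A+B#2 estimates rest on siVPS4A#1, and the spread behind every p-value includes the library labelled siVPS4A#1 replicate 2. Without it, an alternative chosen after seeing the data, 315 genes had a positive and 152 a negative interaction with both. CXCL2 (2.48 and 2.09) and IL18 (0.94, limma adjusted p = 0.00647, and 1.05, 0.000778) then passed with both, while BIK still did not with siVPS4A+B#2 (0.02, 0.963). Of the upregulated genes, 20 were upregulated both by combined silencing and by VPS4B silencing alone.

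**Figure D3:**
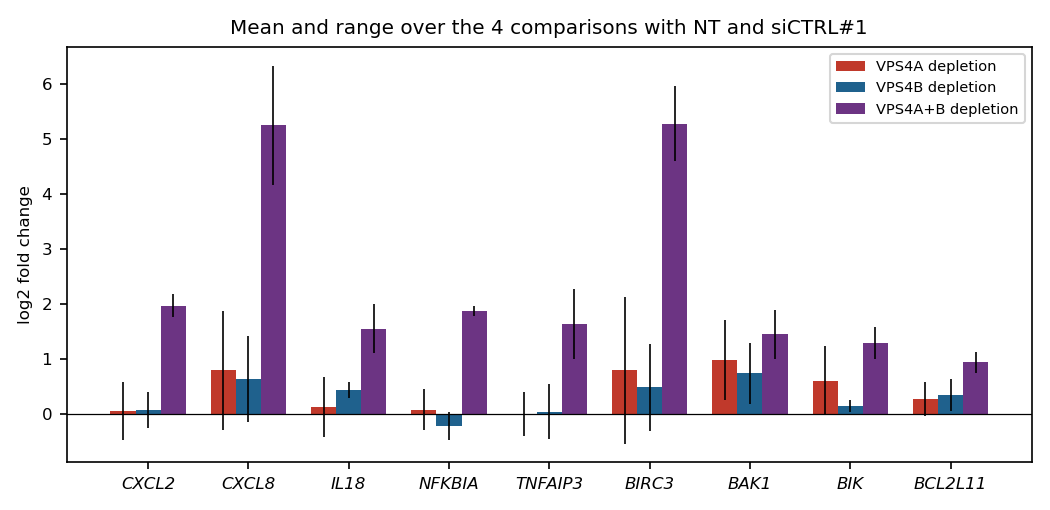
Mean log2 fold change (log2 of reads per 1000000 after adding 1) of 9 genes over the 4 comparisons with NT and siCTRL#1, for VPS4A, VPS4B and VPS4A+B depletion. Bars start at 0 and lines span the lowest and highest of the 4 comparisons, which for CXCL8 after VPS4A+B depletion run from 4.17 to 6.34. The VPS4A bars include the library labelled siVPS4A#1 replicate 2.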

Collectively, VPS4A+B knockdown profoundly affects gene expression patterns, predominantly linked to the induction of inflammatory response and programmed cell death, in contrast to single depletion of VPS4 proteins that had little or no effects on transcription. In‐depth data interrogation suggests apoptosis initiated via death domain‐containing receptors and necroptosis as putative mechanisms responsible for cell death.

### VPS4A+B depletion induces diverse cell death execution programs

To further dissect which cell death pathway(s) contributed to the *VPS4A+B* synthetic lethal phenotype, we performed immunoblotting analysis of unprocessed and cleaved forms of caspases, as hallmarks of apoptotic cell death. We observed that silencing of *VPS4A* expression in HCT116 *VPS4B* ^−/−^ cells caused cleavage of caspase 8 and caspase 9, two initiator enzymes of extrinsic and intrinsic branches of apoptosis, respectively. Activation of these caspases led to the cleavage of caspases 3 and 7 (executioner enzymes common for both branches) and their downstream substrate PARP‐1 (Fig 5A and B). We also confirmed apoptotic cell death in mouse xenografts having both VPS4 proteins simultaneously depleted (Fig 5C). However, inhibition of caspase activity by 20 μM Q‐VD‐Oph (a pan‐caspase inhibitor) only partially improved the viability of VPS4A+B‐depleted cells *in vitro* (Fig 5D). We verified that this inhibitor concentration efficiently blocked activation of caspases 3 and 7 in HCT116 cells (Appendix Fig S2A). This suggested that a caspase‐independent cell death program could operate in parallel to caspase‐mediated apoptosis.

**Figure 5:**
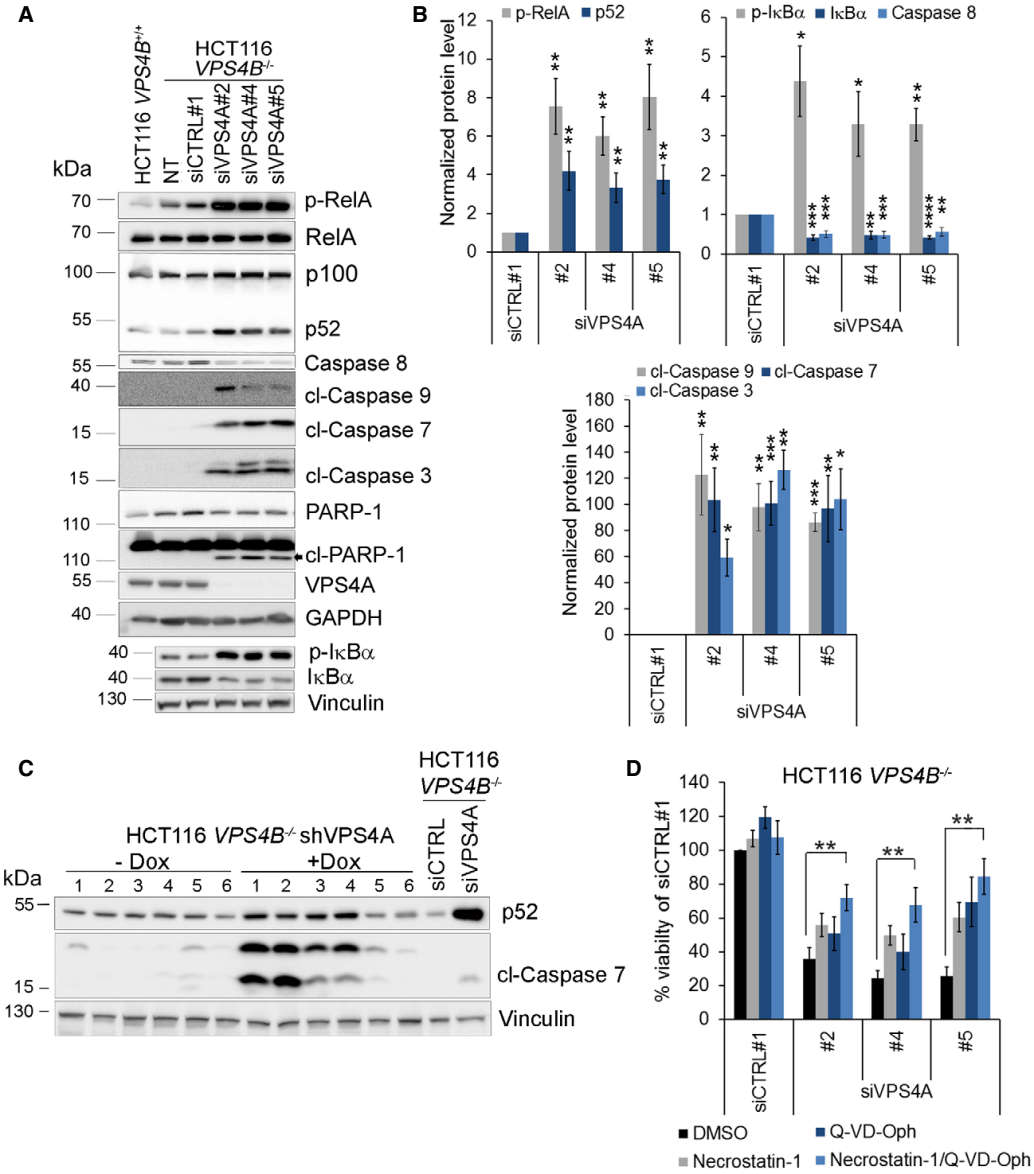
Combined VPS4A+B depletion induces NF‐κB signaling and caspase‐dependent and caspase‐independent cell death pathways AImmunoblotting analysis of the canonical and noncanonical branches of the NF‐κB pathway and mediators of caspase‐dependent cell death. Lysates of HCT116 *VPS4B* ^−/−^ cells were collected 66 h after transfection with siRNA (siCTRL#1 or different siVPS4A duplexes: #2, #4, or #5). Lysates of HCT116 *VPS4B* ^+/+^ and non‐transfected HCT116 *VPS4B* ^−/−^ cells were used to monitor the basal pathway activity. Representative blot from 10 experiments is shown. NT—non‐transfected; p‐RelA—phospho‐RelA; p‐IκBα—phospho‐IκBα; cl—cleaved caspases or PARP‐1. GAPDH or vinculin served as loading controls.BDensitometry analysis of the abundance of the indicated proteins based on immunoblot images as shown in (A). Data are means of 10 (phospho‐Rel and cleaved caspase 7), nine (p52, caspase 8 and cleaved caspase 9), seven (phosphorylated and total IκB), or five (cleaved caspase 3) independent experiments. Error bars are SEM. Statistical significance was assessed using the following tests: one‐sample *t*‐test (caspase 8, cleaved caspases 9, 7, and 3, total and phospho‐IκBα) or Wilcoxon signed rank test (phospho‐RelA and p52); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.CImmunoblot showing induction of the NF‐κB pathway (p52) and apoptosis (cleaved caspase 7) in xenograft samples described in Fig 3C. cl—cleaved caspase. Vinculin was used as a loading control.DAnalysis of the impact of RIPK1 inhibitor (necrostatin‐1) or pan‐caspase inhibitor (Q‐VD‐Oph) on cell viability of HCT116 *VPS4B* ^−/−^ cells transfected with siRNA (non‐targeting siCTRL#1 or different siVPS4A duplexes: #2, #4, or #5). Cell viability was assessed 72 h after siRNA transfection. Necrostatin‐1 (50 μM), Q‐VP‐Oph (20 μM), or vehicle were added to the medium 48 h before viability assessment. Data are means of five independent experiments ± SEM. All values were normalized, and viability of siCTRL‐transfected and vehicle‐treated cells was set as 100%. Two‐tailed unpaired *t*‐test; **P < 0.01.Data information: The exact p‐values can be found in the source data for this figure.Source data are available online for this figure.

In line with these observations, the RIPK1‐regulated cell death pathway showed transcriptional upregulation in VPS4A+B‐depleted cells (Fig 4C). However, classical RIPK1‐ and RIPK3‐dependent necroptosis (the second, after apoptosis, most common type of programmed cell death) appears unlikely to operate in HCT116 cells as they do not express RIPK3 (Koo *et al*, 2015; Moriwaki *et al*, 2015), a key enzyme in the necroptosis pathway. However, HCT116 cells possess RIPK1 (Moriwaki *et al*, 2015). 

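RIPK1 mRNA itself (NM_003804, chromosome 6 of GRCh37, 3064058 to 3115421) did not rise. It had 34.8 ± 3.64 (SD, n = 4) reads per 1000000 in NT cells, 32 ± 4.63 (SD, n = 5) with siCTRL#1, 32.6 ± 1.92 (SD, n = 4) with siVPS4A+B#1 and 35.5 ± 2.63 (SD, n = 4) with siVPS4A+B#2. The mean log2 fold change after combined silencing was 0.04 (range -0.09 to 0.16, smallest limma adjusted p over the 4 comparisons = 0.352), and its direction changed to -0.02 with upper-quartile scaling and to -0.09 with library-size scaling. Both scalings lower the median of all genes in these comparisons, so a value this small changes sign whatever RIPK1 does. The 15 listed genes chosen for RIPK1 signaling and death receptors rose as a set. Their median log2 fold change was 0.69 and 0.62 with siVPS4A+B#1 against NT and siCTRL#1, and 0.56 and 0.53 with siVPS4A+B#2 (limma's camera, p adjusted over 11 lists of 2.66e-05, 2.2e-05, 6.66e-06 and 4.02e-05). At least 13 of the 15 genes were higher in each of these comparisons.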

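RIPK3 is not among the 12627 genes with values. The rule by which the listed genes were chosen is not stated in the paper's text, and each of them has at least 37 reads in total over the 38 libraries.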

A recent report indicates RIPK1 can mediate noncanonical caspase‐ and RIPK3‐independent cell death (Mihaly *et al*, 2017). Indeed, inhibition of RIPK1 activity by necrostatin‐1 improved the viability of VPS4A+B‐depleted cells, although only to a limited degree similar to the effect of caspase inhibition by Q‐VD‐Oph (Fig 5D). However, combined treatment with Q‐VD‐Oph and necrostatin‐1 further rescued cell viability (Fig 5D). This finding suggests that both cell death pathways, caspase‐dependent apoptosis and the caspase‐independent RIPK1‐mediated pathway, may operate in parallel upon synthetic lethal perturbation of VPS4A and VPS4B.

### Loss of VPS4A and VPS4B proteins activates NF‐κB signaling

Transcriptome analysis of VPS4A+B‐depleted HCT116 cells revealed that cell death induced by synthetic lethality is accompanied by upregulated expression of inflammatory response genes with many linked to NF‐κB signaling (Fig 4A and B). 

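Of 22 NF-κB pathway genes, 20 are among the genes with values. The paper names BIRC3, CXCL2, CXCL8, NFKBIA and TNFAIP3 as upregulated in these libraries, so their rise is no separate evidence. Combined silencing upregulated 13 of the 20 in all 4 comparisons (limma with Benjamini-Hochberg adjustment over all genes, and likewise 13 when adjusted over the list alone) and downregulated 0. Besides BIRC2, BIRC3, CXCL2, CXCL8, NFKBIA and TNFAIP3, these were CXCL1, CXCL3, IRAK2, NFKB2, NFKBIE, RELB and TNF. RELB (NM_006509) had a mean log2 fold change of 2.58 (range 2.52 to 2.64, largest limma adjusted p = 1.46e-07), IRAK2 (NM_001570) of 2.14 (range 1.78 to 2.50, 8.86e-07) and CXCL1 (NM_001511) of 2.04 (range 1.01 to 3.08, 0.0109). NFKB2 (NM_001077494), which encodes p100, had a mean log2 fold change of 1.85 (range 1.37 to 2.33, 0.000601). TNF (NM_000594) rests on 60 reads over all libraries and was above all control libraries in 5 of 8. The median over the 20 genes of the mean log2 fold change was 1.25, and it was 1.19 with upper-quartile scaling and 1.12 with library-size scaling. VPS4B silencing upregulated 0 of the 20 genes in all 4 comparisons and left a median of 0.02. VPS4A silencing upregulated 0 and left a median of 0.14, above 99.4% of 10000 random lists. Its count could hardly be otherwise, since siVPS4A#2 upregulated 0 genes against both controls. Against NT and siCTRL#1 the median was 0.42 and 0.249 with siVPS4A#1, all libraries included, and 0.015 and -0.08 with siVPS4A#2.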

Immunoblotting analysis of lysates of VPS4A‐depleted HCT116 *VPS4B* ^−/−^ cells grown *in vitro* and *in vivo* confirmed activation of canonical and noncanonical branches of the NF‐κB pathway, marked by IκBα and RelA phosphorylation, and cleavage of p100 to p52, respectively (Fig 5A–C). Transcription factors from the NF‐κB family are generally regarded as anti‐apoptotic; however, their pro‐apoptotic activities can occasionally occur in cells stressed by specific stimuli (Perkins & Gilmore, 2006; Radhakrishnan & Kamalakaran, 2006; Strozyk *et al*, 2006). So, we investigated the role of the NF‐κB pathway in executing cell death in VPS4A+B‐depleted cells. We demonstrated that knockdown of RelA in VPS4A+B‐depleted cells reduced caspase activation (Appendix Fig S2B) and prevented cell death and detachment, as observed in phase contrast microscopy (Appendix Fig S2C). These results suggest that intracellular stress conditions generated by *VPS4A+B* synthetic lethality activate pro‐apoptotic functions of RelA.

Overall, we conclude that the induction of cell death following VPS4A+B loss is accompanied by activation of NF‐κB signaling and its canonical branch to promote caspase activation.

### Cell death evoked by *VPS4A+B* synthetic lethality triggers release of immunomodulatory molecules and damage‐associated molecular patterns

Recent studies indicate that some detrimental stimuli (mostly chemotherapeutics) can induce a particular form of programmed cell death called immunogenic cell death (ICD), which involves exposure or secretion by dying cells of a specific set of damage‐associated molecular patterns (DAMPs), among them ATP, HMGB1, or calreticulin (Kepp *et al*, 2014; Wang *et al*, 2018). They are recognized by cells mediating innate and adaptive immunity that leads not only to the elimination of cell remnants but, more importantly, establishing anti‐tumor immunological memory. To examine whether simultaneous silencing of both *VPS4* paralogs stimulates release of DAMPs typical for ICD, we analyzed secretion of ATP and HMGB1. Indeed, VPS4A depletion in HCT116 *VPS4B* ^−/−^ cells increased secretion of ATP (Fig 6A) and HMGB1 (Fig 6B) to the medium. Moreover, many HCT116 *VPS4B* ^−/−^ cells exposed calreticulin on their surface upon VPS4A depletion, as we demonstrated by fluorescence microscopy (Fig 6C) and confirmed by flow cytometry (Fig 6D, Appendix Fig S3). These data suggest that perturbation of VPS4A activity in VPS4B‐deficient cancer cells can evoke release of immunomodulatory DAMPs.

**Figure 6:**
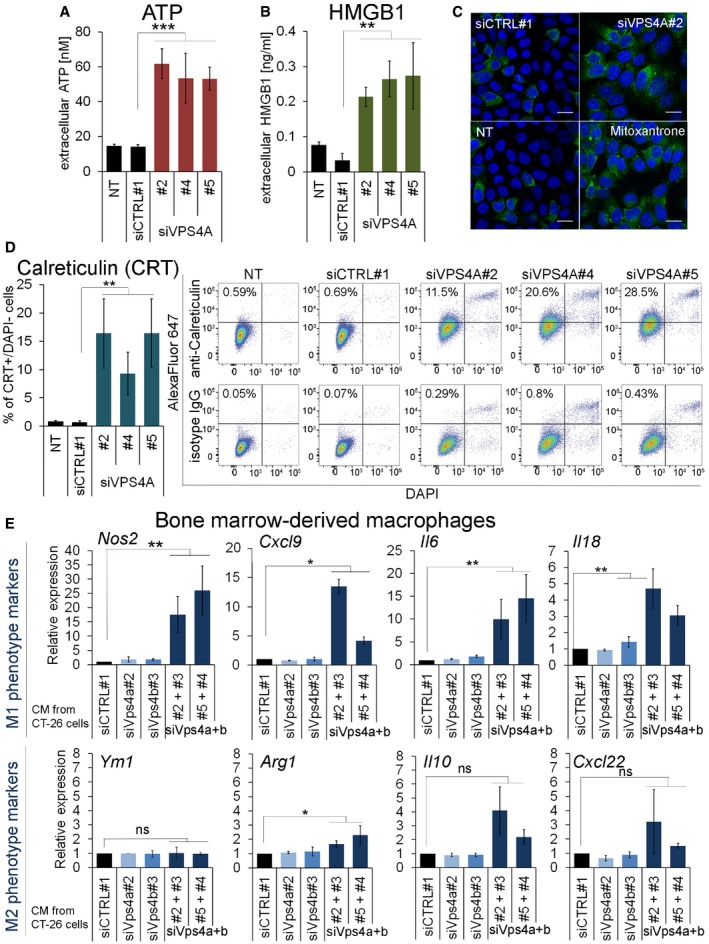
Synthetic lethality between *VPS4A* and *VPS4B* induces release of immunogenic DAMPs and promotes M1 macrophage polarization A, BMeasurement of ATP (A) and HMGB1 (B) released to the cell medium by HCT116 *VPS4B* ^−/−^ cells non‐transfected (NT) or transfected with siRNA (non‐targeting siCTRL#1 or targeting siVPS4A duplexes: #2, #4, or #5). Cell culture media were exchanged 16 h after transfection, and fresh media were conditioned for the next 52‐58 h. For non‐transfected cells (NT)*,* the same treatment protocol was used but without the transfection mixture. Data are means of five (A) or four (B) independent experiments ± SEM. Two‐tailed unpaired *t*‐test; **P < 0.01, ***P < 0.001.CMicroscopy images presenting cell surface calreticulin (green) in HCT116 *VPS4B* ^−/−^ cells 48 h after transfection with siRNA (non‐targeting siCTRL#1 or targeting siVPS4A#2). As a positive control for detection of cell surface calreticulin, non‐transfected cells (NT) were treated with 2 μM mitoxantrone for 24 h. In blue, DAPI staining. Scale bar, 15 μm.DFlow cytometric analysis of calreticulin exposed on the cell surface of VPS4A‐depleted HCT116 *VPS4B* ^−/−^ cells 66 h after siRNA transfection (siVPS4A duplexes: #2, #4, or #5 were used). Non‐transfected (NT) or siCTRL#1‐transfected cells served as negative controls. Left panel, percentage of cells positive for calreticulin in the population of live (DAPI‐negative) cells, data are means of four independent experiments ± SEM. The Mann–Whitney *U*‐test; **P < 0.01. Right panel, representative dot plot diagrams of flow cytometric analysis of cell surface‐exposed calreticulin. Primary rabbit anti‐calreticulin and control isotype IgG antibodies were used for staining, followed by secondary AlexaFluor 647‐conjugated antibody.EqPCR analysis of M1 (pro‐inflammatory) and M2 (anti‐inflammatory) macrophage polarization markers in mouse bone marrow‐derived macrophages (BMDMs) incubated for 24 h in conditioned media (CM) collected from control (siCTRL#1), Vps4a‐ and/or Vps4b‐depleted CT‐26 cells. For double Vps4a+b depletion, various combinations of siVps4a#2 or #5 and siVps4B#3 or #4 duplexes were used. Data were normalized and are presented as the fold change of expression of a given M1 or M2 marker in BMDMs treated with CM from Vps4‐depleted cells compared to its expression in BMDMs treated with CM from siCTRL#1‐transfected cells (set as 1). Data are means of four independent experiments ± SEM. One‐sample *t*‐test; ns—non‐significant (*P* ≥ 0.05), *P < 0.05, **P < 0.01.Data information: The exact *P*‐values can be found in the source data for this figure.Source data are available online for this figure.

Finally, we examined whether DAMPs released by VPS4A+B‐deficient cancer cells could elicit paracrine effects on primary immune cells. In these experiments, we used CT‐26 cells, a mouse colon carcinoma line that was transiently transfected by siRNA targeting mouse *Vps4a* and *Vps4b* (Fig EV5A and B). First, we confirmed that silencing of *Vps4a* and *Vps4b* in mouse colon cancer cells recapitulated the synthetic lethality observed in human CRC cells, such that it was accompanied by activation of caspase 7 and canonical NF‐κB signaling leading to cell death (Fig EV5B and C). We then tested the effects of DAMPs on immune cells by incubating primary bone marrow‐derived macrophages in conditioned medium collected from Vps4a+b‐depleted CT‐26 cells. Macrophage activation toward an anti‐tumor and pro‐inflammatory M1 state, or a pro‐tumor and anti‐inflammatory M2 state was analyzed by measuring expression of relevant marker genes by qRT–PCR. Depletion of any single paralog did not activate macrophages toward M1 or M2. However, DAMPs released from cells with Vps4a+b knockdown prompted macrophage activation toward the M1 phenotype (Fig 6E), as the expression of all four M1 markers analyzed was significantly increased.

**Figure EV5:**
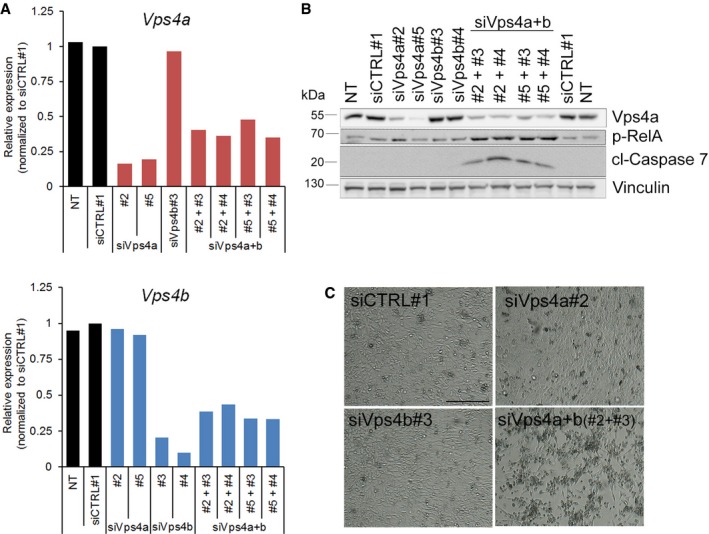
(supporting Fig 6). Combined depletion of Vps4a+b in mouse colon carcinoma CT‐26 cells AqRT–PCR analysis of the silencing efficiency of *Vps4a* (upper panel) and *Vps4b* (lower panel) in CT‐26 cells 72 h after transfection with siRNA. To deplete Vps4a or Vps4b, two independent siRNA duplexes were used (#2 or #5, and #3 or #4, respectively). To simultaneously deplete Vps4a+b, various combinations of siVps4a and siVps4b were used. All values were normalized; *Vps4a* or *Vps4b* expression values in siCTRL#1‐transfected cells were set as 1 and used to normalize mRNA abundance in other conditions. NT—non‐transfected.BImmunoblotting detection of Vps4a abundance, inflammatory response (phosphorylated RelA) and apoptosis activation (cleaved caspase 7) in lysates of mouse CT‐26 cells collected 72 h after siRNA transfection as in (A). p‐RelA—phosphorylated RelA; cl—cleaved caspase. Vinculin served as a loading control.CPhase contrast microscopy images of CT‐26 cells acquired 3 days after transfection with siVps4a or siVps4b as described in (A). Scale bar, 250 μm.

In summary, we revealed that *VPS4A+B* synthetic lethal phenotype of dying cells is accompanied by exposure and secretion of molecules governing inflammatory and anti‐tumor response.

## Discussion

Developing personalized oncology requires identifying novel targets for selective killing of genetically and phenotypically diverse tumor cells. Moreover, we must understand the cellular functions of these targets and the biological consequences of their perturbation to evaluate the effectiveness and side effects of tailored therapies. Here, by demonstrating the synthetic lethal interaction between two ubiquitously expressed human paralogs *VPS4A* and *VPS4B*, we uncovered a novel therapeutic target to treat patients bearing VPS4B‐deficient cancers, for example, CRC used as a model in our study. We also identify the molecular consequences of perturbing VPS4 in cancer cells and propose that inflammatory cell death triggered by VPS4A+B depletion can evoke an anti‐tumor response (Fig 7). Thus, our study contributes to both cell biology and cancer therapy research.

**Figure 7:**
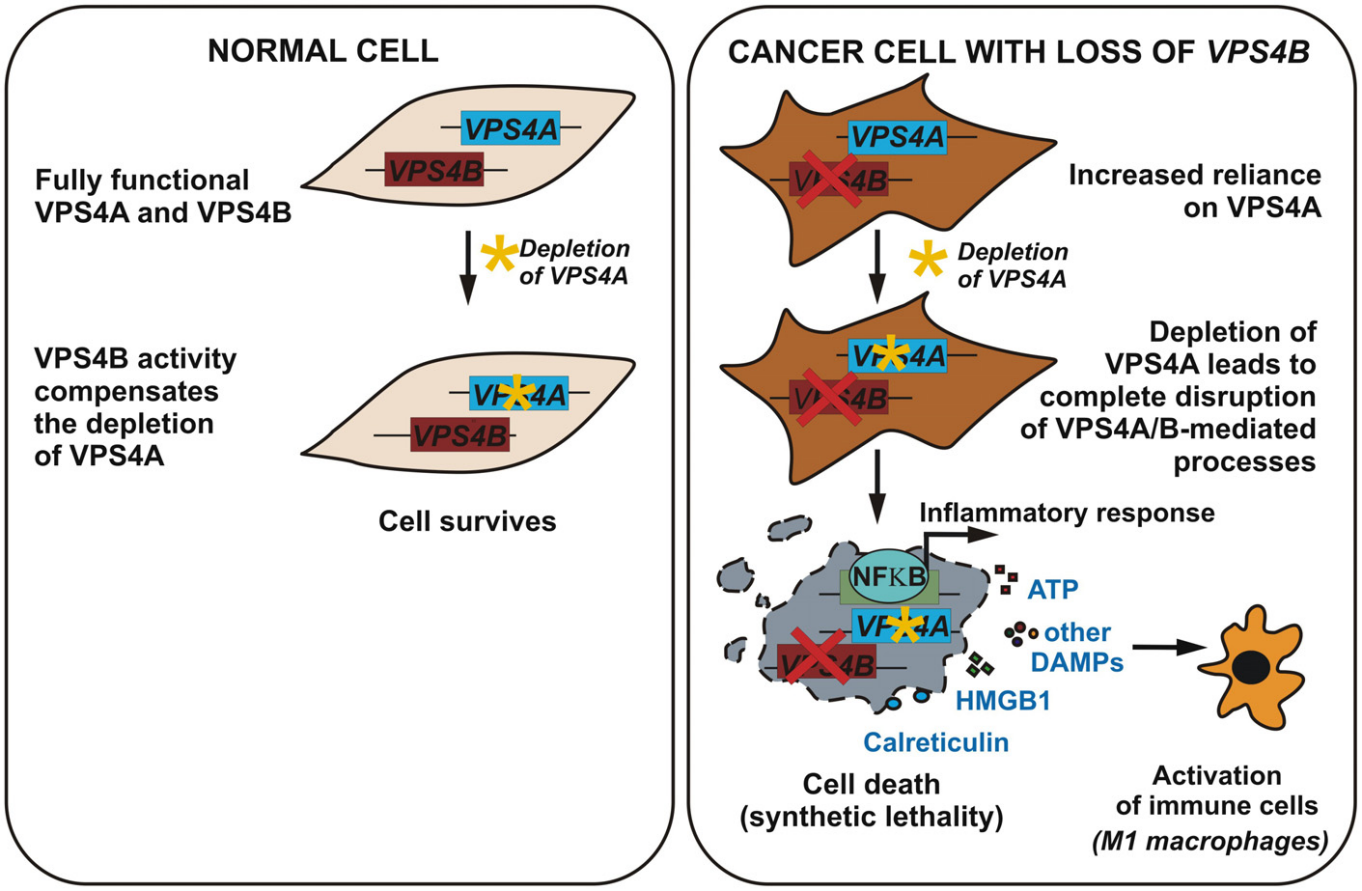
Model for synthetic lethal interaction between *VPS4A* and *VPS4B* Left panel, in normal cells, both VPS4A and VPS4B act redundantly in several essential intracellular processes. So, a single depletion of any VPS4 paralog (e.g., *VPS4A*) is tolerated, as unperturbed expression of the other paralog alone (e.g., *VPS4B*) suffices to substitute for its downregulated counterpart. Right panel, cells that have lost *VPS4B* expression, e.g., due to oncogenic genome rearrangements, rely exclusively on VPS4A activity. So, inactivation of VPS4A in these cells leads to synthetic lethality that is accompanied by strong induction of an inflammatory response and release of immunogenic DAMPs. Immunomodulatory molecules released by dying VPS4A+B‐deficient cancer cells can elicit paracrine effects on primary immune cells, e.g., reprogramming of macrophages toward the M1 anti‐tumor phenotype.

In humans, *VPS4A* and *B* paralogs are located on separate chromosomes (16q and 18q, respectively). Their protein products with 81% sequence identity likely co‐operate by forming hetero‐oligomers involved in ATP‐dependent disassembly of ESCRT‐III complexes, a final step in membrane severing in key processes like endocytic sorting, cytokinesis, and membrane repair (Scheuring *et al*, 2001; Henne *et al*, 2013; Schoneberg *et al*, 2017; McCullough *et al*, 2018). Still, it remained unknown to what extent both VPS4 proteins simply duplicate each other's functions or whether they also possess paralog‐specific roles. Our data argue that VPS4A and VPS4B are functionally mostly redundant, but the loss of both has deleterious consequences for the cell. However, the different chromosomal localization of *VPS4* genes could favor independent regulation of their expression in normal or pathological tissues. Changes in mRNA or protein abundance of *VPS4A* or *VPS4B* were reported in hepatoma, breast, and non‐small‐cell lung cancer (Lin *et al*, 2012; Liu *et al*, 2013; Jiang *et al*, 2015; Wei *et al*, 2015). These studies suggested VPS4A acted as a tumor suppressor (Wei *et al*, 2015), while VPS4B exhibited pro‐ or anti‐oncogenic activities depending on the tumor type, which could reflect the multiple cellular functions of VPS4 proteins (Lin *et al*, 2012; Liu *et al*, 2013; Jiang *et al*, 2015). However, a systematic analysis of genomic rearrangements of *VPS4* loci and abundance of *VPS4* mRNAs and proteins across tumor types has not been reported.

By exploring TCGA datasets, we found here that the *VPS4B* gene undergoes deletion as a part of 18q in many cancer types (Fig 1). We observed the highest frequency of shallow (possibly heterozygous) and deep (possibly homozygous) deletions of *VPS4B* in CRC. Accordingly, we discovered that *VPS4B* expression is progressively downregulated from adenoma to adenocarcinoma and confirmed a decreased abundance of VPS4B protein in treatment‐naïve primary CRC samples. Our data go in line with the very recently published proteogenomic analysis of colon tumors (Vasaikar *et al*, 2019). Additionally, our findings suggest that *VPS4B* downregulation occurs early in tumorigenesis and undergoes positive selection during development of primary CRC. However, silencing of *VPS4B* expression or its bi‐allelic knockout did not improve growth of CRC cell lines *in vitro* or *in vivo*. In addition, analysis of the transcriptome of CRC cells upon VPS4B depletion showed weakly upregulated expression of < 60 genes, among which we did not find known tumorigenesis drivers. 

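The 48 genes upregulated by VPS4B silencing here had mean log2 fold changes from 0.68 to 1.81. They include CDKN1A (mean log2 fold change 1.13), the interferon-stimulated genes ISG15 (1.05) and IFI6 (1.20), and the lysosomal genes NEU1 (0.96) and ATP6V0D1 (0.82). Of a list of 49 tumorigenesis drivers, 39 have values, and 0 of them were upregulated in all 4 comparisons. Adjusting over the 39 genes alone again gave 0, and the largest mean log2 fold change among them was 0.60. MYC (NM_002467) was downregulated in all 4 comparisons, with a mean log2 fold change of -1.27 (largest limma adjusted p = 0.00801).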

Based on these data, we conclude that CRC‐associated downregulation of *VPS4B* does not reflect its own tumor suppressor function but rather represents a passenger alteration co‐existing with concomitant loss of the neighboring 18q‐located tumor suppressors, such as *DCC*,* SMAD2,* and *SMAD4* (Nguyen & Duong, 2018). 16q‐located *VPS4A* was consistently not affected in CRC. We confirmed this by showing its unaltered mRNA and protein abundance both in cancer and healthy tissue. Nevertheless, we cannot exclude that *VPS4B* downregulation may be beneficial for cells of advanced‐stage CRC, as RNAi‐mediated knockdown of VPS4B may promote resistance of multiple melanoma and breast cancer cells to chemotherapeutics (Lin *et al*, 2012; Tang *et al*, 2015). Further experiments will need to clarify this interesting issue.

Importantly, our demonstration of synthetic lethality between druggable *VPS4* paralogs provides a rationale to develop novel therapies targeting VPS4A activity in cancers with 18q deletion, such as CRC. Although synthetic lethality has been long proposed as a promising strategy to target genetic defects in tumors, its clinical utility is unfortunately still limited. Since many identified synthetic lethal interactions demonstrate incomplete penetrance, they are valid only for a fraction of tumor cells with a specific genetic background and are abrogated by other mutations that may appear in a heterologous population of tumor cells (Shen *et al*, 2017; Ryan *et al*, 2018). Together with other reports, our findings reaffirm prioritizing synthetic lethal partners with highly penetrant effects for further clinical assessment. We believe that *VPS4A* and *VPS4B* are highly penetrant interactors. First, *VPS4A* is the only paralog that can overtake the function of *VPS4B* and vice versa. Second, proteins encoded by these paralogs are likely direct physical interactors (Scheuring *et al*, 2001; Huttlin *et al*, 2015, 2017) and participate in multiple pathways essential for growth across many cell types (Christ *et al*, 2017). Third, we demonstrated that various genetic backgrounds of cancer cell lines did not reverse the synthetic lethality between *VPS4* paralogs (Fig 2). Finally, we showed that the synthetic lethality between *VPS4A* and *VPS4B* is conserved across tumor types (CRC, lung, pancreas; Fig 2) and species (Fig EV5). Combined, these features fulfill the criteria for highly penetrant synthetic lethal interactors proposed by Ryan *et al* (2018). Therefore, we predict that the dependency on *VPS4A* will occur across many VPS4B‐deficient cells within the tumor mass, irrespective of their genetic background.

At present, the lack of a selective inhibitor for VPS4 raises a serious limitation to further evaluate the synthetic lethality approach in treating VPS4B‐deficient CRC. The crystal structures of mammalian VPS4B and its yeast ortholog show similarities in their ATPase domains (Scott *et al*, 2005; Xiao *et al*, 2007; Hartmann *et al*, 2008; Inoue *et al*, 2008; Sun *et al*, 2017). Recent attempts to develop inhibitors for VCP/p97 (a distinct member of the type II AAA^+^ ATPase family, overexpressed in many cancers) identified two compounds that inhibit yeast VPS4 (Zhang *et al*, 2016) and human VPS4B (Pohler *et al*, 2018). Even though the low selectivity of these molecules excludes their usage in the *VPS4A+B* synthetic lethality‐based approach, it confirms the druggability of VPS4 and yields optimism for the future development of a selective VPS4 inhibitor. Although obtaining a specific VPS4A inhibitor may be infeasible (due to the high identity between paralogs), a pan‐VPS4 inhibitor could still be useful, because VPS4B‐deficient cancer cells are likely more sensitive to VPS4 inhibition than normal cells. These predictions imply a therapeutic window for safe dosage of such a pan‐VPS4 inhibitor. Moreover, in the course of revision of this manuscript, thanks to the new dataset deposited in the DepMap portal, we verified that even a partial loss of *VPS4B* expression renders cancer cells more vulnerable to VPS4A perturbation (Fig 2). In our opinion, this suggests that a VPS4 inhibitor would exert a therapeutic effect also in tumors with an incomplete loss of *VPS4B* expression.

Most anti‐cancer therapies trigger some programs of cell death (Wang *et al*, 2018; Messmer *et al*, 2019). Dying cells then emit signals that coordinate various adaptive responses within the tumor environment. Consequently, differential modulation of these signals may compromise or boost immunological control over a tumor leading to unwanted or beneficial therapeutic outcomes. Better understanding of specific cell death inducers and programs is paramount to delineate the interconnectivity among various death pathways and their impact on immune cells for successful clinical translation (Garg & Agostinis, 2017; Messmer *et al*, 2019). Here, we reveal that concomitant depletion of VPS4A+B induces irreversible cell damage triggering two cell death pathways that may operate independently of each other (Figs 4 and 5). The first, caspase‐dependent apoptosis, is reminiscent of apoptosis caused by dVps4 deficiency in Drosophila (Rodahl *et al*, 2009). The second is a caspase‐independent, RIPK1‐mediated process. These two death pathways were activated in VPS4A+B‐depleted CRC cells that cannot undergo classical necroptosis, due to the downregulation of RIPK3 (typical for many cancer types). Based on this finding, we suggest that most VPS4B‐deficient cancer cells would not avert cell death upon therapeutic VPS4A perturbation, irrespective of their individual genetic or epigenetic alterations in one or more death pathways that may appear in a heterogenic tumor mass. Thus, upregulation of anti‐apoptotic factors occurring in some cancers would not make them inherently resistant to therapies targeting VPS4, therefore eliminating one mechanism of potential resistance.

The induction of cell death upon VPS4A+B depletion correlated with cell‐autonomous activation of inflammatory signaling mediated by the NF‐κB pathway and expression of immunomodulatory cytokines (Figs 4 and 5). At the cellular level, this inflammatory response induced upon *VPS4A+B* synthetic lethality can be viewed as an example of sterile inflammation caused by intracellular dysfunction likely of numerous membrane organelles. Similar types of responses have been recently shown for the dysfunction of the ER or mitochondria (West *et al*, 2015; Keestra‐Gounder *et al*, 2016) and by us for endosomes (Maminska *et al*, 2016). In addition, VPS4A+B‐depleted dying cells secreted highly immunogenic DAMPs (ATP, HMGB1, and calreticulin; Fig 6) that are well‐established hallmarks of ICD (Kepp *et al*, 2014). ICD, unlike other tolerogenic cell death types, can induce an effective anti‐tumor adaptive response by activating dendritic cells and subsequently specific T cells. ICD switches the tumor into an endogenous vaccine, which holds therapeutic promise (Vandenberk *et al*, 2015; Garg *et al*, 2016; Montico *et al*, 2017). Anthracyclines and some physical methods (e.g., photodynamic therapy) can induce ICD (Galluzzi *et al*, 2017). To our knowledge, synthetic lethality caused by depletion of two gene products has not been shown to trigger ICD until now. Since we observed immunomodulatory DAMPs released by dying CRC cells, we propose an immunogenic nature of cell death elicited by VPS4A+B depletion. Our view is further supported by the finding that DAMP‐releasing dying cells could initiate T‐cell immunity only with activated RIPK1 and NF‐κB (Yatim *et al*, 2015). Consistently, we showed that these two pathways operated in dying VPS4A+B‐depleted CRC cells. However, future *in vivo* experiments in immunocompetent mice will ultimately confirm immunogenicity of cell death driven by *VPS4A+B* synthetic lethality.

Finally, we believe that cell death induced by VPS4A+B depletion may stimulate not only adaptive but also innate immune responses, because the conditioned medium from dying Vps4a+b‐depleted mouse colon carcinoma cells induced an anti‐tumor M1 phenotype in mouse macrophages (Fig 6). This initial observation may have translational potential, as reprogramming tumor‐associated macrophages toward the M1 phenotype by anti‐cancer therapies has been recently proposed as a promising strategy to increase effectiveness of combined treatments (Genard *et al*, 2017). In summary, our findings establish a foundation for future work aiming to develop a VPS4 inhibitor as a putative therapeutic for precision therapy of VPS4B‐deficient cancers, such as CRC. Our data further suggest that targeting the VPS4 activity in cancer cells may yield an inflammatory cell death program that favors the induction of anti‐tumor innate and adaptive immune responses.

## Materials and Methods

### Cell culture

Human cell lines were obtained from the following sources: wild‐type HCT116 (HD PAR‐073, HCT116 *VPS4B* ^+/+^) and two CRISPR/Cas9 engineered knockout clones (HCT116 *VPS4B* ^−/−^) were supplied by Horizon Discovery Ltd (more details in a section: Generation of *VPS4B* knockout cell line); RKO (CRL‐2577), DLD‐1 (CCL‐221), CCD‐1070Sk (CRL‐2091), and CCD‐841CoN (CRL‐1790) cell lines were obtained from American Type Culture Collection (ATCC); HOP62 and SNU410 cell lines were from the repository of National Cancer Institute in Frederick (USA) and Korean Cell Line Bank (South Korea), respectively. SW480 and mouse colon carcinoma CT‐26 cell lines were from collection of the Maria Skłodowska‐Curie Institute‐Oncology Centre in Warsaw. HCT116, HOP62, and CT‐26 were maintained in Roswell Park Memorial Institute‐1640 medium (RPMI, Sigma‐Aldrich, R0883), SNU410 in RPMI with HEPES (Sigma‐Aldrich, R5886), RKO and CCD‐841CoN in Eagle's minimum essential medium (EMEM, ATCC, 30‐2003), DLD‐1 and SW480 in Dulbecco's modified Eagle's medium (DMEM, Sigma‐Aldrich, D8062), and CCD‐1070Sk in minimum essential medium (MEM, Sigma‐Aldrich, M2279). RPMI, MEM, and DMEM were supplemented with 10% (v/v) fetal bovine serum (FBS, Sigma‐Aldrich, F7524) and 2 mM l‐glutamine (Sigma‐Aldrich, G7513). EMEM was supplemented with 10% (v/v) FBS. During the study, cell lines were regularly tested for mycoplasma and the identities of HCT116, DLD‐1, and RKO were confirmed by short tandem repeat (STR) profiling performed by the ATCC Cell Authentication Service.

### Transfection of human CRC cell lines with small interfering RNAs (siRNAs)

Cells were forward‐ or reverse‐transfected with siRNAs using Lipofectamine RNAiMAX transfection reagent (Thermo Fisher Scientific, 13778150) and protocols provided by the manufacturer. The concentration of single on‐target siRNA duplex used for transfection was 20–40 nM. In experiments with simultaneous knockdown of two proteins, 20–40 nM of each siRNA duplexes was used (in controls 40–80 nM of non‐targeting siRNA, respectively). At least two on‐target siRNA duplexes were used independently to target mRNA of a given gene. The following Pre‐Design or Validated Ambion Silencer Select siRNAs (Thermo Fisher Scientific) were used: non‐targeting siCTRL#1 (4390843) and siCTRL#2 (4390846); on‐target siVPS4A#1 (s25966), siVPS4A#2 (s25968), siVPS4A#3 (s25967), siVPS4B#1 (s18272), siVPS4B#2 (s18273), siRELA#1 (s11916), siRELA#2 (s11915). Additionally, two custom‐ordered Silencer Select duplexes were used: siVPS4A#4 (sense strand 5′‐>3′ CCACAAACAUCC CAUGGGUtt, antisense strand 5′‐>3′ ACCCAUGGGAUGUUUGUGGtt), siVPS4A#5 (sense strand 5′‐>3′ UCAAAGAGAACCAGAGUGATT, antisense strand 5′‐>3′ UCACUCUGGUUCUCUUUGAtt).

### Generation of *VPS4B* knockout cell line

*VPS4B* knockout in HCT116 cell line (HCT116 *VPS4B* ^−/−^) was generated using the CRISPR/Cas9 genome editing technology by Horizon Discovery Ltd. One sgRNA targeting exon 3 was used (5′‐>3′ TGATA GAGCAGAAAAAACTAA). Bi‐allelic knockout of *VPS4B* in two selected clones was verified by Sanger sequencing of the amplified VPS4B region containing sgRNA target site and by immunoblotting of cell lysates with anti‐VPS4B antibody (Atlas Antibodies, HPA057649, 1:1,000; Figs EV1C4 and C5, and EV3A). A proper isogenic control cell line (HD PAR‐073, HCT116 *VPS4B* ^+/+^) was provided by the company along with the engineered HCT116 *VPS4B* ^−/−^.

### Construction of HCT116 cells with inducible depletion of VPS4A by short hairpin RNA (shRNA)

To generate HCT116 *VPS4B* ^−/−^ cells with doxycycline‐inducible knockdown of VPS4A (HCT116 VPS4B^−/−^ shVPS4A), SMARTvector Inducible Lentiviral shRNA Vector system (Dharmacon/Horizon Discovery) was used. To select cells with the highest silencing efficiency of *VPS4A*, three different shRNA constructs (SMARTvector Inducible Human VPS4A mCMV‐TurboGFP shRNA) were tested: shVPS4A#1 (V3SH11252‐226989676), shVPS4A#2 (V3SH11252‐226390198), and shVPS4A#3 (V3SH11252‐225581302). Additionally, to generate proper control lines two separate constructs bearing inducible non‐targeting shRNA sequences (SMARTvector Inducible Non‐targeting mCMV‐TurboGFP, shCTRL#1—VSC11651; and shCTRL#2—VSC11495) were used. All procedures were performed according to the manufacturer's instructions. In brief, lentiviruses were prepared by transfecting HEK293 cells using Trans‐Lentiviral shRNA Packaging System (Dharmacon/Horizon Discovery, TLP5913). Virus‐containing supernatants were harvested 48 h after transfection and used to infect HCT116 *VPS4B* ^−/−^. Transduced cells were selected with 1 μg/ml puromycin (Toku‐E, P001) for 3 days. To induce shRNA expression, puromycin‐resistant cells were cultured for 3 days in medium supplemented with 1 μg/ml doxycycline (MP Biomedicals, 0219895501). Cell lysates were analyzed by immunoblotting with anti‐VPS4 antibody (Santa Cruz Biotechnology, sc‐1333122,1:1,000) to confirm doxycycline‐induced VPS4A protein depletion.

### Cell viability and BrdU incorporation assays

3 × 10^3^ of HCT116 or RKO, 4 × 10^3^ of SW480, 2.9 × 10^3^ of DLD‐1, 1.4 × 10^3^ of SNU410, and 1.2 × 10^3^ of HOP62 cells were reverse‐transfected with siRNA in 96‐well plates (cell numbers are given per well). Viability of HCT116, RKO, and SW480 cells was measured 96 h post‐transfection, of HOP62—after 144 h, of SNU410—after 168 h using ATPlite test (PerkinElmer, 6016947) according to the manufacturer's protocol. BrdU Cell Proliferation ELISA assay (Roche, 11647229001) was used to assess the growth of DLD‐1 cells. The assay was performed according to the manufacturer's instructions with the following modifications. BrdU reagent was added 5 h prior to cell fixation. For detection, 100 μl of substrate solution was added for 5 min followed by addition of 25 μl 1 M H_2_SO_4_. The colorimetric signal was detected at 450 nm. Viability measurements of necrostatin‐1‐ or Q‐VD‐Oph‐treated cells were performed as follows: 24 h after siRNA transfection of HCT116 *VPS4B* ^−/−^ cells, 50 μM necrostatin‐1, 20 μM Q‐VD‐Oph, or vehicle (DMSO) was added to the cell medium for 48 h. Cell viability was measured using Cell Counting Kit‐8 (Dojindo Molecular Technologies, CK04) according to the manufacturer's protocol. For the assessment of growth of HCT116 *VPS4B* ^−/−^ cells bearing doxycycline‐induced shRNA expression (shVPS4A#1‐2 or shCTRL#1‐2), 1 × 10^4^ cells were seeded per well of 96‐well plate in doxycycline (1 μg/ml) supplemented cell medium. Cell growth was analyzed each day for 5 consecutive days using Cell Counting Kit‐8.

### Clonogenic assay

Cells (non‐transfected or 24 h after siRNA transfection) were seeded at the density of 400 or 2,000 per well of 6‐well plates and grown for 14 days to form colonies. For staining, colonies were washed with PBS, fixed for 5 min in acetic acid:methanol solution 3:1 (v/v), and next incubated for 10 min in 0.2% crystal violet solution in 70% ethanol for 10 min. Plates with colonies were scanned using Odyssey Infrared Imaging System (LI‐COR, Biosciences), and images were analyzed as previously described (Guzman *et al*, 2014).

### Antibodies

The primary antibodies used for immunoblotting were as follows: rabbit anti‐VPS4B (HPA057649, 1:1,000) from Atlas Antibodies; mouse anti‐VPS4A (sc‐133122, 1:500 – 1:1,000), mouse anti‐caspase 8 (sc‐56070, 1:1,000), mouse anti‐PARP (sc‐8007, 1:1,000), rabbit anti‐GAPDH (sc‐25778; 1:1,000) from Santa Cruz Biotechnology; rabbit anti‐VPS4A (SAB4200022, 1:500), mouse anti‐vinculin (V9131; 1:1,000) from Sigma‐Aldrich; rabbit anti‐caspase 3 (9665, 1:1,000), rabbit anti‐caspase 7 (12827, 1:1,000), rabbit anti‐cleaved caspase 7 (8438, 1:1,000), rabbit anti‐cleaved‐caspase 3 (9664, 1:1,000), rabbit anti‐cleaved caspase 9 (7237, 1:1,000), rabbit anti‐phospho‐RelA (3033, 1:1,000), rabbit anti‐p100/p52 (4882, 1:1,000), mouse anti‐phospho‐IκBα (9246S, 1:1,000), mouse anti‐IκBα (4814S, 1:1,000) from Cell Signaling Technology; rabbit anti‐RelA (14‐6731‐81, 1:1,000) from EBioscience; mouse anti‐p100/p52 (05‐361, 1:1,000) from Millipore. Secondary horseradish peroxidase‐conjugated anti‐mouse (111‐035‐062, 1:10,000) and anti‐rabbit (111‐035‐144, 1:10,000) antibodies were from Jackson ImmunoResearch.

The primary antibodies used for immunofluorescence were as follows: rabbit anti‐calreticulin (ab2907, 1:200) from Abcam, mouse anti‐EEA1 (610457, 1:200) from BD Biosciences, rabbit anti‐Rab7 (R4779, 1:100) from Sigma‐Aldrich, and rabbit anti‐LAMP1 (cs9091, 1:400) from Cell Signaling. The secondary antibodies were as follows: donkey AlexaFluor 647‐conjugated anti‐rabbit (A31572, 1:400) from Thermo Fisher Scientific and goat AlexaFluor 488‐conjugated anti‐mouse and anti‐rabbit (A11029, 1:400 and A11034, 1:400, respectively) from Life Technologies.

The antibodies used for immunohistochemistry were as follows: rabbit anti‐VPS4B (HPA057649, 1:100) from Atlas Antibodies and mouse anti‐VPS4 (recognizing only VPS4A, Fig EV2B, sc‐122133, 1:50) from Santa Cruz Biotechnology.

The antibodies used for flow cytometry were as follows: rabbit anti‐calreticulin (ab2907, 1:200), rabbit IgG (ab171890, 1:200) from Abcam, and donkey AlexaFluor 647‐conjugated anti‐rabbit (A31572, 1:350) from Thermo Fisher Scientific.

### Immunoblotting and densitometry analysis

Cells were lysed in RIPA buffer (1% Triton X‐100, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris (pH 7.4), 150 mM NaCl, 0.5 mM EDTA) supplemented with protease inhibitor cocktail (6 μg/ml chymostatin, 0.5 μg/ml leupeptin, 10 μg/ml antipain, 2 μg/ml aprotinin, 0.7 μg/ml pepstatin A, and 10 μg/ml 4‐amidinophenylmethanesulfonyl fluoride hydrochloride; Sigma‐Aldrich) and phosphatase inhibitor cocktails (Sigma‐Aldrich, P0044 and P5726). Protein concentration was measured with BCA Protein Assay Kit (Thermo Fisher Scientific, 23225). 30–50 μg of total protein per sample was resolved on 12% or 14% SDS–PAGE, transferred to nitrocellulose membrane (Amersham Hybond, GE Healthcare Life Science, 10600002), probed with specific primary and secondary antibodies, and developed using the detection solution (Bio‐Rad, 170‐5061) and ChemiDoc imaging system (Bio‐Rad). Densitometry of protein bands was carried out using ImageJ software (Schneider *et al*, 2012). GAPDH or vinculin bands were used as internal loading controls.

### Transcriptome analysis by RNA sequencing

Sequencing libraries were generated using Ion AmpliSeq Transcriptome Human Gene Expression Panel (Thermo Fisher Scientific). Sequencing was performed using Ion Proton instrument with 7 or 8 samples per chip with Ion PI Hi‐Q Sequencing 200 Kit (Thermo Fisher Scientific). Reads were aligned to the hg19 AmpliSeq Transcriptome ERCC v1 with Torrent Mapping Alignment Program (version 5.0.4, Thermo Fisher Scientific). Transcripts were quantified with HTseq‐count (version 0.6.0) run with default options (Anders *et al*, 2015).

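The rule of a fold change of at least 1.5 and an adjusted p under 0.05 in all 4 comparisons with NT and siCTRL#1 was also applied with DESeq2 on the recovered reads, with the replicate number in the design. Combined silencing then upregulated 533 genes in all 4 comparisons, 485 of which were also called by limma, and VPS4B silencing upregulated 61, 47 of which were also called. VPS4A silencing upregulated 0 genes, as with limma. Of the genes of Dataset EV1, 494 were among the 533, and of those of Dataset EV2, 50 were among the 61. Without the replicate block, limma called 497 genes upregulated by combined silencing and 38 by VPS4B silencing. A filter on low counts (edgeR's filterByExpr) kept 11568 genes, and with it 496 and 50 genes were called.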

Gene‐level differential expression analysis was performed with the aid of the R package DESeq2 (version 1.18.1; Love *et al*, 2014) for genes with at least 10 reads across conditions and by taking into account the batch effect and applying the following contrasts (α = 0.05): NT (non‐transfected) versus siCTRL#1 (non‐targeting control siRNA#1), NT (non‐transfected) versus siCTRL#2 (non‐targeting control siRNA#2), NT versus siVPS4A#1, NT versus siVPS4A#2, NT versus siVPS4B#1, NT versus siVPS4B#2, NT versus siVPS4A#2 + siVPS4B#1 (referred thereafter as siVPS4A+B#1), NT versus siVPS4A#1 + siVPS4B#2 (referred thereafter as siVPS4A+B#2), siCTRL#1 versus siCTRL#2, siCTRL#1 versus siVPS4A#1, siCTRL#1 versus siVPS4A#2, siCTRL#1 versus siVPS4B#1, siCTRL#1 versus siVPS4B#2, siCTRL#1 versus siVPS4A+B#1, siCTRL#1 versus siVPS4A+B#2, siCTRL#2 versus siVPS4A#1, siCTRL#2 versus siVPS4A#2, siCTRL#2 versus siVPS4B#1, siCTRL#2 versus siVPS4B#2, siCTRL#2 versus siVPS4A+B#1, siCTRL#2 versus siVPS4A+B#2. Differentially expressed genes were combined into a single list excluding non‐protein‐coding genes. 

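Sample distances were computed from variance-stabilized expression of all genes, and principal components from the 500 most variable genes. The median distance between NT and siCTRL#1 libraries was 50.9 over 20 pairs, against 61.4 between NT and siCTRL#2 over 16 pairs and 61.1 between siCTRL#1 and siCTRL#2 over 20 pairs. Within a condition it was 39.6 among NT libraries, 44.5 among siCTRL#1 libraries and 43.1 among siCTRL#2 libraries. Along the first component the NT libraries averaged -13.3 ± 0.762 (SD, n = 4), the siCTRL#1 libraries -11.4 ± 0.937 (SD, n = 5) and the siCTRL#2 libraries -8.03 ± 0.912 (SD, n = 4). By gene, siCTRL#2 differed from NT in 1886 genes and from siCTRL#1 in 1946 genes at a fold change of at least 1.5 and an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). With siCTRL#2 in place of siCTRL#1, 170 genes were upregulated in all 4 comparisons by VPS4B silencing and 47 by VPS4A silencing. With all 3 controls required, 387, 36 and 0 genes were upregulated by VPS4A+B, VPS4B and VPS4A silencing.

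**Figure D4:**
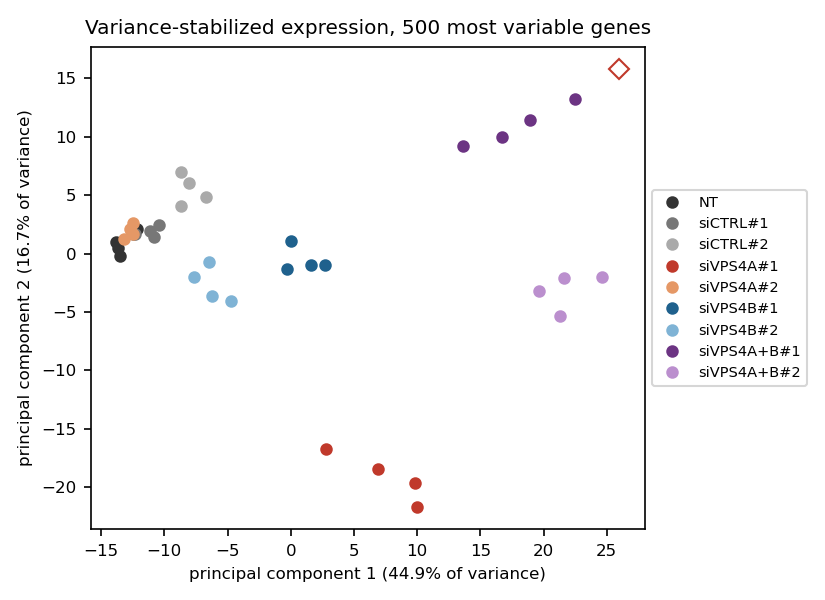
First and second principal components of variance-stabilized expression of the 500 most variable genes, which hold 44.9% and 16.7% of the variance. Each point is a library, colored by siRNA condition, and the open diamond is the library labelled siVPS4A#1 replicate 2, which lies beside the siVPS4A+B#1 libraries.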

While running exploratory data analysis (namely, principal component analysis and heatmap of sample‐to‐sample distances), the NT and siCTRL#1 control conditions displayed consistent behavior, and therefore, they were used for downstream analysis.

The overlap for different silencing conditions and normalization contrasts was visualized using the VennDiagram package (version 1.6.20). The genes, which overlapped for pairs of on‐target siRNAs normalized against either NT or siCTRL#1‐transfected patterns, were subjected to GO analysis of biological processes and Reactome pathway analysis using clusterProfiler (version 3.6.0; Yu *et al*, 2012) and ReactomePA R‐packages (version 3.8; Yu & He, 2016) taking advantage of enrichGO and enrichPathway functions, respectively. All enrichment p‐values in GO analysis were corrected for multiple testing using the Benjamini–Hochberg method, and only genes with adjusted *P*‐value < 0.05 were considered significant. The minimal and maximal sizes of gene clusters were set to 10 and 500, respectively. Redundant terms were removed by means of the simplify function with cutoff 0.6. Gene set enrichment analysis (GSEA) was executed using the clusterProfiler function gseGO with 1000 permutations, Benjamini–Hochberg correction for multiple testing and the sizes of gene clusters were in range of 10–500. Hierarchical clustering of the genes associated with selected Gene Ontology terms was performed on variance‐stabilizing transformed data using Euclidean distances and complete algorithm. Heatmaps were plotted using pheatmap (version 1.0.10, Raivo Kolde (2018); pheatmap: Pretty Heatmaps). All calculations were performed in R version 3.4.4 (https://www.R-project.org).

### Quantitative real‐time PCR (qRT–PCR)

Total RNA was isolated with High Pure Isolation Kit (Roche, 11828665001). For cDNA synthesis random nonamers, oligo(dT)23 and M‐MLV reverse transcriptase (Sigma‐Aldrich, R7647, O4387, and M1302, respectively) were used according to manufacturer's instructions. Expression of genes of interest was measured using primers designed with the NCBI tool (and custom‐synthesized by Sigma‐Aldrich) listed in Appendix Table S2 or the following TaqMan^®^ Gene Expression Assays: Hs99999903_m1 for *ACTB*, Hs00203085_m1 for *VPS4A* and Hs00191617_m1 for *VPS4B* (Thermo Fisher Scientific). The qRT–PCR mixture was performed with the Kapa Sybr Fast qPCR Kit (KapaBiosystems, KK4618) or TaqMan^®^ Gene Expression Master Mix (Thermo Fisher Scientific, 4369016) using a 7900HT Fast Real‐Time PCR thermocycler (Applied Biosystems) with two technical repeats per experimental condition. The data were normalized according to the level of housekeeping genes *ACTB* or *Rpl19* and presented as fold changes.

### Copy number analysis with qPCR

Target (*VPS4B*; assay ID:Hs03033551_cn, *BCL2*; assay ID:Hs01601779_cn) and reference probes (RNaseP—4403326) were selected using the assay search tool on the Thermo Fisher Scientific website. All reactions with TaqMan Copy Number Assays were performed in parallel using the FAM dye label‐based assay for the target of interest and the VIC dye label reference assay. Amplification reactions (5 μl), which were performed in triplicate, consisted of: 40 ng genomic DNA, 1X TaqMan Copy Number Assay, 1X TaqMan Copy Number Reference Assay, RNase P, 1X SensiFAST Probe Hi‐ROX kit (BIO‐82020, Bioline). PCR was performed with an Applied Biosystems HT7900 Real‐Time PCR system using the default universal cycling conditions starting with 95°C for 10 min followed by 40 cycles: 95°C for 15 s, 60°C for 60 s. Data were analyzed with SDS v2.4.1 software (Applied Biosystems). Result export files were opened in CopyCaller™ Software v2.0 for sample copy number analysis by the relative quantitation method.

### Extracellular ATP and HMGB1 assays

1 × 10^5^ of HCT116 *VPS4B* ^−/−^ cells were seeded per well of 12‐well plates and either left non‐transfected or forward‐transfected with siRNAs (control or targeting *VPS4A)*. After 16‐h growth, media were removed and cells were cultured in 0.6 ml of fresh medium for further 52–56 h. Next, media were collected and centrifuged at 300 × g for 10 min, followed by centrifugation at 2,000 × g for 10 min. Media stored at −80°C were used for the following measurements: ATP was quantified using ENLITEN^®^ ATP Assay System (Promega, FF2000) and HMGB1 was quantified using HMGB1 ELISA Kit (Aviva Systems Biology, OKCD04074). All procedures were performed according to the manufacturers’ instructions.

### Flow cytometric analysis

HCT116 *VPS4B* ^−/−^ cells (2 × 10^5^ per well of 6‐well plates) were forward‐transfected with siRNAs or left non‐transfected. For cell surface calreticulin staining, 66 h after transfection cells were harvested with trypsin and centrifuged for 5 min at 200 × g. Cells were blocked (3% FBS in PBS, 10 min, 4°C) and incubated with rabbit anti‐calreticulin antibody (Abcam, ab2097, 1:200, 30 min, 4°C) or rabbit isotype control IgG (Abcam, ab171870, 1:200, 30 min, 4°C) followed by AlexaFluor 647‐conjugated secondary antibody (Thermo Fisher Scientific, A31572, 1:350, 30 min, 4°C). Cell aggregates were removed from analysis by doublet discrimination using FSC‐A versus FSC‐W and SSC‐A versus SSC‐W parameters. To discriminate live and dead cells, DAPI (0.5 μg/ml) was added 5 min before flow cytometry analysis.

For transferrin uptake analysis, 72 h after transfection AlexaFluor 647‐conjugated transferrin (T23366, Thermo Fisher Scientific) was administered to the cell medium (final concentration 25 μg/ml) for 10 min. Then, cells were washed, harvested with trypsin, and washed twice with ice‐cold PBS. After fixing for 15 min in 3.5% paraformaldehyde, cells were washed twice with PBS and analyzed.

For cell cycle analysis, 72 h after siRNA transfection cells were harvested, washed twice with PBS, and fixed for 1 h in ice‐cold 70% ETOH. Washed cells were then incubated in extraction buffer (4 mM citric acid in 0.2 M Na_2_HPO_4_, 5 min at room temperature) followed by staining buffer (3.8 mM sodium citrate, 50 μg/ml propidium iodide, and 0.5 mg/ml RNase A, 30 min at room temperature).

All analyses were performed using BD LSRFortessa flow cytometer (BD Biosciences). A total of 10,000–50,000 cells were counted for each treatment condition. Flow cytometry data were plotted and analyzed by FlowJo (Tree Star Inc.) and ModFit LT (Verity Software House) software.

### Immunofluorescence staining

4.5 × 10^4^ of HCT116 cells were seeded on fibronectin or poly‐L‐lysine (Merck)‐coated coverslips, next day forward‐transfected with control or *VPS4*‐targeting siRNA, incubated for 48–52 h, and stained using one of the following protocols. For cell surface calreticulin staining, a positive control for detection of cell surface calreticulin was HCT116 *VPS4B* ^−/−^ cells treated for 24 h with 2 μM mitoxantrone (Abcam, ab141041). Transfected or mitoxantrone‐treated cells were then fixed for 15 min with 3% paraformaldehyde and blocked with 2% albumin in PBS for 15 min. Next, cells were incubated for 1 h with anti‐calreticulin antibody (Abcam, ab2097, 1:200) followed by incubation with secondary antibody (Thermo Fisher Scientific, A31572, 1:400). For staining of endocytic proteins, after fixation and blocking cells were permeabilized with 0.1% saponin, incubated for 2 h with primary antibodies, followed by 1‐h incubation with secondary antibodies. DAPI or Hoechst 33342 were used for nuclei staining. Coverslips were mounted in Mowiol (Sigma‐Aldrich) or the ProLong Diamond Antifade Mountant (Thermo Fisher Scientific) and imaged using Zeiss LSM710 or Zeiss LSM800 confocal microscopes with 40×/1.30 or 60×/1.40 oil immersion objectives and ZEN 2009 software. Images were processed in ImageJ software with only linear brightness/contrast corrections. Quantitative analysis of endocytic vesicles was performed in ImageJ software. 3D Object Counter plug‐in (Bolte & Cordelieres, 2006) was used to determine the intensities and sizes of the vesicles for *n* > 4 z‐stacks (ca. 30 cells per condition). The high‐intensity EEA1‐positive vesicles were identified manually in the images, and the same intensity‐threshold was used for all the conditions. Results are presented as a percentage of high‐intensity vesicles to all counted vesicles in each *z*‐stack.

### Transfection of mouse CT‐26 cells and collection of cell medium

1.5 × 10^5^ of CT‐26 cells seeded per well of 12‐well plate were reverse‐transfected with siRNA. The following Pre‐Design or custom‐ordered Ambion Silencer Select siRNAs (Thermo Fisher Scientific) were used: non‐targeting siCTRL#1 (4390843); siVPS4A#2 (also named siVps4a#2, since it targets *VPS4A* in human and mouse, s25968), siVPS4A#5 (also named siVps4a#5, since it targets *VPS4A* in human and mouse, sense strand 5′‐>3′ UCAAAGAGAACCAGAGUGATT, antisense strand 5′‐>3′ UCACUCUGGUUCUCUUUGAtt), siVps4b#3 (s231857) and siVps4b#4 (s231858). In control samples, the final concentration of non‐targeting siRNA was 60 nM; 30 nM on‐target siRNA + 30 nM of control siRNA were used for single silencing of *Vps4a* or *Vps4b*; 30 nM of each targeting siRNA was used for simultaneous silencing of *Vps4a+b*. 16 h after transfection, cells were washed with fresh medium. Conditioned cell media were collected 72 h after transfection, centrifuged for 5 min at 200 *g*, and stored at −20°C. Cells were lysed and used for further immunoblotting or qPCR analysis to confirm Vps4a/b protein or mRNA knockdown efficiency (Fig EV5A and B).

### Isolation and treatment of bone marrow‐derived macrophages (BMDMs)

Bone marrow stem cells were isolated from 8‐ to 12‐week‐old female C57BL/6 mice by flushing the bone marrow with PBS. 4.5 × 10^5^ of bone marrow stem cells were seeded in a single well of non‐tissue culture‐treated 12‐well plate and differentiated into macrophages by culturing them for 7 days in RPMI medium (Sigma‐Aldrich, R2405) supplemented with 10% FBS (GE Healthcare, Hyclone, SV30160.03HI) and 10 ng/ml M‐CSF (PeproTech 315‐02) with fresh medium added after 4 days. To activate the M1 or M2 phenotype, differentiated BMDMs were incubated for 24 h in conditioned media (CM). CM was prepared by mixing medium collected from CT‐26 cells (details above) with RPMI medium containing 10% FBS at the ratio 3:1. CM was supplemented with M‐CSF (10 ng/ml). Cell lysates were processed for RNA isolation and qPCR analysis of expression levels of M1/M2 markers.

### Xenografts

All animal work was performed in accordance with the protocol approved by the 2^nd^ Local Ethics Committee for Animal Experimentation in Warsaw (decision no. WAW2/047/2018). The NU/J (nude) athymic mice were purchased from the Jackson Laboratory and maintained in a specific pathogen‐free (SPF) facility. Mice were kept under 12 light/12 dark cycle and housed in individually ventilated cages (Tecniplast). Randomly selected groups of males and females were used. All mice were over 6 weeks of age. For xenograft experiments, the mice were inoculated subcutaneously with 5 × 10^6^ cells (parental HCT116 *VPS4B* ^+/+^ or HCT116 *VPS4B* ^−/−^). Xenograft growth was monitored for 19 days, and then, the mice were sacrificed. In experiments with inducible expression of shRNA, 2 weeks after subcutaneous inoculation of HCT116 cells (*VPS4B* ^−/−^ shVPS4A#1 or *VPS4B* ^−/−^ shCTRL#1) animals were divided into two groups. One group of the tumor‐bearing mice was given doxycycline‐containing water, to induce shRNA expression. The xenograft growth was further monitored for 11 days. Tumor volumes were measured with the Peira TM900 handheld imaging device. In all experiments, a piece (~50 mg) of each tumor sample was frozen separately for further analysis. Randomly selected samples were used for subsequent immunoblotting evaluation of VPS4A knockdown efficiency (using anti‐VPS4A antibody, Sigma‐Aldrich, SAB4200022) or IHC staining of VPS4B (Atlas Antibodies, HPA057649, 1:100, Fig EV1C4 and C5).

### TCGA data analysis

TCGA Pan‐Cancer and TCGA Colorectal Cancer (COADREAD) data were retrieved using Xena browser (https://www.biorxiv.org/content/10.1101/326470v3) and cBioPortal (Gao *et al*, 2013), respectively.

### Immunohistochemistry (IHC) and analyses of human CRC samples

The study protocol for analysis of protein levels of VPS4B and VPS4A in human normal colon and CRC samples was approved by the Bioethics Committee of the Maria Skłodowska‐Curie Institute‐Oncology Centre in Warsaw (decision no. 40/2017). The informed consent was obtained from all subjects. The experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. High‐density tissue microarrays were constructed from formalin‐fixed, paraffin‐embedded diagnostic samples of 100 pairs of treatment‐naïve CRC tissues, and matched normal colon samples from the collection of the Maria Skłodowska‐Curie Institute‐Oncology Centre. IHC was performed using automated immunohistochemical stainer (Dako Denmark A/S) and anti‐VPS4B or anti‐VPS4A antibodies (details above). The EnVision Detection System (Agilent) was used for detection. Samples were reviewed for abundance of VPS4 proteins in normal and neoplastic tissues by two pathologists, who were blinded to outcome. A semi‐quantitative method was applied for IHC evaluation, involving a scoring system based on the staining intensity: 0—no staining; 1—weak, 2—intermediate, and 3—strong staining; staining homogeneity was above 90%.

### qPCR analysis of mRNA level of *VPS4* paralogs in human samples

Samples of adenocarcinoma (*n* = 26), adenoma (*n* = 42), and normal colon had been collected for the purpose of the previous studies (Skrzypczak *et al*, 2010; Mikula *et al*, 2011). To determine *VPS4A* or *VPS4B* transcript abundance, qRT–PCR method with SYBR Green chemistry was applied, as described previously (Skrzypczak *et al*, 2010; Mikula *et al*, 2011). The sequences of primers for *VPS4A* and *VPS4B* (named *VPS4B‐2*) are listed in Appendix Table S2.

### Statistical analysis

At least three independent experiments were performed in each case. Statistical testing was performed using GraphPad Prism 5 or R (version 3.6.0) software. Dunn's test was performed with PMCMR_4.3 package. Data were analyzed for Gaussian distribution with the Kolmogorov–Smirnov test with the Dallal–Wilkinson–Lillie test for corrected *P*‐value. In case of Gaussian distribution, the following parametric two‐tailed tests were used: one‐sample *t*‐test, unpaired *t*‐test, Welch *t*‐test, as appropriate. In case of non‐Gaussian distribution, non‐parametric Wilcoxon signed rank test, Mann–Whitney *U*‐test, or Kruskal–Wallis test (followed by Dunn's multiple comparison *post hoc*) were used. The significance of mean comparison is annotated as follows: ns, non‐significant (*P* ≥ 0.05), *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Exact *P*‐values are provided in the source data for each main figure or in Appendix Table S3 for EV figures. No statistical methods were used to predetermine sample size.

## Author contributions

The research was conceived by ES, MMią and MMik. Funding was acquired by ES and MMią. Experiments were designed and performed mostly by ES with support from PN and crucial help from KK and KG (RNA‐Seq), MMik (RNA‐Seq and TCGA data analysis), ED‐W, AS‐C and MP‐S (immunohistochemistry), MC and AG (animal work), and MB‐O and KP (flow cytometry). The manuscript was written by ES and MMią with input from KK and MMik. Figures were assembled by ES with help of MMik, KK, and KG. ES and MMią supervised the work. All authors approved the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## For more information

(i) http://www.cbioportal.org/

(ii) https://depmap.org/portal/

(iii) https://www.proteinatlas.org/

**The paper explained**

**Problem**

Personalized therapies can improve the outcome of cancer patients. To develop such therapies, novel targets must be identified for selective killing of genetically diverse tumor cells. For example, a gene X cooperates with another gene Y to support the cell's functions in healthy conditions, but partner Y is lost in a cancer cell. Then, the single remaining gene X becomes an “Achilles heel” for the cancer cell since its perturbation will cause cell death. This phenomenon is called synthetic lethality and represents a promising approach for personalized oncology. More pairs of synthetically lethal genes still need to be identified.

**Results**

Here, we showed that the *VPS4B* gene was frequently deleted in many cancer types, including in colorectal cancer, which was reflected by low *VPS4B* mRNA and protein levels in colorectal cancer samples from patients. We further identified the *VPS4A* gene as a synthetic lethal partner for *VPS4B*. We demonstrated that the perturbation of VPS4A protein in a tumor cell with loss or low level of VPS4B induced the death of cells grown *in vitro* and in mice xenografted tumors. Moreover, our study revealed that upon concomitant depletion of VPS4A and VPS4B proteins, dying cancer cells secreted immunomodulatory molecules that mediated inflammatory and anti‐tumor responses.

**Impact**

Our results identify a novel pair of druggable targets for personalized oncology and provide a rationale to develop VPS4 inhibitors for precision therapy of VPS4B‐deficient cancers.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

The RNA‐Seq datasets have been deposited to GEO under the accession number GSE128070 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128070).

## References

[emmm201910812-bib-0001] Alfred V , Vaccari T (2016) When membranes need an ESCRT: endosomal sorting and membrane remodelling in health and disease. Swiss Med Wkly 146: w14347 2763134310.4414/smw.2016.14347

[emmm201910812-bib-0002] Anders S , Pyl PT , Huber W (2015) HTSeq–a Python framework to work with high‐throughput sequencing data. Bioinformatics 31: 166–169 2526070010.1093/bioinformatics/btu638PMC4287950

[emmm201910812-bib-0003] Behan FM , Iorio F , Picco G , Goncalves E , Beaver CM , Migliardi G , Santos R , Rao Y , Sassi F , Pinnelli M *et al* (2019) Prioritization of cancer therapeutic targets using CRISPR‐Cas9 screens. Nature 568: 511–516 3097182610.1038/s41586-019-1103-9

[emmm201910812-bib-0004] Beroukhim R , Mermel CH , Porter D , Wei G , Raychaudhuri S , Donovan J , Barretina J , Boehm JS , Dobson J , Urashima M *et al* (2010) The landscape of somatic copy‐number alteration across human cancers. Nature 463: 899–905 2016492010.1038/nature08822PMC2826709

[emmm201910812-bib-0005] Bishop N , Woodman P (2000) ATPase‐defective mammalian VPS4 localizes to aberrant endosomes and impairs cholesterol trafficking. Mol Biol Cell 11: 227–239 1063730410.1091/mbc.11.1.227PMC14770

[emmm201910812-bib-0006] Bolte S , Cordelieres FP (2006) A guided tour into subcellular colocalization analysis in light microscopy. J Microsc 224: 213–232 1721005410.1111/j.1365-2818.2006.01706.x

[emmm201910812-bib-0007] Christ L , Raiborg C , Wenzel EM , Campsteijn C , Stenmark H (2017) Cellular functions and molecular mechanisms of the ESCRT membrane‐scission machinery. Trends Biochem Sci 42: 42–56 2766964910.1016/j.tibs.2016.08.016

[emmm201910812-bib-0008] Galluzzi L , Buque A , Kepp O , Zitvogel L , Kroemer G (2017) Immunogenic cell death in cancer and infectious disease. Nat Rev Immunol 17: 97–111 2774839710.1038/nri.2016.107

[emmm201910812-bib-0009] Gao J , Aksoy BA , Dogrusoz U , Dresdner G , Gross B , Sumer SO , Sun Y , Jacobsen A , Sinha R , Larsson E *et al* (2013) Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. Sci Signal 6: pl1 2355021010.1126/scisignal.2004088PMC4160307

[emmm201910812-bib-0010] Garg AD , Vandenberk L , Koks C , Verschuere T , Boon L , Van Gool SW , Agostinis P (2016) Dendritic cell vaccines based on immunogenic cell death elicit danger signals and T cell‐driven rejection of high‐grade glioma. Sci Transl Med 8: 328ra327 10.1126/scitranslmed.aae010526936504

[emmm201910812-bib-0011] Garg AD , Agostinis P (2017) Cell death and immunity in cancer: from danger signals to mimicry of pathogen defense responses. Immunol Rev 280: 126–148 2902721810.1111/imr.12574

[emmm201910812-bib-0012] Genard G , Lucas S , Michiels C (2017) Reprogramming of tumor‐associated macrophages with anticancer therapies: radiotherapy versus chemo‐ and immunotherapies. Front Immunol 8: 828 2876993310.3389/fimmu.2017.00828PMC5509958

[emmm201910812-bib-0013] Gingras MC , Kazan JM , Pause A (2017) Role of ESCRT component HD‐PTP/PTPN23 in cancer. Biochem Soc Trans 45: 845–854 2862004610.1042/BST20160332

[emmm201910812-bib-0014] Guzman C , Bagga M , Kaur A , Westermarck J , Abankwa D (2014) ColonyArea: an ImageJ plugin to automatically quantify colony formation in clonogenic assays. PLoS ONE 9: e92444 2464735510.1371/journal.pone.0092444PMC3960247

[emmm201910812-bib-0015] Han H , Hill CP (2019) Structure and mechanism of the ESCRT pathway AAA+ ATPase Vps4. Biochem Soc Trans 47: 37–45 3064713810.1042/BST20180260PMC6393862

[emmm201910812-bib-0016] Hartmann C , Chami M , Zachariae U , de Groot BL , Engel A , Grutter MG (2008) Vacuolar protein sorting: two different functional states of the AAA‐ATPase Vps4p. J Mol Biol 377: 352–363 1827217910.1016/j.jmb.2008.01.010

[emmm201910812-bib-0017] Henne WM , Stenmark H , Emr SD (2013) Molecular mechanisms of the membrane sculpting ESCRT pathway. Cold Spring Harb Perspect Biol 5: a016766 2400321210.1101/cshperspect.a016766PMC3753708

[emmm201910812-bib-0018] Huiping C , Eiriksdottir G , Sigurdsson A , Sigurgeirsdottir JR , Barkardottir RB , Egilsson V , Ingvarsson S (1998) High frequency of LOH at chromosome 18q in human breast cancer: association with high S‐phase fraction and low progesterone receptor content. Anticancer Res 18: 1031–1036 9615760

[emmm201910812-bib-0019] Hurley JH (2015) ESCRTs are everywhere. EMBO J 34: 2398–2407 2631119710.15252/embj.201592484PMC4601661

[emmm201910812-bib-0020] Huttlin EL , Ting L , Bruckner RJ , Gebreab F , Gygi MP , Szpyt J , Tam S , Zarraga G , Colby G , Baltier K *et al* (2015) The BioPlex network: a systematic exploration of the human interactome. Cell 162: 425–440 2618619410.1016/j.cell.2015.06.043PMC4617211

[emmm201910812-bib-0021] Huttlin EL , Bruckner RJ , Paulo JA , Cannon JR , Ting L , Baltier K , Colby G , Gebreab F , Gygi MP , Parzen H *et al* (2017) Architecture of the human interactome defines protein communities and disease networks. Nature 545: 505–509 2851444210.1038/nature22366PMC5531611

[emmm201910812-bib-0022] Inoue M , Kamikubo H , Kataoka M , Kato R , Yoshimori T , Wakatsuki S , Kawasaki M (2008) Nucleotide‐dependent conformational changes and assembly of the AAA ATPase SKD1/VPS4B. Traffic 9: 2180–2189 1879600910.1111/j.1600-0854.2008.00831.x

[emmm201910812-bib-0023] Jiang D , Hu B , Wei L , Xiong Y , Wang G , Ni T , Zong C , Ni R , Lu C (2015) High expression of vacuolar protein sorting 4B (VPS4B) is associated with accelerated cell proliferation and poor prognosis in human hepatocellular carcinoma. Pathol Res Pract 211: 240–247 2554789910.1016/j.prp.2014.11.013

[emmm201910812-bib-0024] Keestra‐Gounder AM , Byndloss MX , Seyffert N , Young BM , Chavez‐Arroyo A , Tsai AY , Cevallos SA , Winter MG , Pham OH , Tiffany CR *et al* (2016) NOD1 and NOD2 signalling links ER stress with inflammation. Nature 532: 394–397 2700784910.1038/nature17631PMC4869892

[emmm201910812-bib-0025] Kepp O , Senovilla L , Vitale I , Vacchelli E , Adjemian S , Agostinis P , Apetoh L , Aranda F , Barnaba V , Bloy N *et al* (2014) Consensus guidelines for the detection of immunogenic cell death. Oncoimmunology 3: e955691 2594162110.4161/21624011.2014.955691PMC4292729

[emmm201910812-bib-0026] Kluth M , Graunke M , Moller‐Koop C , Hube‐Magg C , Minner S , Michl U , Graefen M , Huland H , Pompe R , Jacobsen F *et al* (2016) Deletion of 18q is a strong and independent prognostic feature in prostate cancer. Oncotarget 7: 86339–86349 2786115110.18632/oncotarget.13404PMC5349918

[emmm201910812-bib-0027] Koo GB , Morgan MJ , Lee DG , Kim WJ , Yoon JH , Koo JS , Kim SI , Kim SJ , Son MK , Hong SS *et al* (2015) Methylation‐dependent loss of RIP3 expression in cancer represses programmed necrosis in response to chemotherapeutics. Cell Res 25: 707–725 2595266810.1038/cr.2015.56PMC4456623

[emmm201910812-bib-0028] Lin HH , Li X , Chen JL , Sun X , Cooper FN , Chen YR , Zhang W , Chung Y , Li A , Cheng CT *et al* (2012) Identification of an AAA ATPase VPS4B‐dependent pathway that modulates epidermal growth factor receptor abundance and signaling during hypoxia. Mol Cell Biol 32: 1124–1138 2225232310.1128/MCB.06053-11PMC3295017

[emmm201910812-bib-0029] Liu Y , Lv L , Xue Q , Wan C , Ni T , Chen B , Zhou Y , Ni R , Mao G (2013) Vacuolar protein sorting 4B, an ATPase protein positively regulates the progression of NSCLC via promoting cell division. Mol Cell Biochem 381: 163–171 2373713310.1007/s11010-013-1699-2

[emmm201910812-bib-0030] Lord CJ , Ashworth A (2017) PARP inhibitors: synthetic lethality in the clinic. Science 355: 1152–1158 2830282310.1126/science.aam7344PMC6175050

[emmm201910812-bib-0031] Love MI , Huber W , Anders S (2014) Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq2. Genome Biol 15: 550 2551628110.1186/s13059-014-0550-8PMC4302049

[emmm201910812-bib-0032] Maminska A , Bartosik A , Banach‐Orlowska M , Pilecka I , Jastrzebski K , Zdzalik‐Bielecka D , Castanon I , Poulain M , Neyen C , Wolinska‐Niziol L *et al* (2016) ESCRT proteins restrict constitutive NF‐kappaB signaling by trafficking cytokine receptors. Sci Signal 9: ra8 2678745210.1126/scisignal.aad0848

[emmm201910812-bib-0033] Manteghi S , Gingras MC , Kharitidi D , Galarneau L , Marques M , Yan M , Cencic R , Robert F , Paquet M , Witcher M *et al* (2016) Haploinsufficiency of the ESCRT Component HD‐PTP Predisposes to Cancer. Cell Rep 15: 1893–1900 2721075010.1016/j.celrep.2016.04.076

[emmm201910812-bib-0034] Mattissek C , Teis D (2014) The role of the endosomal sorting complexes required for transport (ESCRT) in tumorigenesis. Mol Membr Biol 31: 111–119 2464149310.3109/09687688.2014.894210PMC4059258

[emmm201910812-bib-0035] McCullough J , Frost A , Sundquist WI (2018) Structures, functions, and dynamics of ESCRT‐III/Vps4 membrane remodeling and fission complexes. Annu Rev Cell Dev Biol 34: 85–109 3009529310.1146/annurev-cellbio-100616-060600PMC6241870

[emmm201910812-bib-0036] McDonald ER III , de Weck A , Schlabach MR , Billy E , Mavrakis KJ , Hoffman GR , Belur D , Castelletti D , Frias E , Gampa K *et al* (2017) Project DRIVE: a compendium of cancer dependencies and synthetic lethal relationships uncovered by large‐scale, deep RNAi screening. Cell 170: 577–592.e5102875343110.1016/j.cell.2017.07.005

[emmm201910812-bib-0037] Messmer MN , Snyder AG , Oberst A (2019) Comparing the effects of different cell death programs in tumor progression and immunotherapy. Cell Death Differ 26: 115–129 3034142410.1038/s41418-018-0214-4PMC6294769

[emmm201910812-bib-0038] Mierzwa BE , Chiaruttini N , Redondo‐Morata L , von Filseck JM , Konig J , Larios J , Poser I , Muller‐Reichert T , Scheuring S , Roux A *et al* (2017) Dynamic subunit turnover in ESCRT‐III assemblies is regulated by Vps4 to mediate membrane remodelling during cytokinesis. Nat Cell Biol 19: 787–798 2860467810.1038/ncb3559PMC5493987

[emmm201910812-bib-0039] Mihaly SR , Sakamachi Y , Ninomiya‐Tsuji J , Morioka S (2017) Noncanocial cell death program independent of caspase activation cascade and necroptotic modules is elicited by loss of TGFbeta‐activated kinase 1. Sci Rep 7: 2918 2859289210.1038/s41598-017-03112-1PMC5462742

[emmm201910812-bib-0040] Mikula M , Rubel T , Karczmarski J , Goryca K , Dadlez M , Ostrowski J (2011) Integrating proteomic and transcriptomic high‐throughput surveys for search of new biomarkers of colon tumors. Funct Integr Genomics 11: 215–224 2106103610.1007/s10142-010-0200-5

[emmm201910812-bib-0041] Montico B , Lapenta C , Ravo M , Martorelli D , Muraro E , Zeng B , Comaro E , Spada M , Donati S , Santini SM *et al* (2017) Exploiting a new strategy to induce immunogenic cell death to improve dendritic cell‐based vaccines for lymphoma immunotherapy. Oncoimmunology 6: e1356964 2914761410.1080/2162402X.2017.1356964PMC5674955

[emmm201910812-bib-0042] Moriwaki K , Bertin J , Gough PJ , Orlowski GM , Chan FK (2015) Differential roles of RIPK1 and RIPK3 in TNF‐induced necroptosis and chemotherapeutic agent‐induced cell death. Cell Death Dis 6: e1636 2567529610.1038/cddis.2015.16PMC4669795

[emmm201910812-bib-0043] Nguyen HT , Duong HQ (2018) The molecular characteristics of colorectal cancer: implications for diagnosis and therapy. Oncol Lett 16: 9–18 2992838110.3892/ol.2018.8679PMC6006272

[emmm201910812-bib-0044] Ogunbiyi OA , Goodfellow PJ , Herfarth K , Gagliardi G , Swanson PE , Birnbaum EH , Read TE , Fleshman JW , Kodner IJ , Moley JF (1998) Confirmation that chromosome 18q allelic loss in colon cancer is a prognostic indicator. J Clin Oncol 16: 427–433 946932510.1200/JCO.1998.16.2.427

[emmm201910812-bib-0045] Olmos Y , Carlton JG (2016) The ESCRT machinery: new roles at new holes. Curr Opin Cell Biol 38: 1–11 2677524310.1016/j.ceb.2015.12.001PMC5023845

[emmm201910812-bib-0046] O'Neil NJ , Bailey ML , Hieter P (2017) Synthetic lethality and cancer. Nat Rev Genet 18: 613–623 2864913510.1038/nrg.2017.47

[emmm201910812-bib-0047] Perkins ND , Gilmore TD (2006) Good cop, bad cop: the different faces of NF‐kappaB. Cell Death Differ 13: 759–772 1641080310.1038/sj.cdd.4401838

[emmm201910812-bib-0048] Pohler R , Krahn JH , van den Boom J , Dobrynin G , Kaschani F , Eggenweiler HM , Zenke FT , Kaiser M , Meyer H (2018) A non‐competitive inhibitor of VCP/p97 and VPS4 reveals conserved allosteric circuits in type I and II AAA ATPases. Angew Chem Int Ed Engl 57: 1576–1580 2927111610.1002/anie.201711429

[emmm201910812-bib-0049] Radhakrishnan SK , Kamalakaran S (2006) Pro‐apoptotic role of NF‐kappaB: implications for cancer therapy. Biochim Biophys Acta 1766: 53–62 1656363510.1016/j.bbcan.2006.02.001

[emmm201910812-bib-0050] Rodahl LM , Haglund K , Sem‐Jacobsen C , Wendler F , Vincent JP , Lindmo K , Rusten TE , Stenmark H (2009) Disruption of Vps4 and JNK function in Drosophila causes tumour growth. PLoS ONE 4: e4354 1919450110.1371/journal.pone.0004354PMC2632753

[emmm201910812-bib-0051] Ryan CJ , Bajrami I , Lord CJ (2018) Synthetic lethality and cancer – penetrance as the major barrier. Trends Cancer 4: 671–683 3029235110.1016/j.trecan.2018.08.003

[emmm201910812-bib-0052] Sadler JBA , Wenzel DM , Williams LK , Guindo‐Martinez M , Alam SL , Mercader JM , Torrents D , Ullman KS , Sundquist WI , Martin‐Serrano J (2018) A cancer‐associated polymorphism in ESCRT‐III disrupts the abscission checkpoint and promotes genome instability. Proc Natl Acad Sci USA 115: E8900–E8908 3018129410.1073/pnas.1805504115PMC6156662

[emmm201910812-bib-0053] Scheuring S , Rohricht RA , Schoning‐Burkhardt B , Beyer A , Muller S , Abts HF , Kohrer K (2001) Mammalian cells express two VPS4 proteins both of which are involved in intracellular protein trafficking. J Mol Biol 312: 469–480 1156391010.1006/jmbi.2001.4917

[emmm201910812-bib-0054] Schneider CA , Rasband WS , Eliceiri KW (2012) NIH Image to ImageJ: 25 years of image analysis. Nat Methods 9: 671–675 2293083410.1038/nmeth.2089PMC5554542

[emmm201910812-bib-0055] Schoneberg J , Lee IH , Iwasa JH , Hurley JH (2017) Reverse‐topology membrane scission by the ESCRT proteins. Nat Rev Mol Cell Biol 18: 5–17 2770324310.1038/nrm.2016.121PMC5198518

[emmm201910812-bib-0056] Scott A , Chung HY , Gonciarz‐Swiatek M , Hill GC , Whitby FG , Gaspar J , Holton JM , Viswanathan R , Ghaffarian S , Hill CP *et al* (2005) Structural and mechanistic studies of VPS4 proteins. EMBO J 24: 3658–3669 1619306910.1038/sj.emboj.7600818PMC1276703

[emmm201910812-bib-0057] Sheffer M , Bacolod MD , Zuk O , Giardina SF , Pincas H , Barany F , Paty PB , Gerald WL , Notterman DA , Domany E (2009) Association of survival and disease progression with chromosomal instability: a genomic exploration of colorectal cancer. Proc Natl Acad Sci USA 106: 7131–7136 1935947210.1073/pnas.0902232106PMC2678450

[emmm201910812-bib-0058] Shen JP , Zhao D , Sasik R , Luebeck J , Birmingham A , Bojorquez‐Gomez A , Licon K , Klepper K , Pekin D , Beckett AN *et al* (2017) Combinatorial CRISPR‐Cas9 screens for *de novo* mapping of genetic interactions. Nat Methods 14: 573–576 2831911310.1038/nmeth.4225PMC5449203

[emmm201910812-bib-0059] Skrzypczak M , Goryca K , Rubel T , Paziewska A , Mikula M , Jarosz D , Pachlewski J , Oledzki J , Ostrowski J (2010) Modeling oncogenic signaling in colon tumors by multidirectional analyses of microarray data directed for maximization of analytical reliability. PLoS ONE 5: e1309110.1371/journal.pone.0013091PMC294850020957034

[emmm201910812-bib-0060] Strozyk E , Poppelmann B , Schwarz T , Kulms D (2006) Differential effects of NF‐kappaB on apoptosis induced by DNA‐damaging agents: the type of DNA damage determines the final outcome. Oncogene 25: 6239–6251 1670295410.1038/sj.onc.1209655

[emmm201910812-bib-0061] Sun S , Li L , Yang F , Wang X , Fan F , Yang M , Chen C , Li X , Wang HW , Sui SF (2017) Cryo‐EM structures of the ATP‐bound Vps 4(E233Q) hexamer and its complex with Vta1 at near‐atomic resolution. Nat Commun 8: 16064 2871446710.1038/ncomms16064PMC5520056

[emmm201910812-bib-0062] Sunamura M , Lefter LP , Duda DG , Morita R , Inoue H , Yokoyama T , Yatsuoka T , Abe T , Egawa S , Furukawa T *et al* (2004) The role of chromosome 18 abnormalities in the progression of pancreatic adenocarcinoma. Pancreas 28: 311–316 1508497810.1097/00006676-200404000-00019

[emmm201910812-bib-0063] Szymanska E , Budick‐Harmelin N , Miaczynska M (2018) Endosomal “sort” of signaling control: the role of ESCRT machinery in regulation of receptor‐mediated signaling pathways. Semin Cell Dev Biol 74: 11–20 2879783710.1016/j.semcdb.2017.08.012

[emmm201910812-bib-0064] Takebayashi S , Ogawa T , Jung KY , Muallem A , Mineta H , Fisher SG , Grenman R , Carey TE (2000) Identification of new minimally lost regions on 18q in head and neck squamous cell carcinoma. Cancer Res 60: 3397–3403 10910046

[emmm201910812-bib-0065] Takei K , Kohno T , Hamada K , Takita J , Noguchi M , Matsuno Y , Hirohashi S , Uezato H , Yokota J (1998) A novel tumor suppressor locus on chromosome 18q involved in the development of human lung cancer. Cancer Res 58: 3700–3705 9721881

[emmm201910812-bib-0066] Tang J , Ji L , Wang Y , Huang Y , Yin H , He Y , Liu J , Miao X , Wu Y , Xu X *et al* (2015) Cell adhesion down‐regulates the expression of vacuolar protein sorting 4B (VPS4B) and contributes to drug resistance in multiple myeloma cells. Int J Hematol 102: 25–34 2580484110.1007/s12185-015-1783-3

[emmm201910812-bib-0067] Vandenberk L , Belmans J , Van Woensel M , Riva M , Van Gool SW (2015) Exploiting the immunogenic potential of cancer cells for improved dendritic cell vaccines. Front Immunol 6: 663 2683474010.3389/fimmu.2015.00663PMC4712296

[emmm201910812-bib-0068] Vasaikar S , Huang C , Wang X , Petyuk VA , Savage SR , Wen B , Dou Y , Zhang Y , Shi Z , Arshad OA *et al* (2019) Proteogenomic analysis of human colon cancer reveals new therapeutic opportunities. Cell 177: 1035–1049.e10193103100310.1016/j.cell.2019.03.030PMC6768830

[emmm201910812-bib-0069] Vietri M , Schink KO , Campsteijn C , Wegner CS , Schultz SW , Christ L , Thoresen SB , Brech A , Raiborg C , Stenmark H (2015) Spastin and ESCRT‐III coordinate mitotic spindle disassembly and nuclear envelope sealing. Nature 522: 231–235 2604071210.1038/nature14408

[emmm201910812-bib-0070] Wang Q , Ju X , Wang J , Fan Y , Ren M , Zhang H (2018) Immunogenic cell death in anticancer chemotherapy and its impact on clinical studies. Cancer Lett 438: 17–23 3021756310.1016/j.canlet.2018.08.028

[emmm201910812-bib-0071] Wei JX , Lv LH , Wan YL , Cao Y , Li GL , Lin HM , Zhou R , Shang CZ , Cao J , He H *et al* (2015) Vps4A functions as a tumor suppressor by regulating the secretion and uptake of exosomal microRNAs in human hepatoma cells. Hepatology 61: 1284–1294 2550367610.1002/hep.27660PMC4511093

[emmm201910812-bib-0072] West AP , Khoury‐Hanold W , Staron M , Tal MC , Pineda CM , Lang SM , Bestwick M , Duguay BA , Raimundo N , MacDuff DA *et al* (2015) Mitochondrial DNA stress primes the antiviral innate immune response. Nature 520: 553–557 2564296510.1038/nature14156PMC4409480

[emmm201910812-bib-0073] Xiao J , Xia H , Yoshino‐Koh K , Zhou J , Xu Z (2007) Structural characterization of the ATPase reaction cycle of endosomal AAA protein Vps4. J Mol Biol 374: 655–670 1794974710.1016/j.jmb.2007.09.067PMC2693005

[emmm201910812-bib-0074] Yatim N , Jusforgues‐Saklani H , Orozco S , Schulz O , Barreira da Silva R , Reis e Sousa C , Green DR , Oberst A , Albert ML (2015) RIPK1 and NF‐kappaB signaling in dying cells determines cross‐priming of CD8(+) T cells. Science 350: 328–334 2640522910.1126/science.aad0395PMC4651449

[emmm201910812-bib-0075] Yu G , Wang LG , Han Y , He QY (2012) clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS 16: 284–287 2245546310.1089/omi.2011.0118PMC3339379

[emmm201910812-bib-0076] Yu G , He QY (2016) ReactomePA: an R/Bioconductor package for reactome pathway analysis and visualization. Mol BioSyst 12: 477–479 2666151310.1039/c5mb00663e

[emmm201910812-bib-0077] Zhang Y , Li W , Chu M , Chen H , Yu H , Fang C , Sun N , Wang Q , Luo T , Luo K *et al* (2016) The AAA ATPase Vps4 plays important roles in Candida albicans hyphal formation and is inhibited by DBeQ. Mycopathologia 181: 329–339 2670022210.1007/s11046-015-9979-x

# Supplementary material for: Synthetic lethality between VPS4A and VPS4B triggers an inflammatory response in colorectal cancer
**Source:** EMBO Mol Med. 2020 Jan 13;12(2):e10812. doi: 10.15252/emmm.201910812
**Supplement:** Supplementary file 8 — Source Data for Figure 2

**Synthetic lethality between VPS4A and VPS4B triggers**

**an inflammatory response in colorectal cancer**

**Ewelina Szymańska et al.**

**Source data for Fig. 2**

**Table of contents:**

1. File **“Szymanska et al Fig 2 statistics”** contains exact p-values for data in Fig. 2
2. File  **“Szymanska et al Fig 2F WB source data”** contains uncropped immunoblot images from Fig. 2F

# Supplementary material for: Synthetic lethality between VPS4A and VPS4B triggers an inflammatory response in colorectal cancer
**Source:** EMBO Mol Med. 2020 Jan 13;12(2):e10812. doi: 10.15252/emmm.201910812
**Supplement:** Supplementary file 9 — Source Data for Figure 3

**Synthetic lethality between VPS4A and VPS4B triggers**

**an inflammatory response in colorectal cancer**

**Ewelina Szymańska et al.**

**Source data for Fig. 3**

**Table of contents:**

1. File **“Szymanska et al Fig 3B statistics”** contains exact p-values for data in Fig. 3B
2. File  **“Szymanska et al Fig 3C WB source data”** contains uncropped immunoblot images from Fig. 3C

# Supplementary material for: Synthetic lethality between VPS4A and VPS4B triggers an inflammatory response in colorectal cancer
**Source:** EMBO Mol Med. 2020 Jan 13;12(2):e10812. doi: 10.15252/emmm.201910812
**Supplement:** Supplementary file 10 — Source Data for Figure 5

**Synthetic lethality between VPS4A and VPS4B triggers**

**an inflammatory response in colorectal cancer**

**Ewelina Szymańska et al.**

**Source data for Fig. 5**

**Table of contents:**

1. File **“Szymanska et al Fig 5 statistics”** contains exact p-values for data in Fig. 5
2. File  **“Szymanska et al Fig 5A WB source data”** contains uncropped immunoblot images from Fig. 5A
3. File **“Szymanska et al Fig 5A WB source data”** contains uncropped immunoblot images from Fig. 5C

How the deposited data were processed for this re-analysis (not part of the article)

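RNA from HCT116 cells was sequenced 72 h after siRNA transfection in 38 libraries of 9 conditions. These were NT, siCTRL#1, siCTRL#2, siVPS4A#1, siVPS4A#2, siVPS4B#1, siVPS4B#2, siVPS4A+B#1 (siVPS4A#2 with siVPS4B#1) and siVPS4A+B#2 (siVPS4A#1 with siVPS4B#2), with 5 libraries each for siCTRL#1 and siVPS4A#1 and 4 for every other condition. Conditions and replicate numbers follow the sample labels and the paper's methods.

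The authors amplified the transcripts with an Ion AmpliSeq panel, sequenced the libraries on an Ion Proton instrument, aligned the reads to the transcripts of the panel with the Torrent Mapping Alignment Program and counted them with HTSeq-count. The deposited values are a signal, the share of each library's reads over the listed genes that falls on a gene, so that each library sums to 1. How the authors turned counts into shares and by which rule the 12627 genes were kept is not stated in the paper's text. The paper's methods use genes with at least 10 reads across conditions and exclude non-protein-coding genes. All 12627 identifiers are RefSeq identifiers of messenger RNAs, and the gene with the fewest reads had 37 over all libraries.

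The share of 1 read was found in each library as the step of which the low values are whole multiples, and reads per gene were recovered by dividing by it. All low values of every library were whole multiples of the step. Of all values, 49.3% are printed with enough digits to place them well within 1 read, and 100% of these were whole. The total reads per library ranged from 669257 to 11035293, and 37 of the 38 libraries held at least 5090666. A level resting on 3 reads or fewer was taken as being at the floor, and such limits cover counting error only, since amplified reads are not independent molecules. No library was left out of the results reported at the claims.

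Because the deposited values are normalized, the tests were made with limma on log2 values and not with the edgeR quasi-likelihood test first chosen on the assumption of counts. Reads were scaled to reads per 1000000 with edgeR's TMM factors, 1 was added, and log2 was taken. The model held the 9 conditions and the replicate number as a block, with an intensity trend in the variance, over all 12627 genes. P-values were adjusted by the Benjamini-Hochberg method over these genes in each comparison. A gene was called up- or downregulated by a target when its fold change was at least 1.5 and its adjusted p under 0.05 in all 4 comparisons of the 2 duplexes with NT and siCTRL#1. Fold changes are on the scale of reads per 1000000 after adding 1, which draws the values of genes with few reads toward 0. The interaction of VPS4A and VPS4B silencing was tested by subtracting both single silencing effects of the same duplexes from the effect of the pair. Single genes were also compared by exact permutation tests on log2 values.

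Members of the 2 GO terms, inflammatory response and positive regulation of programmed cell death, were taken from Dataset EV3 and tested by a one-sided Fisher's exact test against the 12627 genes, by fgsea with genes ranked by log2 fold change, and by limma's camera. Camera was run with its default correlation between genes, so its p-values may be too small for genes that move together. Hierarchical clustering, principal components and sample distances used DESeq2's variance-stabilizing transformation. Lists of genes for 11 pathways or functions were chosen before the data were examined, as were the thresholds, the alternatives and the tests for counts. Excepted are the alternatives named in the text as chosen after seeing the data. Among the lists are the 6 inflammatory and 3 cell death genes that the paper names as upregulated in these same libraries. Their rise is therefore no separate evidence. The NF-κB list holds some of them, and the list for RIPK1 signaling and death receptors holds BIRC3. Genes were named by a rule: those the paper names, members of these lists, and the 5 genes with the largest mean log2 fold change in each set of changed genes. Lists of other histone genes and of ATF4 targets were drawn up after the genes with the largest changes were seen. Symbols came from the RefSeq table for 12474 genes and from the paper's datasets for 9 more, and coordinates from the GRCh37 annotation. GO terms other than these 2 and the Reactome pathways were not analysed here.

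Alternatives were DESeq2 on the recovered reads, no replicate block, other scalings, a filter on low counts, limma's treat, other thresholds, other controls, the mean of both duplexes, fits on the compared conditions only, and fits without each replicate. Chosen after seeing the data were edgeR's quasi-likelihood test on the recovered reads, a pseudocount of 0.1, limma's array weights, variance-stabilized counts, and fits without the library labelled siVPS4A#1 replicate 2 or without siCTRL#1 replicate 4. The tests were checked on simulated reads for 12627 genes, in which limma called 95% of 100 raised genes and 91% of 100 lowered genes, with 0 wrong calls among 12427 unchanged genes. In the same simulation limma's treat called 41% of the raised genes, and the interaction was called for 79% of them. The simulated changes fell on genes with ample reads and were the same in both duplex pairs. No effects of single silencing, duplex or replicate number were simulated, nor a library like the one labelled siVPS4A#1 replicate 2. These shares therefore do not give the error rates in the real data.

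The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.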

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

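The tests of mislabelling, of a mixture and of low depth for the library labelled siVPS4A#1 replicate 2, those that left this library out, the test of scaling behind the downregulated genes and the comparison of G2/M genes between the VPS4A duplexes were chosen only after the result was seen. In 117 groups of 4 or 5 libraries, 14 had a library far from the others, where about 5.85 would be so by chance. Of the 14, 8 come from the same library.

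That library is the one labelled siVPS4A#1 replicate 2. It held 669257 reads, and the other siVPS4A#1 libraries held between 7453670 and 8626787. Its reads per 1000000 were 11.4 for VPS4A (1.65 to 3.51 in the others), 16.1 for CXCL2 (0.492 to 1.22), 304 for CXCL8 (2.34 to 4.43), 495 for IL18 (133 to 197), 372 for NFKBIA (68.2 to 88.3), 14.5 for TNFAIP3 (0.632 to 2.34) and 274 for BIRC3 (5.06 to 10.9). Low depth was tested on VPS4B, of which it held 1 read where 18.8 were expected at its depth. In 400000 draws at that depth, 0 held so few, so counting error at that depth does not account for it. The draws cover counting error only, VPS4B was picked because its count was low, and a library made from few molecules is not excluded by them. Reads from another sample or a mixed sample were tested by thinning the other siVPS4A#1 libraries to its depth. Its correlation with them was at most 0.872 across genes, and theirs with each other was at least 0.939, a result in line with such a source. A mislabelled sample was tested by its profile relative to the mean of the other 37 libraries. That profile had an r of -0.094 with the other siVPS4A#1 libraries and of 0.722 with siVPS4A+B#1, the highest of the 9 conditions. A mixture of siVPS4A#1 with 1 other condition was fitted by maximum likelihood. It fitted best with siVPS4A+B#1 and then held 0% of siVPS4A#1, where the siVPS4A+B#1 libraries, fitted in the same way at the same depth, held 0% to 16.9% and the other siVPS4A#1 libraries at least 94.2%. A large share of siVPS4A#1 is thus excluded. A mislabelled siVPS4A+B#1 sample and reads carried over from one remain candidate explanations, and these tests cannot tell them apart. The siVPS4A#1 duplex as such is not a candidate, since the other 4 libraries with it lack these changes. All values drawn from siVPS4A#1, among them those of the interaction with siVPS4A+B#2, include this library unless stated.

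In the 6 other groups a single value lay apart. CXCL8 was at 4.55 reads per 1000000 in NT replicate 1 (1.18 to 1.51 in the others), at 5.21 in siVPS4B#1 replicate 3 (7.06 to 7.42) and at 56.9 in siVPS4A+B#2 replicate 3 (at least 98.2). BIK was at 10.3 in siCTRL#2 replicate 1 (18.3 to 19.6), RIPK1 at 27.4 in siVPS4A#2 replicate 4 (38.1 to 39.7) and IL18 at 291 in siVPS4B#2 replicate 2 (179 to 186). Their number is about what chance gives, and no explanation was tested for them, technical or biological.

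The paper reports the upregulated genes, and 442 genes were downregulated by VPS4A+B depletion in all 4 comparisons. Library depth was tested by thinning 37 libraries, without the library labelled siVPS4A#1 replicate 2, to 5090666 reads each. This gave 510 downregulated genes, against 525 with the same libraries not thinned. With the 10 genes with the most reads removed, 459 were downregulated. With library size in place of the TMM factors there were 656, but this scaling moves all genes down and can hardly lower the count, so it does not test whether scaling accounts for it. Among 100 splits of the libraries into groups of the same sizes within replicate numbers, 1 gave as many downregulated genes, the real one, and the highest count of the others was 0. GC content and gene length were not tested. Depth and a few abundant genes do not account for the count, while scaling between libraries remains as an explanation of part of it beside an effect of VPS4A+B depletion.

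VPS4B depletion downregulated 60 genes. Of 100 splits of the NT, siCTRL#1 and siVPS4B libraries, 2 gave as many, the real one included, and the other reached 63. For the 48 upregulated genes the share was 1 of 100, with 47 genes in the highest of the other splits, and the median of the other splits was 0 in both cases.

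The siCTRL#2 control, which the paper set aside, differed from NT in 1886 genes and from siCTRL#1 in 1946. When 37 libraries were thinned to the same depth, the lower of the 2 counts was 2119, against 2093 with the same libraries not thinned, so unequal depth was not the source. With NT, 1 of 8 label swaps within replicate numbers gave as many genes, the real one, and 9 genes was the highest of the others. With siCTRL#1 it was 1 of 16. There 1756 genes were found with all 4 shared labels swapped, which is nearly the real grouping mirrored, and at most 35 in the rest. With 8 or 16 swaps no share can fall under 0.05 whatever the data show, so these swaps decide nothing. The siCTRL#1 and NT conditions differed in 926 genes, and in 925 without the 10 genes with the most reads. Here too 1 of 16 swaps gave as many, with 692 genes in the near mirror image and at most 2 in the rest. Transfection as such cannot give the difference between siCTRL#1 and siCTRL#2, both transfected. The lowest distance between a siCTRL#1 and a siCTRL#2 library was 51.9. The highest was 47.1 among siCTRL#1 libraries and 48.6 among siCTRL#2 libraries. These distances argue against variation between single libraries as the source of that difference, while off-target effects of a duplex remain. The siVPS4A#2 and siCTRL#1 conditions differed from each other in 9 genes and from NT in 803 and 926, so a shift shared by transfected cells may account for the difference from NT, though a deviation of the NT libraries would look the same.

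Between siVPS4A#1 and siCTRL#1, 2433 genes changed, a count that the paper's text does not give. The paper's Appendix was not examined. The count includes the library labelled siVPS4A#1 replicate 2, without which 2781 genes changed. No gene was upregulated in all 4 comparisons of VPS4A depletion (0 at an unadjusted p under 0.05 as well). Leaving that library out again gave 0 (0 at an unadjusted p under 0.05). The test could hardly have come out otherwise, since a gene must also be raised by siVPS4A#2. The count of 0 with and without the library therefore decides nothing on its low depth. The possibility that the duplexes raise different genes was tested by counting those raised by siVPS4A#2 against both controls, and there were 0 (2 at an unadjusted p under 0.05). The splits of the libraries say nothing on this count, since a count of 0 is reached by 100 of 100 splits. For the gene downregulated by VPS4A depletion, VPS4A, 1 of 100 splits gave as many. Between siVPS4A#1 and siVPS4A#2, 2558 genes changed, and 1 of 16 swaps gave as many, with 2053 in the near mirror image and at most 1651 in the rest, and 16 swaps are too few to decide.

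G2/M genes fell after siVPS4A#1 transfection, with a median log2 fold change of -1.87 against siCTRL#1 and all 20 genes lower, while the median with siVPS4A#2 was 0.10 with 4 of 20 lower. The difference between the duplexes had a camera p of 8.1e-26. Without the library labelled siVPS4A#1 replicate 2 the median with siVPS4A#1 was -2.07, so that library does not carry the change. The change may belong to 1 duplex. Residual VPS4A was 1.63% of NT with siVPS4A#1, that library included, and 3.16% with siVPS4A#2, and the design cannot separate an off-target effect of siVPS4A#1 from a stronger depletion.

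Among genes the paper does not discuss, 10 of 17 cholesterol synthesis genes were upregulated in all 4 comparisons of VPS4A+B depletion (12 when adjusted over the list alone). The highest camera p adjusted over the lists was 4.67e-07, and at least 16 of the 17 genes were higher in each comparison. The median log2 fold change was 1.14, and 1.08 and 1.00 with upper-quartile and library-size scaling. The controls were not level for these genes, since siCTRL#1 raised them over NT by a median of 0.48. Of 20 G2/M genes, 15 were downregulated in all 4 comparisons (17 when adjusted over the list alone), with a highest adjusted camera p of 2.53e-07 and 20 of 20 genes lower in each comparison. Their median was -1.11, and -1.17 and -1.24 with the other scalings. By flow cytometry the paper reports an arrest in G2/M when VPS4A was silenced in HCT116 cells with VPS4B knocked out. That result measures the share of cells in each phase, and how it relates to these RNA levels was not tested. The fall of G2/M genes is not particular to combined silencing. Against siCTRL#1 their median was -1.05 with siVPS4B#1 alone and -0.95 with siVPS4A+B#1, which contains it, and -1.37 with siVPS4A+B#2, less than with siVPS4A#1 alone, so the fall may come from 1 duplex of each pair. For the cholesterol synthesis genes the highest median of a single duplex against siCTRL#1 was 0.31, and their rise is consistent with an effect of VPS4A+B depletion, but GC content and gene length were not tested, and cell death and growth arrest in the same cells were not separated from it.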

How the results depend on the processing

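The fit without the library labelled siVPS4A#1 replicate 2, the fit without siCTRL#1 replicate 4, edgeR, a pseudocount of 0.1, array weights and variance-stabilized counts were chosen only after seeing the data. Leaving out the filter on low counts would change no value, since the gene with the fewest reads passes it. Testing all genes would change none either under the rule set for protein-coding genes, an identifier of a messenger RNA, which all listed genes have. Neither was run. Of the 12474 genes matched in the RefSeq table 12471 are protein-coding there, and a restriction to these was not run. The test named glmTreat was run as limma's treat.

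The 503 upregulated and 442 downregulated genes of VPS4A+B depletion stayed within 1.5 times these counts with DESeq2 (533 and 577), edgeR (555 and 549), upper-quartile scaling (419 and 543) and no replicate block (497 and 419). With DESeq2, 485 of the 503 were called again. With library-size scaling there were 342 upregulated genes, all among the 503, and 656 downregulated genes. This scaling moved the median log2 fold change of all genes by -0.09, -0.06, -0.15 and -0.11 in the 4 comparisons, and upregulated genes made up 34.3% of the changed genes against 53.2% with TMM factors. The split between up- and downregulated genes therefore rests on the scaling.

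With limma's treat, 95 genes were upregulated and 51 downregulated by VPS4A+B depletion, and 0 and 1 by VPS4B depletion (6 and 6 at an unadjusted p under 0.05). It left 23 changed genes between siCTRL#1 and NT, 304 between siCTRL#2 and NT, 293 between siCTRL#2 and siCTRL#1, 518, 121 and 175 between the duplexes of VPS4A, VPS4B and VPS4A+B, and 2 genes with a positive interaction. A fold change of 2 gave 179 and 127 genes for VPS4A+B and 5 and 7 for VPS4B, and an adjusted p under 0.01 gave 23 and 36 for VPS4B. With siCTRL#2 for siCTRL#1, VPS4B depletion changed 170 genes up and 116 down and VPS4A depletion 47 and 36. With all 3 controls, 250 genes were downregulated by VPS4A+B and 26 by VPS4B. With the duplexes averaged, the counts were 1252 and 1277 for VPS4A+B, 434 and 504 for VPS4B and 171 and 401 for VPS4A. Requiring both duplexes thus removed most genes called for the mean.

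The 107 genes with a positive interaction moved under most alternatives. They were 175 with DESeq2, 165 with edgeR, 367 with array weights, 69 without the replicate block, 71 with library-size scaling and 71 with only the groups compared, a fit that also gave 1013 in place of 2558 genes between the duplexes of VPS4A. Across the fits that each left out a replicate or a library they ranged from 8 to 315, and 315 was reached without the library labelled siVPS4A#1 replicate 2. The cause of the other changes was not tested. Across the same fits the upregulated genes ranged from 384 to 522 for VPS4A+B and from 15 to 61 for VPS4B, and the downregulated genes from 343 to 525 and from 33 to 80. Genes changed between siCTRL#1 and NT ranged from 464 to 1236, and between the duplexes of VPS4B from 1114 to 1911.

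In the clustering, the smallest branch with all siVPS4A+B libraries held 9 libraries with log2 reads per 1000000 for the inflammatory response (8 otherwise). For positive regulation of programmed cell death (9 libraries) it held 34 with log2 reads per 1000000, 33 with z-scores and 8 with average linkage. The odds ratios and the enrichment scores from permuted genes kept their direction and their side of the threshold under the alternatives run for them, among them, for the scores, upper-quartile and library-size scaling (lowest scores of 1.90 and 1.34, and of 1.90 and 1.23), chosen after seeing the data. Limma's camera, with its default correlation between genes, did not pass for most comparisons.

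RIPK1 after VPS4A+B depletion reversed, from 0.038 to -0.023 with upper-quartile scaling, -0.094 with library size and -0.016 without replicate 3 (up to 0.049 without replicate 5), never past the threshold. Both scalings lower the median of all genes in these comparisons, so the reversals under them do not test RIPK1. VPS4B after VPS4A depletion reversed from -0.249 to 0.084 without replicate 2, 0.03 with array weights and 0.057 without the library labelled siVPS4A#1 replicate 2 (down to -0.4 without replicate 4), also never past the threshold. Among single genes, limma's treat left 14 of 31 log2 fold changes no longer past the threshold, leaving out replicate 1 or replicate 3 left 6 each, leaving out replicate 4 or the replicate block 4 each, and leaving out siCTRL#1 replicate 4 left 3. Depth limits VPS4B after its silencing, where a library held as few as 1 read, and TNF, with 60 reads in all.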

Differences from the paper's values

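The paper gives p = 0.0029 for positive regulation of programmed cell death, against 2.41e-05 here. By its methods the paper's p is adjusted over the GO terms tested, while the value here is the unadjusted p of 1 of 2 terms, so the 2 are not the same quantity. With the genes kept by filterByExpr as background, with the genes of Dataset EV1, with DESeq2 or with no replicate block the value was 4.84e-05, 1.36e-05, 3.84e-05 or 7.82e-06 unadjusted. None of these alternatives, set before the data were examined, closed the gap, and none of them adjusts over all GO terms. The paper's counts of upregulated genes are 587, 58 and 0 for VPS4A+B, VPS4B and VPS4A, against 503, 48 and 0 here, which is within 1.5 times.

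In Fig EV2A, read by eye, the paper's normalized counts of VPS4A are about 100 after siVPS4A#2 transfection, against 59.9 here. DESeq2's size factors, upper-quartile and library-size scaling, set before the data were examined, did not close this gap, and the variance-stabilized value of 69.3, an alternative chosen after seeing the values, did. For the duplex pair that contains siVPS4A#1 and siVPS4B#2 (siVPS4A+B#2), the paper's bar is at about 160, against 38.7 here, and for the pair of siVPS4A#2 and siVPS4B#1 (siVPS4A+B#1) it is at about 60, against 154. No alternative closed these 2 gaps. The order of the 2 bars is the reverse of that found here. Whether the figure's labels of the pairs follow the methods could not be settled. With the 2 bars exchanged, about 160 would stand against 154 and about 60 against 38.7, or 49 when variance-stabilized. The 2 gaps may therefore come from the labels.

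For VPS4B, the paper's bars in Fig EV2A, read by eye, stand at about 35 for siVPS4B#1 against 3.3 here, about 42 for siVPS4B#2 against 8.15, about 36 for siVPS4A+B#2 against 9.9 and about 47 for siVPS4A+B#1 against 4.16. DESeq2's size factors, upper-quartile and library-size scaling, set before the data were examined, left all 4 apart, and so did the variance-stabilized values (13.3, 19.1, 20.9 and 14.4), chosen after seeing the values.

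The mean log2 fold changes in the paper's Dataset EV1 over the 4 comparisons of combined silencing are larger for 4 genes. For CXCL2 the paper's value is 2.79, against 1.97 here and 2.64 with DESeq2, and for TNFAIP3 it is 2.01, against 1.63 and 2.00 with DESeq2. For BIRC3 it is 5.595, against 5.28 here, 5.53 with DESeq2 and 5.42 without replicate 2. For CXCL8 the paper's value is 6.14, against 5.25 here and 5.61 with DESeq2. DESeq2, set before the data were examined, closed the first 3 gaps, and leaving out replicate 2 closed that of BIRC3. None of the other alternatives set before the data were examined closed any. Those chosen after seeing the data, among them a pseudocount of 0.1, are not counted here. Adding 1 before taking log2 draws genes with few reads down, so part of these gaps may come from it. The gap of CXCL8 stayed open under all alternatives set before the data were examined.

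Between siVPS4A#1 and siCTRL#1, the paper's Dataset EV1 gives log2 fold changes of -0.79 for CXCL2, -0.20 for CXCL8 and -0.21 for BIRC3, against 0.24, 1.10 and 0.79 here. Of the alternatives set before the data were examined, leaving out replicate 2 closed the 3 gaps (-0.41, -0.21 and -0.17), and DESeq2, no replicate block, other scalings and leaving out any other replicate did not. Leaving out only the library labelled siVPS4A#1 replicate 2, chosen after seeing the values, also closed them (-0.40, -0.20 and -0.23).

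The paper describes the branch of VPS4A+B-depleted samples as distinct from all others in both heatmaps. Here the library labelled siVPS4A#1 replicate 2 joined it for positive regulation of programmed cell death.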

Other observations

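The tests on histone genes, ATF4 targets, a single duplex pair behind the interferon-stimulated genes, the siCTRL#1 libraries, the libraries behind Dataset EV1 and the interaction with a thinned library or without the library labelled siVPS4A#1 replicate 2 were chosen only after the result was seen.

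The counts for VPS4A+B depletion were compared with 100 splits of the NT, siCTRL#1 and siVPS4A+B libraries within replicate numbers, the real one included. As many upregulated genes were found in 1 of 100 splits, as many members of the inflammatory response among them in 1 and as many of positive regulation of programmed cell death in 1, and the highest count of the other splits was 0 in each case. With 0 upregulated genes in the other splits the counts of members had to be 0, so they say nothing on either term. The lowest mean log2 fold change over the 4 comparisons was reached in 1 of 100 splits for either term, with 0.12 and 0.06 as the highest of the others against 0.158 and 0.075. A positive interaction was found for as many genes in 1 of 100 splits, with 1 gene in the highest of the others. The splits pair libraries by replicate number as the real grouping does, and differ from it in which condition each library of a replicate number takes.

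The 107 genes with a positive VPS4A by VPS4B interaction are few beside the 503 upregulated genes. Without the library labelled siVPS4A#1 replicate 2 there were 315, but leaving it out removes its unusual profile together with its depth. With it left out and 1 other siVPS4A#1 library thinned to its depth, there were at least 286, so low depth does not account for the count. The profile of that library may, since it widens the spread between libraries.

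Between siVPS4A+B#1 and siVPS4A+B#2, 1997 genes changed. Across 12627 genes, which are not independent replicates, this difference followed the one expected from single silencing with the same duplexes with a Pearson r of 0.557 (Spearman rho 0.508), and 1796 of the 1997 genes (89.9%) had the expected sign. Duplex-specific changes carried over from single silencing are a candidate explanation. The highest r after swapping labels within replicate numbers was 0.549, so shared replicate effects or noise cannot be excluded, since r does not depend on the size of the difference and the 8 swaps are too few. As many changed genes came from 1 of 8 swaps, with 165 in the highest of the others, and for the duplexes of VPS4B also from 1 of 8, with 0 in the others.

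Lysosomal genes rose after VPS4A+B depletion, with 7 of 29 upregulated in all 4 comparisons, a median of 0.59 (0.53 and 0.46 with upper-quartile and library-size scaling), and a highest adjusted camera p of 0.000197. At least 21 of the 29 genes were higher in each comparison, which is consistent with a rise of lysosomal genes. They also rose against siCTRL#1 with siVPS4B#1 (median 0.32, adjusted camera p of 6.27e-05), siVPS4B#2 (0.22, 0.00755) and siVPS4A#1 (0.23, 0.00808) alone. A rise of other ESCRT genes was borne out in 3 of the 4 comparisons (adjusted camera p of 0.000583, 0.00301 and 0.0263) and not with siVPS4A+B#2 against siCTRL#1 (0.121), with a median of 0.25 over 30 genes (0.19 and 0.12 with the other scalings) and CHMP1B as the gene upregulated in all 4. A rise of p53 targets was not borne out in every comparison either, with a highest adjusted camera p of 0.258 against siCTRL#1 with siVPS4A+B#1, where 9 of 20 genes were higher, although 6 of 20 were upregulated in all 4. Against siCTRL#1 their median was 0.729 with siVPS4A+B#2 and 0.809 with siVPS4A#1 alone (adjusted camera p of 2.04e-10). It was -0.044 with siVPS4A#2, -0.092 with siVPS4B#1 and 0.125 with siVPS4B#2. The rise with siVPS4A+B#2 may therefore come from siVPS4A#1.

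Interferon-stimulated genes had a median log2 fold change of 1.40 with siVPS4A+B#2 and of 0.17 with siVPS4A+B#1 against siCTRL#1. A response to transfected RNA would raise them with siCTRL#1, where the median against NT was 0.17 (0.168). The 2 pairs differed with a camera p of 3.49e-11, which restates these medians and does not name a source. Against siCTRL#1 the genes also rose with each duplex of siVPS4A+B#2 alone, by a median of 0.51 with siVPS4B#2 (adjusted camera p of 0.00123) and of 0.35 with siVPS4A#1 (0.0109), so effects of these duplexes remain a candidate explanation.

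H4C8, H2BC14 and H4C4 were among the genes most lowered by VPS4A+B depletion. The other 39 listed histone genes had a median of -1.51 (-1.58 and -1.65 with upper-quartile and library-size scaling), 30 of them were downregulated in all 4 comparisons and 1 was upregulated. Against siCTRL#1 their median was also -1.01 with siVPS4B#1, -0.38 with siVPS4B#2 and -1.69 with siVPS4A#1, but 0.20 with siVPS4A#2. This may reflect replication-dependent histone genes falling together. Reads shared between the paralogs could give the same picture, and with the 39 genes that cannot be tested on these values.

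ASNS and PCK2 were among the genes most lowered by VPS4B depletion. The other 28 listed targets of ATF4 had a median of -0.80 (-0.79 and -0.80 with the other scalings), and all 28 were lower, of which 6 were downregulated in all 4 comparisons. Against siCTRL#1 their median was -0.98 with siVPS4B#1, -0.58 with siVPS4B#2, -1.15 with siVPS4A#1 and 0.07 with siVPS4A#2, and -0.36 and -0.54 with siVPS4A+B#1 and siVPS4A+B#2, so the fall is neither particular to VPS4B depletion nor shared by both VPS4A duplexes. A candidate explanation is that ATF4 targets fall together. ATF4 itself was not tested.

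The siCTRL#1 replicates 1 and 4 were closer to each other than any other libraries of a condition, with a chi-square per degree of freedom of 2.5, where the next lowest among siCTRL#1 libraries was 6.52 and the range over 62 pairs reached 43.7. Counting error alone would give a value near 1, but the error between runs is not known, so a library sequenced again or a second library from the same RNA is not excluded, and siCTRL#1 may hold fewer than 5 independent libraries. Residuals of siCTRL#1 replicate 4 had a mean r of 0.263 with the replicate 1 libraries of the other conditions and of -0.171 with those of replicate 4. Its replicate number may therefore not be its own. With this library left out, no count of changed genes moved by more than 1.5 times.

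The log2 fold changes of siVPS4A#1 against siCTRL#1 differed from those in Dataset EV1 by a mean of 0.248 over 585 genes with all libraries, by 0.132 without the library labelled siVPS4A#1 replicate 2, and by 0.297 to 0.309 without any of the other siVPS4A#1 libraries. This is consistent with a library not used for the fold changes of Dataset EV1, and the paper's text does not name the libraries it used.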
